# A hierarchical transcriptional network activates specific CDK inhibitors that regulate G2 to control cell size and number in Arabidopsis

**DOI:** 10.1038/s41467-022-29316-2

**Published:** 2022-03-29

**Authors:** Yuji Nomoto, Hirotomo Takatsuka, Kesuke Yamada, Toshiya Suzuki, Takamasa Suzuki, Ying Huang, David Latrasse, Jing An, Magdolna Gombos, Christian Breuer, Takashi Ishida, Kenichiro Maeo, Miyu Imamura, Takafumi Yamashino, Keiko Sugimoto, Zoltán Magyar, László Bögre, Cécile Raynaud, Moussa Benhamed, Masaki Ito

**Keywords:** Plant cell cycle, Plant molecular biology, Plant development

## Abstract

How cell size and number are determined during organ development remains a fundamental question in cell biology. Here, we identified a GRAS family transcription factor, called SCARECROW-LIKE28 (SCL28), with a critical role in determining cell size in Arabidopsis. SCL28 is part of a transcriptional regulatory network downstream of the central MYB3Rs that regulate G2 to M phase cell cycle transition. We show that SCL28 forms a dimer with the AP2-type transcription factor, AtSMOS1, which defines the specificity for promoter binding and directly activates transcription of a specific set of SIAMESE-RELATED (SMR) family genes, encoding plant-specific inhibitors of cyclin-dependent kinases and thus inhibiting cell cycle progression at G2 and promoting the onset of endoreplication. Through this dose-dependent regulation of *SMR* transcription, SCL28 quantitatively sets the balance between cell size and number without dramatically changing final organ size. We propose that this hierarchical transcriptional network constitutes a cell cycle regulatory mechanism that allows to adjust cell size and number to attain robust organ growth.

## Abstract (web summary)

Cell division and expansion are carefully coordinated during organ growth. Here, the authors show that the SCL28 and SMOS1 transcription factors interact to regulate cyclin-dependent kinase inhibitors and promote cell size increase over division in Arabidopsis.

## Introduction

During organ growth and development, cell proliferation is intricately controlled in space and time. Governed by developmental programs^1–3^ and influenced by active plant responses to environmental conditions^4,5^, the number of cells produced during organ growth is set by the cell cycle speed during proliferation and the point when cells exit to cellular differentiation. Controlled cell proliferation requires coordinately regulated gene expression within and upon exit from the cell cycle. Generally, there are two main groups of genes showing waves of transcription during the cell cycle; G1/S-specific and G2/M-specific genes^6^. The G1/S-specific genes facilitate initiation and progression of DNA replication and are typically regulated by the activity of E2F transcription factors^7,8^. Generally, E2F dimerizes with Dimerization Partner (DP) proteins to activate or repress their target genes, depending on their association with the Retinoblastoma-Related (RBR) repressor protein^9^. On the other hand, most G2/M-specific genes are positively or negatively regulated by MYB3R family of transcription factors in plants^10,11^. Some members of MYB3Rs are specifically expressed during G2/M and act as transcriptional activators, while others act as transcriptional repressors of G2/M-specific genes^12–14^. Recent studies identified the two main groups of transcription factors, E2Fs and MYB3Rs, which had been studied separately, as part of the same multi-protein complex in Arabidopsis^11^. This E2F-MYB3R complex is evolutionarily related to the DREAM (DP, Retinoblastoma-like, E2F, and MuvB) complex reported in *Drosophila* and human cells^11,15,16^. The metazoan DREAM complex plays a predominant role in repressing both G1/S- and G2/M-specific genes, thus promoting cell cycle exit and maintaining cellular quiescence^17,18^. The DREAM complex in Arabidopsis shows significant differences from metazoan complexes, which include involvement of plant-specific subunits and existence of diversified complexes with different subunit compositions^9,11,15^.

Transcriptional regulation during cell cycle generally constitutes multi-layered hierarchical networks, in which master regulators regulate other transcription factors, which further regulate each other or downstream genes^19–21^. Notably, studies in yeasts showed that cell cycle transcriptional activators that function during one stage of the cell cycle regulate transcriptional activators that function during the next stage, forming a connected regulatory network that is itself a cycle^22^. However, in plants, such a hierarchical network composed of cell cycle transcription factors, E2F and MYB3R, has not yet been uncovered. Exploring the transcription network during cell cycle may uncover missing important factors and hidden mechanisms governing plant-specific cell cycle regulation.

In this work, we identified a mitosis specific GRAS family transcription factor, called SCARECROW-LIKE28 (SCL28). In accordance with our work, a recent report identified the same genes being directly regulated by MYB3Rs^23^. Here, we demonstrate that SCL28 acts in association with the AP2-type transcription factor, AtSMOS1, to directly activate transcription of a specific set of *SMR* family genes, encoding plant-specific cyclin-dependent kinase (CDK) inhibitors^24^. This regulatory network inhibits the G2 to M phase transition during the cell cycle and promotes the onset of endoreplication, an atypical cell cycle consisting of repeated DNA replication without mitosis^4^. Our study identified a G2/M regulatory pathway that controls cell cycle length, and is likely to be important in optimizing cellular functions by setting cell size and number during organ growth.

## Results

### Identification of a mitotic GRAS-type transcription factor

By analyzing transcripts specific in mitotic cells, we have identified an Arabidopsis GRAS family transcription factor that we designated *E1M*^25^. A recent report looking for mitotic genes in the root meristem uncovered the same gene called *SCL28*^23^, the name hereafter also adopted in this study. In a synchronized culture of Arabidopsis MM2d cells, we showed that this gene exhibited G2/M-specific transcript accumulation, which closely resembles that of the mitotic cyclin *CYCB1;2* (Fig. 1a). As for most G2/M-specific genes, the so-called mitosis-specific activator (MSA) element that serves as a binding motif for MYB3Rs^10,26^ were repeatedly present within the proximal promoter regions of *SCL28* (Fig. 1b). Binding of MYB3R to the *SCL28* promoter is supported by our published data from chromatin immunoprecipitation (ChIP) with MYB3R3 followed by high-throughput sequencing (ChIP-Seq; Fig. 1b)^11^ and DNA affinity purification sequencing (DAP-Seq) data reported for MYB3R1, MYB3R4, and MYB3R5 (Supplementary Fig. 1a)^27^. In addition, loss of MYB3R activators (*myb3r1/4* double mutant) or MYB3R repressors (*myb3r1/3/5* triple mutant) resulted in significant down- or up-regulation of *SCL28*, respectively (Fig. 1c). GUS reporter activity driven by *SCL28* promoter decreased significantly in the *myb3r1/4* double mutant and became essentially undetectable when the MSA elements in the *SCL28* promoter had been deleted (Fig. 1d). Collectively, these observations support the idea that *SCL28* is a direct target of both activator and repressor type MYB3Rs in Arabidopsis. Similar to the G2/M-specific CYCB1;1-GFP accumulation^28^, we observed patchy pattern of SCL28-GFP signal from a construct driven by native *SCL28* promoter in root meristem, suggesting cell cycle-regulated protein accumulation (Fig. 1e). Taken together, as has been recently shown^23^, *SCL28* is a mitotic gene directly regulated by MYB3Rs.

**Fig. 1:**
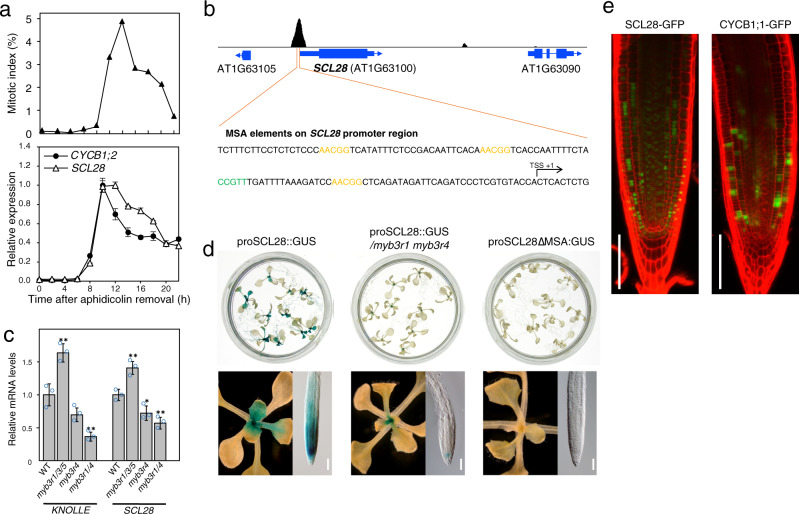
SCL28 expression is cell cycle-regulated under the control of MYB3R transcription factors. **a** G2/M-specific accumulation of *SCL28* transcript. Arabidopsis MM2d cells were synchronized by aphidicolin treatment and used for qRT-PCR analysis to quantify *SCL28* mRNA levels (lower). Synchronous progression of cell cycle was monitored by measuring mitotic index (upper). As a representative of G2/M-specific genes, *CYCB1;2* was also analyzed in the same way for comparison. Expression data are shown as averages from three technical replicates (±SD). **b** MYB3R3 binds to the upstream region of *SCL28*. The ChIP-Seq profile of MYB3R3 indicates its direct binding to the proximal promoter region of *SCL28*. The nucleotide sequence around the ChIP-Seq peak contains MSA elements repeated four times, of which core motifs (AACGG) are shown by orange (forward orientation) and green (reverse orientation) letters. **c** Levels of *SCL28* transcripts are significantly affected by mutations in *myb3r* genes. Transcript levels of *SCL28* and *KNOLLE* were analyzed by qRT-PCR in plants 12 days after sowing (DAS) that carry mutations of *myb3r* genes in the indicated combinations. Expression data were normalized to *ACT2* and shown as averages from three biological replicates (±SD). Statistical significance was determined using two-sided Student’s *t* test. *P < 0.05, **P < 0.01. **d** Promoter activity of *SCL28* requires the presence of MYB3R activators and MSA elements. GUS reporter expression was analyzed in wild type (WT) and *myb3r1/4* plants carrying proSCL28::GUS and WT plants carrying proSCL28ΔMSA::GUS, in which all MSA elements in the *SCL28* promoter were mutated. GUS staining around shoot apex and root tip regions is shown at higher magnification in the lower panels. Multiple independent lines for each construct showed similar difference in GUS staining. Scale bar indicates 100 µm. **e** Patchy pattern expression of SCL28-GFP protein. Root meristems of proSCL28::SCL28-GFP and proCYCB1;1::CYCB1;1-GFP plants were analyzed by confocal laser scanning microscopy (CLSM) after counterstaining of the cell wall with propidium iodide (PI). Green and red signals indicate fluorescence of GFP and PI, respectively. Similar expression patterns of SCL28-GFP were confirmed in multiple independent lines. Scale bar indicates 100 µm.

To evaluate whether MYB3Rs act as part of DREAM complex on *SCL28* transcription, we searched lists of target genes bound by potential DREAM components, RBR and TESMIN/TSO1-LIKE CXC 5 (TCX5), as defined by ChIP-Seq experiments reported previously^15,29^. This examination revealed that TCX5, but not RBR, showed a significant association to *SCL28* locus in vivo. However, *SCL28* showed no significant change in expression in neither *rbr, tcx5 tcx6* double, nor *e2fa e2fb e2fc* triple mutants, indicating that *SCL28* transcription depends exclusively on MYB3Rs (Supplementary Fig. 1b).

### *SCL28* strongly affects cell size

To analyze the biological function of SCL28, we generated transgenic plants overexpressing *SCL28* under the strong *RPS5A* promoter (proRPS5A::SCL28). These plants, herein designated *SCL28*^OE^, showed general growth retardation both in seedling and adult stages (Fig. 2a). Cell size in these plants was significantly enlarged in all examined organs and tissues, such as root tip, leaf mesophyll, embryo, and inflorescence stem (Fig. 2b and Supplementary Fig. 2). An increased cell size was apparent in both post-mitotic differentiated cells and proliferating cell populations in root and shoot apical meristems (Fig. 2c and Supplementary Fig. 2). As described later, the increased cell size in *SCL28*^OE^ leaves was associated with elevated levels of cellular ploidy induced by enhanced endoreduplication. The loss-of-function *scl28* mutant (Supplementary Fig. 3) showed an opposite cellular phenotype to *SCL28*^OE^, having cells with significantly reduced size (Fig. 2b, c and Supplementary Fig. 2). However, unlike *SCL28*^OE^, the overall stature of *scl28* mutant plants was largely normal and indistinguishable from that of wild type (WT) plants (Fig. 2a).

**Fig. 2:**
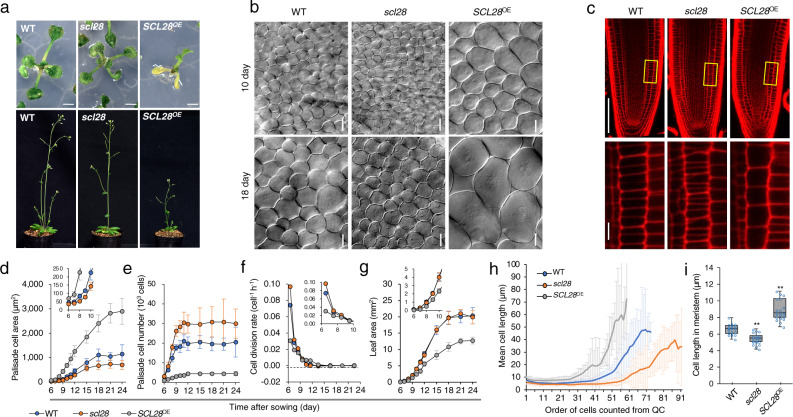
SCL28 strongly affects cell size. **a** Macroscopic phenotypes caused by loss- and gain-of-function of *SCL28*. WT, *scl28*, and *SCL28*^OE^ plants were photographed at 11 (upper) and 30 (lower) DAS. Scale bar in upper panels indicates 10 mm. **b** Cell size analysis of leaf palisade tissue from WT, *scl28*, and *SCL28*^OE^ plants. First leaf pairs from plants at 10 or 18 DAS were cleared and analyzed by differential interference contrast (DIC) microscopy. Scale bar indicates 20 µm. **c** Cell size analysis of root meristem from WT, *scl28*, and *SCL28*^OE^ plants at 5 DAS. Primary roots were stained with PI, and analyzed by CLSM. Regions surrounded by yellow rectangles are shown at a higher magnification in the lower panels. Scale bars indicate 100 µm (upper) and 10 µm (lower). **d**–**g** Kinematic analysis of leaf growth in WT, *scl28*, and *SCL28*^OE^ plants. Time-course changes of palisade cell area (**d**), number of palisade cells per leaf (**e**), cell division rate (**f**), and leaf area (**g**) were analyzed in developing first leaf pairs. Values are averages from the data of leaves from ten different plants (±SD), in each of which more than 20 cells were analyzed. Inset shows the same data with an expanded *y*-axis scale. **h** Spatial distribution of cell size across root meristems in WT, *scl28*, and *SCL28*^OE^ plants at 5 DAS. Mean cell length was calculated at each position along the cortical cell file, which is defined by counts of cortical cells from the quiescent center. Values are averages from the data analyzed in 21 roots from different plants (±SD), in each of which more than 30 cells were analyzed. **i** Quantitative analysis of cortical cell length within root meristems. Boxplot was generated using data collected from roots of 21 different plants, in each of which more than 20 cells were analyzed. In boxplot, ‘boxes’ represent the interquartile range (IQR), midline indicates the median, and whiskers extend to the largest and smallest observations within 1.5 × IQR. Statistical significance compared with WT was determined using two-sided Student’s *t* test. **P < 0.01.

To explore the developmental origin of cell size differences, we performed kinematic analysis on growing first leaf pairs by monitoring size and number of palisade cells (Fig. 2d–g). This analysis showed that cells in *scl28* leaves were smaller than WT already during initial stages of organ development when most cells are actively proliferating (Fig. 2d). During this early proliferative stage, increasing cell number was also more rapid in *scl28* than WT, consistent with a higher cell division rate in *scl28* leaves compared with WT (Fig. 2e, f). Conversely, duration of cell proliferation remained largely unchanged between *scl28* and WT (Fig. 2e, f). Therefore, the increased cell number in *scl28* leaves is due to accelerated cell division, rather than increased duration of cell proliferation. When leaf area was compared, however, *scl28* and WT showed no clear difference throughout the course of leaf development (Fig. 2g). In *scl28* leaves, accelerated cell division was balanced by reduced cell size, thus maintaining total organ size unchanged during leaf development. The cellular effect of *SCL28*^OE^ was generally opposite to the *scl28* mutant. The number of palisade cells per leaf was significantly reduced in *SCL28*^OE^ plants (Fig. 2e) due to severely inhibited cell proliferation (Fig. 2f). Although dramatic cell enlargement partially counteracted the reduced cell number, leaf area was still reduced in *SCL28*^OE^ compared with WT (Fig. 2d, g). We also analyzed cell size and number of epidermal pavement cells during leaf development in *scl28* and *SCL28*^OE^ lines and found the response of this cell type to altered SCL28 activity was comparable to what we have shown for palisade cells (Supplementary Fig. 4).

In the root tip, cell size difference was similarly apparent among *SCL28*^OE^, *scl28*, and WT (Fig. 2c, h, i). This cell size difference was maintained along the apical-basal axis of the root from cells adjacent to the quiescent center to those at the transition zone, as well as in differentiated cells at distal positions (Fig. 2h). Therefore, the behavior of cells in the root meristems of *SCL28*^OE^ and *scl28* was generally consistent with those observed in developing leaves.

### Effects of SCL28 on mitotic cell cycle and endocycle

To directly explore the role of SCL28 in cell cycle progression, we performed live-cell imaging of root meristem cells after introgression of the PCNA-GFP cell cycle marker into *SCL28*^*OE*^ and *scl28* mutant. The PCNA-GFP line allows quantification of cell cycle stages based on its intracellular fluorescent patterns^30^. During G1, PCNA-GFP appears as uniform fluorescence within the whole nuclei, which alters into dotty and speckled nuclear signals during early and late S phase, respectively. During G2, fluorescence again becomes uniform within the nuclei, then disappears upon onset of mitosis and remains undetectable until the exit from mitosis. By our definition, the G1 period begins with re-appearance of nuclear fluorescence after mitosis and ends with emergence of dotty GFP signals, whereas the G2 period begins with conversion of dotty into uniform nuclear PCNA-GFP signals and ends with disappearance of this nuclear fluorescence. Based on these definitions, we analyzed data from live-cell imaging and calculated the average duration of each cell cycle phase in WT root meristem cells to be 5.1 h in G1, 2.5 h in S, and 11.3 h in G2 (Fig. 3a, b). G2/M duration was oppositely affected in the *scl28* and *SCL28*^OE^ lines, shortened 19% in the former and lengthened 33% in the later. In contrast, G1 length showed only limited alteration, but became longer in the *scl28* mutant (Fig. 3a, b), which is consistent with the existence of an additional cell size checkpoint at G1/S that compensates for shortened G2^31^. This suggests that SCL28 actively inhibits progression through G2 and prevents entry into mitosis. In agreement with the role of SCL28 in G2 duration of the mitotic cell cycle, our ploidy analysis of developing leaves showed that SCL28 also affects endoreplication (Fig. 3c, d, and Supplementary Fig. 5). During leaf development, *SCL28*^OE^ plants initiated earlier endoreplication, indicated by 8 C cell emergence as early as 8 days after sowing (DAS) and thereafter consistently showing higher cellular ploidy levels compared with WT. Elevated ploidy levels were associated with dramatically increased cell size in *SCL28*^OE^ leaves as shown earlier (see Fig. 2b, d). In the *scl28* mutant, ploidy levels were not affected during early stages of leaf development and only showed a modest decrease at 20 DAS. During the earliest stage (8 DAS) before onset of endoreplication, we observed a smaller proportion of 4 C cells in *scl28* compared with WT (Fig. 3c), which supports the cell cycle analysis, showing reduced G2 duration (Fig. 3a). In summary, our data suggest that SCL28 has a role to inhibit the G2 to M phase transition.

**Fig. 3:**
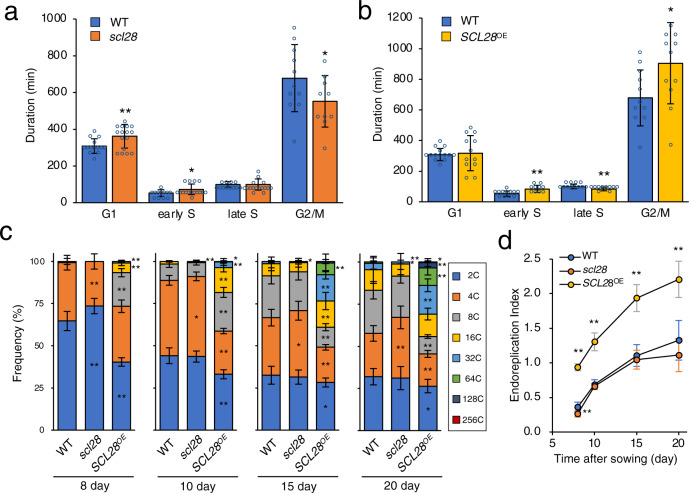
SCL28 inhibits G2 progression and induces endoreplication. **a** G2 duration is shortened in *scl28*. Epidermal cells in root meristems of WT, *scl28*, and *SCL28*^OE^ plants carrying the PCNA-GFP marker were analyzed by live-cell imaging for measuring length of G1, early S, late S, and G2/M phases in the cell cycle. Data are shown as averages (±SD). Numbers of biological replicates for calculating length of G1, early S, late S, and G2/M, respectively, are 14, 12, 12 and 11 for WT, and 16, 16, 16 and 10 for *scl28*. Statistical significance compared with WT was determined using one-sided Student’s *t* test. *P < 0.05, **P < 0.01. **b** Prolonged G2 duration in *SCL28*^OE^ plants. Cell cycle analysis in the root meristem was performed as in (**a**). Data are shown as averages (±SD). Numbers of biological replicates for calculating length of G1, early S, late S, and G2/M, respectively, are 14, 12, 12 and 11 for WT, and 12, 10, 10, and 12 for *SCL28*^OE^. Statistical significance was determined and shown as in (**a**). **c** Ploidy analysis of *scl28* and *SCL28*^OE^ plants. First leaf pairs of WT, *scl28*, and *SCL28*^OE^ plants were subjected to flow cytometric analysis to determine ploidy distribution during leaf development. Data are shown as averages from ten biological replicates (±SD). Statistical significance compared with WT was determined using two-sided Student’s *t* test. *P < 0.05, **P < 0.01. **d** Time-course change in cellular ploidy levels during leaf development. Data presented in (**c**) were used for calculating endoreplication index, which represents mean number of endoreplication cycles per leaf cells. Data are shown as averages from ten biological replicates (±SD). Statistical significance compared with WT was determined and shown as in (**c**).

### SCL28 acts together with AtSMOS1 as a heterodimer

Phylogenetic analysis of GRAS family proteins indicated that SCL28 constitutes a unique clade together with SMOS2 in rice (Supplementary Fig. 6a). Rice *smos2* was initially identified as a mutant showing reduced organ size with component cells smaller than those in WT^32^. Another rice mutant, *smos1*, with a phenotype similar to that in *smos2*, has loss-of-function mutation in a unique gene encoding an AP2-type transcription factor^33^. Because a physical interaction between SMOS1 and SOMS2 has been reported^32^, we postulated that SCL28 may act through interaction with an Arabidopsis protein orthologous to SMOS1. When AP2-type transcription factors were phylogenetically analyzed, we found At2g41710 to be the likely Arabidopsis ortholog of SMOS1 (Supplementary Fig. 6b). To test the physical interaction between SCL28 and At2g41710, we performed yeast two-hybrid and bimolecular fluorescence complementation (BiFC) assays to obtain clear results showing that they indeed interact in yeast and in plant cells, respectively (Fig. 4a, b). We concluded that the observed protein-protein interaction is evolutionarily related to the SMOS1-SMOS2 interaction in rice and named At2g41710 as AtSMOS1.

**Fig. 4:**
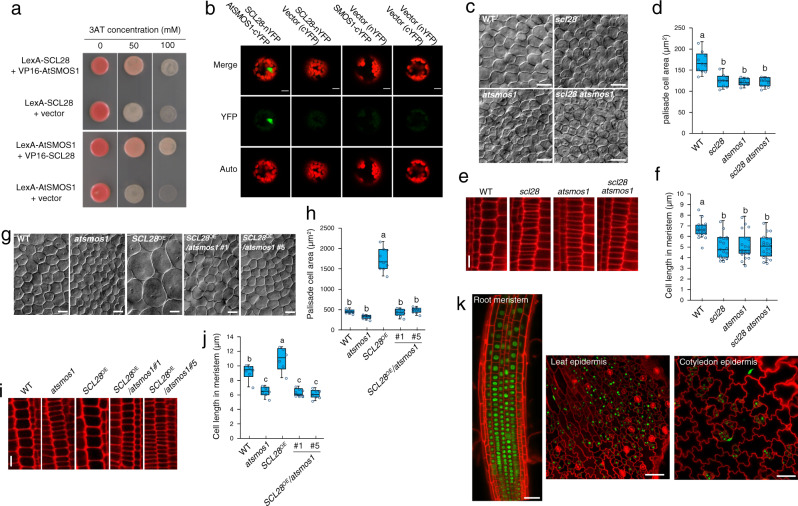
Formation of active heterodimer between SCL28 and AtSMOS1. **a** SCL28-AtSMOS1 interaction in yeast two-hybrid assay. Yeast strains carrying two indicated constructs were grown on synthetic medium lacking His and containing indicated concentration of 3-amino-1,2,4-triazole (3-AT). **b** SCL28-AtSMOS1 interaction in bimolecular fluorescence complementation (BiFC) analysis. YFP fluorescence (YFP), autofluorescence of chloroplasts (Auto) and their merged image (Merge) were taken from mesophyll protoplasts that were transfected with the indicated plasmid constructs. Scale bars indicate 10 µm. The BiFC experiment was repeated twice with similar results. **c** Leaf palisade cells were observed by DIC microscopy using first leaf pairs from WT plants, and *scl28*, *atsmos1*, and double *scl28 atsmos1* mutants at 10 DAS. Scale bar indicates 20 µm. **d** Quantification of palisade cell area in first leaf pairs from plants with indicated genotypes. Boxplot was generated using data collected from leaves of ten different plants, in each of which more than 50 cells were analyzed (midline = median, box =  IQR, whiskers = 1.5 × IQR). Different letters above boxplots indicate significant differences (*P* < 0.05) based on one-way ANOVA and Tukey’s test. **e** Cortical cell files were observed by CLSM using PI-stained meristems of primary roots from WT plants, and *scl28*, *atsmos1*, and double *scl28 atsmos1* mutants at 5 DAS. Scale bars indicate 10 µm. **f** Quantification of cortical cell length in root meristems from plants with indicated genotypes. Boxplot was generated using data collected from roots of 20 different plants, in each of which more than 20 cells were analyzed (midline = median, box =  IQR, whiskers = 1.5 × IQR). Different letters above boxplots indicate significant differences as in (**d**). **g** DIC observation of palisade cells from first leaf pairs of WT, *atsmos1*, *SCL28*^OE^ plants, and those possessing *atsmos1* and *SCL28*^OE^ in combination. Plants at 15 DAS were used. Scale bar indicates 20 µm. **h** Quantification of palisade cell area in first leaf pairs from the plants with indicated genotypes. Boxplot was generated using data collected from leaves of nine different plants, in each of which more than 30 cells were analyzed (midline = median, box =  IQR, whiskers = 1.5 × IQR). Different letters above the boxplots indicate significant differences as in (**d**). **i** CLSM observation of PI-stained root meristems from WT, *atsmos1*, *SCL28*^OE^ plants, and those possessing *atsmos1* and *SCL28*^OE^ in combination. Plants at eight DAS were used for observation of cortical cell files. Scale bar indicates 10 µm. **j** Quantification of cortical cell length in root meristems of plants with indicated genotypes. Boxplot was generated using data collected from roots of multiple individual plants (midline = median, box =  IQR, whiskers = 1.5 × IQR). Number of biological replicates for each line was 6, except for *SCL28*^OE^/*atsmos1*#1 for which 9 biological replicates were analyzed. In each plant, more than 20 cells were measured. Different letters above boxplots indicate significant differences as in (**d**). **k** Accumulation patterns of AtSMOS1-GFP protein. Root meristem, and epidermis of leaf and cotyledon from plants at six DAS carrying proAtSMOS1::AtSMOS1-GFP were analyzed by CLSM after counterstaining of the cell wall with PI. Similar expression patterns of AtSMOS1-GFP were confirmed in multiple independent lines. Scale bars indicate 50 µm.

To examine AtSMOS1 function, we analyzed a T-DNA insertion mutant for this gene (Supplementary Fig. 7) and found a small cell size phenotype that closely resembled that of *scl28* (Fig. 4c–f). However, the overall stature of *atsmos1* was largely indistinguishable from WT plants, as is the case for *scl28* (Supplementary Fig. 8a). To analyze epistasis between *scl28* and *atsmos1*, we performed genetic analysis by quantitatively comparing phenotypes of *scl28*, *atsmos1* and *scl28 atsmos1* double mutants. These single and double mutants showed essentially equivalent phenotypes in terms of palisade cell size (Fig. 4c, d) and cell size in the root meristem (Fig. 4e, f). This indicates that, as with SCL28, AtSMOS1 also impacts cell size. The lack of additive effect between *atsmos1* and *scl28* suggests that these proteins may act in the same pathway, which is consistent with the interaction between these proteins. We then tested whether the enlarged cells in *SCL28*^OE^ relies on the presence of AtSMOS1, and indeed in the *atsmos1* mutant background, the strong effects of *SCL28*^OE^ on cell size of leaf palisades (Fig. 4g, h) and root meristem cells (Fig. 4i, j), as well as whole plant growth, completely diminished (Supplementary Fig. 8b). Collectively, these observations strongly suggest that SCL28 and AtSMOS1 function cooperatively to regulate cell size in different plant organs.

To analyze AtSMOS1 expression, we generated plants expressing AtSMOS1-GFP driven by its own promoter. These transgenic plants showed nuclear localization of AtSMOS1-GFP in various tissues and organs such as root meristem, developing leaves, and cotyledons (Fig. 4k). However, unlike SCL28, AtSMOS1-GFP was uniformly expressed in meristematic cells, suggesting a cell cycle-independent AtSMOS1 expression. Nonetheless, cells expressing AtSMOS1 and SCL28 were overlapping, supporting the idea that they interact to form a heterodimer in vivo. We also noted an E2F binding element in the *AtSMOS1* promoter, which binds RBR in published ChIP-Seq data^29^. We found that E2FB binds to *AtSMOS1* promoter in our ChIP-qPCR experiment and that *AtSMOS1* is significantly upregulated in the *e2fa e2fb e2fc* triple mutant (Supplementary Fig. 9), suggesting that *AtSMOS1* is indeed regulated by E2Fs. One explanation for insignificant change of *AtSMOS1* mRNA in *rbr* and *tcx5 tcx6* might be that RBR- and DREAM-dependent regulation on E2Fs is developmental specific, and was not apparent at the seedling stage.

### Downstream targets of SCL28

Studies of *smos1* and *smos2* rice mutants suggest a role in post-mitotic cell expansion through the regulation of the *Oryza sativa PHOSPAHATE INDUCED1* (*OsPHI-1*) gene^32^. Because we observed SCL28 expression specific to meristematic cells, we postulated that SCL28 should largely influence actively-proliferating cells before the onset of cell expansion. To identify the downstream targets of SCL28, we analyzed genome-wide gene expression changes in *scl28*, *SCL28*^OE^, and *atsmos1* by conducting RNA-sequencing (RNA-Seq) and microarray experiments (Supplementary Data 1). Considering the epistatic phenotypes among *scl28*, *SCL28*^OE^, and *atsmos1* mutants, the critical downstream genes of SCL28 should be affected in *scl28* and *atsmos1* in a similar manner, as well as in *SCL28*^OE^ in an opposing manner. To reveal the genes satisfying these expression criteria, we conducted an overlapping analysis of differentially expressed genes in *scl28*, *atsmos1*, and *SCL28*^OE^, and identified 21 genes that are significantly (adjusted *P* value < 0.05) downregulated in both *scl28* and *atsoms1*, and upregulated in *SCL28*^OE^ (Fig. 5a and Supplementary Fig. 10a), as well as 26 genes upregulated in both *scl28* and *atsoms1*, and downregulated in *SCL28*^OE^ (Fig. 5b and Supplementary Fig. 10b). Among these genes, we focused on *SIAMESE-RELATED2* (*SMR2*), encoding a member of SMR family proteins, as proteins of this family represent plant-specific CDK inhibitors and some members, such as SIM and SMR1, positively affect cell size and negatively influence cell division, reflecting the observed effect of SCL28^1,24^. According to RNA-Seq and microarray data, in addition to *SMR2*, we found other *SMR* family members as candidates of downstream genes, with decreased expression levels in both *scl28* and *atsmos1* and increased levels in *SCL28*^OE^. To further analyze *SMR* family genes, we conducted quantitative reverse-transcription PCR (qRT-PCR) analysis to examine expression of all members of this family in *scl28*, *atsmos1*, and *SCL28*^OE^, and identified at least seven members (*SMR1*, *SMR2*, *SMR6*, *SMR8*, *SMR9*, *SMR13*, and *SMR14*) out of all 17 as potential target genes of SCL28 and AtSMOS1 (Fig. 5c–e). Consistent with this conclusion, we also observed reduced expression of proSMR2::SMR2-GFP and proSMR13::SMR13-GFP in root meristems in *scl28* or *atsoms1* mutant backgrounds compared with WT (Supplementary Fig. 11).

**Fig. 5:**
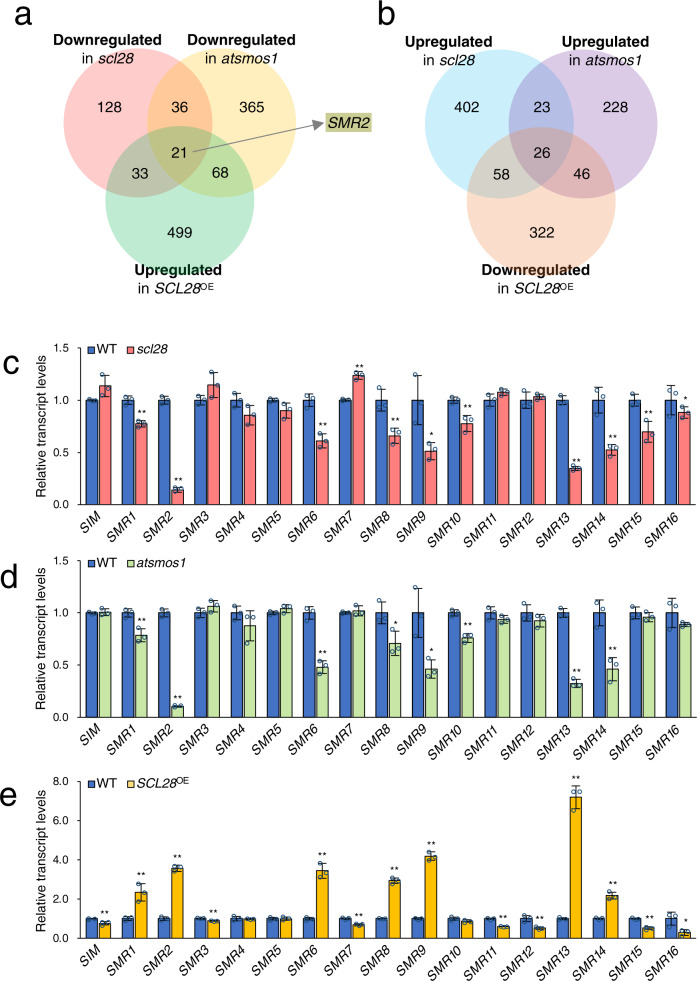
SCL28 and AtSMOS1 activate transcription of *SMR* genes. **a** Venn diagram representing overlap between genes downregulated in *scl28* and *atsmos1*, and upregulated in *SCL28*^OE^ plants. The *SMR2* gene was found in the overlap of these three categories. Upregulated and downregulated genes were defined by a criterion of false-discovery rate (FDR)-adjusted *P* value < 0.05, which was obtained from expression data of three biological replicates. **b** Venn diagram representing overlap between genes upregulated in *scl28* and *atsmos1*, and downregulated in *SCL28*^OE^ plants. Upregulated and downregulated genes were statistically defined as in (**a**). **c**–**e** Transcript levels of *SMR* genes in *scl28* (**c**), *atsmos1* (**d**), and *SCL28*^OE^ (**e**) plants at 8 DAS. qRT-PCR analysis of all 17 genes in the SMR family was performed to compare expression levels with WT plants. Data are averages from three biological replicates (±SD). Statistical significance compared with WT was determined using two-sided Student’s *t* test. *P < 0.05, **P < 0.01.

KIP-RELATED PROTEINs (KRPs) constitute another family of CDK inhibitors in addition to SMRs in plants. The general view is that KRP proteins primarily connect with CDKA to negatively regulate G1/S^34^, while SMR proteins inhibit G2/M by associating with both CDKA and CDKB1^24,35^. There are seven *KRP* members encoded in the Arabidopsis genome, and some we did find deregulated in the *scl28*, *atsmos1*, and *SCL28*^OE^ plants. However, in contrast to the *SMR*s, the change in expression of *KRP*s were generally moderate and inconsistent with the activating function of SCL28-AtSMOS1 heterodimer, and thus likely to be an indirect pleiotropic effect (Supplementary Fig. 12). Therefore, the SCL28 and AtSMOS1 may directly affect expression of *SMR* members, but not those of the *KRP* family, consistent with our results that SCL28 preferentially affects G2 duration in meristematic cells.

### Genome-wide mapping of SCL28 and AtSMOS1 binding sites

In order to define direct targets for SCL28 and AtSMOS1, combined with transcriptome analysis, we performed ChIP-Seq assays using proRPS5A::SCL28-GFP and proAtSMOS1::AtSMOS1-GFP lines to identify their binding genomic loci. 

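Chromatin of whole seedlings of each GFP line was immunoprecipitated with an anti-GFP antibody in 2 replicates per line, and total chromatin of wild-type (WT) seedlings served as the input, with 1 sample. The authors deposited 1 list of peaks per sample, called with MACS2 at a q value cutoff of 0.05 after aligning the reads to TAIR10. For each peak, a list gives the position, the summit, the fold enrichment at the summit as a ratio over the local background estimated by the caller, the −log10 of the p and q values, and a score derived from the q value. Reads and coverage were not used here, so the depth of the libraries is known only from the paper. The paper reports 25971914 total and 4174229 uniquely mapped reads for replicate 1 of SCL28-GFP, and 72832400 and 11860759 for replicate 2. For AtSMOS1-GFP, it reports 22036948 total and 3638925 uniquely mapped reads for replicate 1, and 26133321 and 4405981 for replicate 2. On chromosomes 1 to 5, the lists held 488 and 396 peaks for SCL28 in replicates 1 and 2, 5438 and 6934 peaks for AtSMOS1, and 5695 peaks for the input. Peaks on the organelle genomes were left out, 184 of them from the input. Replicate 1 provides the peaks of Supplementary Data 2, because all 488 SCL28 peaks and all 1999 AtSMOS1 peaks that could be read in the copy of that table used here had identical positions in the replicate 1 lists and none was found in the replicate 2 lists. The main values therefore come from replicate 1, and replicate 2 was analyzed in the same way beside it. The peaks in both replicate 2 lists carry the name of the other protein (397 and 6934 peaks), and the lists were used as the samples are labelled, since 90.9% of the peaks in the list labelled SCL28 replicate 2 overlapped an SCL28 peak of replicate 1. Peaks were called overlapping when they shared at least 1 bp, and each peak was assigned to the nearest of the 33056 annotated genes of chromosomes 1 to 5, pseudogenes excluded, at any distance. Shares are given with exact (Clopper-Pearson) 95% confidence intervals (CI), which cover counting error only.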

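Of the 488 SCL28 peaks of replicate 1, 222 (45.5%, CI 41.0 to 50.0%) had their summit within 1 kb upstream of an annotated TSS. When the peaks were placed at random on the same chromosomes 1000 times, the average was 24.8% (one-sided permutation test, p = 0.001, the smallest value that the placements can give). For AtSMOS1, 2583 of 5438 summits (47.5%, CI 46.2 to 48.8%) lay within 1 kb upstream of a TSS, compared with 24.7% for random placements (same permutation test, p = 0.001). In replicate 2, the shares were 46.5% for SCL28 and 47.3% for AtSMOS1. The length taken for a promoter changed these shares most. Within 2 kb upstream of a TSS lay 62.7% of SCL28 summits and 65.8% of AtSMOS1 summits, compared with 44.4% and 44.5% for random placements. With 500 bp, the shares were 29.1% and 32.6%, compared with 12.9% and 13.0%. Among the 5695 peaks of the input, 1721 (30.2%, CI 29.0 to 31.4%) had their summit within 1 kb upstream of a TSS, which also exceeded the random placements of these peaks (24.7% on average, same permutation test, p = 0.001).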

Consistent with our emphasis on downregulation of *SMR* genes, which suggests that SCL28 and AtSMOS1 act as transcriptional activators, the majority of binding sites are located in promoter regions proximal to transcription start sites (TSS) (Supplementary Fig. 13) and located within nucleosome-free and highly accessible chromatin regions (Supplementary Fig. 14a–d). Their enrichment levels at TSS correlated well with mRNA levels of corresponding genes, suggesting a positive correlation between their binding and transcriptional activity (Supplementary Fig. 14e, f).

The ChIP-Seq data analysis uncovered 463 and 4,287 genes as targets of SCL28 and AtSMOS1, respectively (Supplementary Data 2). 

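Assigned to their nearest genes, the SCL28 peaks gave 463 target genes in replicate 1 and 379 in replicate 2, with 336 genes shared. For AtSMOS1, 4285 and 5383 target genes were obtained, with 3490 shared. At the level of peaks, 360 of 488 SCL28 peaks (73.8%, CI 69.6 to 77.6%) overlapped a peak of the other replicate, compared with 0.25% on average for peaks placed at random on the same chromosomes (1000 placements, one-sided permutation test, p = 0.001, the smallest value that they can give). For AtSMOS1, it was 4408 of 5438 peaks (81.1%, CI 80.0 to 82.1%), compared with 3.23% (same permutation test, p = 0.001). Counted over the peaks of replicate 2, it was 360 of 396 for SCL28 and 4237 of 6934 (61.1%) for AtSMOS1. Among the alternatives, the share for AtSMOS1 moved most, to 56.5%, when the overlap had to cover 50% of both peaks, and the share for SCL28 moved most, to 84.5%, when only peaks with a −log10 q of at least 5 were counted. Among the genes that were targets in all 4 ChIP lists, the highest SCL28 fold enrichment was found at YUC5 (AT5G43890), with 33.2 in replicate 1 and 22.3 in replicate 2. Its replicate 1 peak, on chromosome 5 of TAIR10 from 17648677 to 17650298, spanned the whole coding sequence of the gene, as the peaks of AtSMOS1 at this locus did. In each ChIP list, only this peak and the peak at the gene of the own transgene covered at least 90% of a coding sequence of at least 1 kb. DNA with the YUC5 coding sequence from outside the chromatin of the plants may therefore be its source, so whether YUC5 is bound stays open. YUC5 was followed by AT4G09160 with 16.8 and 16.2, TRN2 (AT5G46700) with 15.5 and 13.0, AT5G48790 with 13.5 and 14.2, and AT1G18470 with 14.2 and 11.7. SCL28 (AT1G63100) and RPS5A (AT3G11940) were counted among the SCL28 targets through peaks of 2007 bp and 1577 bp, which lie on the SCL28 coding sequence and the RPS5A promoter that the transgene carries.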

Comparing these target genes revealed the presence of a significant overlap, a set of 308 common targets that accounts for 66% of SCL28 targets (Fig. 6a). 

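Of the 463 SCL28 targets, 308 (66.5%, CI 62.0 to 70.8%) were also AtSMOS1 targets, where 60.0 would be found by chance (one-sided exact hypergeometric test over the 33056 genes, p = 3.17e-160). In replicate 2 alone, 277 of 379 SCL28 targets (73.1%) were shared (same exact test, p = 1.17e-134), and 223 genes were common targets in both replicates. The stricter threshold of a −log10 q of at least 5 lowered the number most, to 189 of 387 SCL28 targets, since it left 1851 AtSMOS1 targets (same exact test, p = 8.47e-131). SCL28 itself is among the 308 genes, through the peak on its coding sequence described above and an AtSMOS1 peak 1527 bp from the gene. Directly compared, 289 of the 488 SCL28 peaks (59.2%, CI 54.7 to 63.6%) overlapped an AtSMOS1 peak, while random placements of the SCL28 peaks gave 2.89% on average and at most 5.53% (1000 placements, one-sided permutation test, p = 0.001, the smallest value that they can give). Random placements within 1 kb of a TSS gave 4.34% on average. Both proteins were precipitated with the same antibody, and the only control sample was the input. Signal that any such precipitation brings down at the same sites is therefore not separated from binding of both proteins. Conversely, 304 of the 5438 AtSMOS1 peaks (5.59%) overlapped an SCL28 peak. In replicate 2, 66.9% of SCL28 peaks overlapped an AtSMOS1 peak. In replicate 1, the share fell to 42.9% (174 of 406) with a −log10 q of at least 5, and to 35.7% (174 of 488) when 50% of both peaks had to overlap. At 271 of the 308 common targets (88.0%), at least 1 pair of peaks assigned to the gene overlapped.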

On one hand, this result confirms our genetic analysis, suggesting that SCL28 function largely relies on the interaction with AtSMOS1. On the other hand, AtSMOS1 may show a wider range of functions both dependent on and independent of SCL28. This interpretation is also supported by our RNA-Seq data showing larger number of downregulated genes in *atsmos1* compared to *scl28* and these downregulated genes have a relatively small overlap (see Fig. 5a). 

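The lists of genes with changed expression were taken from Supplementary Data 1 at an adjusted p below 0.05, and each was compared with the ChIP-Seq targets of replicate 1 over the same 33056 genes. The SCL28OE list comes from a microarray and the others from RNA-Seq, and the genes that these could measure are not known here, so the numbers expected by chance over all annotated genes are probably too low. Of the 21 genes with lower expression in both scl28 and atsmos1 and higher expression in SCL28OE plants, 4 were common targets of SCL28 and AtSMOS1, where 0.196 would be found by chance (one-sided exact hypergeometric test, p = 3.90e-05). Among the 2131 genes changed in any of the 3 comparisons, of which 78 were common targets, 0.769 of the 21 would be found by chance (same exact test, p = 0.00619). They were SMR2 (AT1G08180), AT1G25510, AT3G55710 and TRN2. With the lists of replicate 2, AT1G68585 joined them (p = 7.27e-07, same exact test). When peaks that overlapped an input peak were left out, 3 remained (exact test, p = 9.06e-04), because an input peak touches the SCL28 peak at AT1G25510. Considering each comparison separately, 49 of the 617 genes with higher expression in SCL28OE were common targets (5.75 expected, exact test, adjusted p = 5.10e-30). Among the 214 genes with lower expression in scl28, 16 were common targets (1.99 expected, exact test, adjusted p = 5.58e-10), and among the 485 with lower expression in atsmos1, 18 were (4.52 expected, adjusted p = 1.93e-06). Of the 467 genes with higher expression in scl28, 10 were common targets (4.35 expected, exact test, adjusted p = 0.0192). With lower expression in SCL28OE, 8 of 446 genes were common targets (4.16 expected, exact test, adjusted p = 0.0756). With higher expression in atsmos1, 6 of 321 were (2.99 expected, exact test, adjusted p = 0.0973). Within the changed genes, where no background is needed, common targets made up 7.94% of those up and 1.79% of those down in SCL28OE (two-sided Fisher's exact test, p = 5.71e-06), 7.48% of those down and 2.14% of those up in scl28 (same exact test, p = 0.00180), and 3.71% of those down and 1.87% of those up in atsmos1 (same exact test, p = 0.145). The adjusted p values are from one-sided exact hypergeometric tests with Benjamini-Hochberg adjustment over 18 tests. The comparisons within the changed genes were added after the other values were seen and are not adjusted.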

We also found only a limited overlap between common targets identified by ChIP-Seq and those that show regulated expression in transcriptome analysis of *scl28*, *atsmos1* and *SCL28*^OE^ lines (Fig. 6b). Gene ontology (GO) enrichment analysis of the 308 common targets revealed overrepresented GO terms related to cell cycle, such as “regulation of mitotic nuclear division” and “regulation of DNA endoreduplication” (Supplementary Fig. 15). This overrepresentation of cell cycle-related GO terms largely relies on the presence of five common genes that belong to such GO categories. All these genes were found to be members of *SMR* family genes, *SMR2*, *SMR4*, *SMR6*, *SMR8*, and *SMR9*, all of which, except *SMR4*, showed significant downregulation in both *scl28* and *atsmos1* and upregulation in *SCL28*^OE^ in our qRT-PCR experiments described above (see Fig. 5). 

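Of the 17 genes of the SIM/SMR family, these 5 were common targets in replicate 1, and the same 5 were found in replicate 2. By chance, 0.158 would be found in replicate 1 (one-sided exact hypergeometric test, p = 3.84e-07, and 1.34e-06 after Benjamini-Hochberg adjustment over 14 tests on SMR and KRP genes), and the p value in replicate 2 was 2.27e-07 (adjusted p = 1.06e-06). SCL28 alone had 7 family members among its targets, with SMR13 and SMR15 in addition (same exact test, adjusted p = 1.22e-08), and AtSMOS1 alone had 6, with SMR1 in addition (2.20 expected, same exact test, adjusted p = 0.0382). The same 6 were AtSMOS1 targets in replicate 2, where the excess did not pass the threshold after adjustment (2.77 expected, same exact test, adjusted p = 0.0890). In the input list, 3 members were the nearest gene of a peak, SIM, SMR4 and SMR11 (same exact test, adjusted p = 0.704). Among the 5 genes, SMR9 (AT1G51355) and SMR2 had the highest SCL28 fold enrichment in replicate 1 at peaks assigned to the gene, 11.7 and 10.6. The peaks at SMR4 (AT5G02220), with 5.87 for SCL28 and 3.24 for AtSMOS1, both touch an input peak at 442439 to 442555 on chromosome 5.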

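At SMR1 (AT3G10525, chromosome 3 of TAIR10), a peak of SCL28 at 3284147 to 3284647 with a fold enrichment of 5.78 and a peak of AtSMOS1 at 3284181 to 3284474 with 3.42 overlapped, and both were called in replicate 2 as well. The gene nearest to this site is AT3G10530, so that SMR1 was not counted as an SCL28 target. At SMR14 (AT3G20898, chromosome 3), an SCL28 peak at 7325184 to 7325647 with 7.91 and an AtSMOS1 peak at 7325319 to 7325578 with 6.58 overlapped, again in both replicates, and the nearest gene is AT3G20900. SMR13 (AT5G59360, chromosome 5) had 3 SCL28 peaks within 2 kb, at 23944722 to 23945329, 23946487 to 23947085 and 23947534 to 23948349, with a fold enrichment of 5.39, 8.71 and 6.36, and each overlapped a peak in replicate 2. None of them overlapped an AtSMOS1 peak in either replicate. The closest AtSMOS1 peak of replicate 1 there lay at 23943346 to 23943554, within AT5G59350.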

Though three *SMR* genes—*SMR1*, *SMR13*, and *SMR14*—with significant expression changes in all lines failed to fulfill the criteria of ChIP-Seq data analysis, visual inspection revealed recognizable peaks for both SCL28 and AtSMOS1 in ChIP-Seq profiles, suggesting these *SMRs* are also direct common targets (Fig. 6c and Supplementary Fig. 16). 

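The summits of the SCL28 peaks in replicate 1 lay upstream of the TSS at SMR1, SMR2 and SMR4, at 2276, 223 and 137 bp. At SMR6 (AT5G40460), SMR9 and SMR14, they lay downstream of the TES, at 438, 278 and 783 bp. A further SCL28 peak 2375 bp downstream of the TES of SMR6 had a fold enrichment of 3.22 and no AtSMOS1 peak. SMR8 (AT1G10690) had SCL28 summits 2165 bp upstream of the TSS, 115 bp downstream of the TSS within the gene, and 774 and 1944 bp downstream of the TES. The peak upstream of SMR8 had the highest fold enrichment of them, 11.3, and PRS3 (AT1G10700) is its nearest gene. The peak at 1944 bp, with 2.97, was the only SCL28 peak of SMR8 not called in replicate 2. At SMR13, the summits lay 392 and 1487 bp upstream of the TSS and 341 bp downstream of the TES.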

The ChIP-Seq peaks were observed at either 5′ (*SMR1*, *SMR2*, and *SMR4*), 3′ (*SMR6*, *SMR9*, and *SMR14*) or both 5′ and 3′ (*SMR8* and *SMR13*) regions of the target *SMR* loci. 

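In replicate 1, 10 pairs of SCL28 and AtSMOS1 peaks overlapped within 3000 bp of SMR1, SMR2, SMR4, SMR6, SMR8, SMR9, SMR13 and SMR14, and they covered 7 of these 8 loci, all but SMR13. The summits within a pair lay 1 to 121 bp apart, with a median of 16 bp. Replicate 2 had 9 such pairs at the same 7 loci, 0 to 84 bp apart with a median of 17 bp. The closest summits in replicate 1 were those at SMR9, at 19042692 for SCL28 and 19042691 for AtSMOS1 on chromosome 1, which lay 20 bp apart in replicate 2. At SMR2, the summits lay 15 bp apart in replicate 1 and 6 bp apart in replicate 2, and at SMR1 14 and 84 bp. AtSMOS1 peaks without an SCL28 peak were present as well, such as the one that starts at 2567246 upstream of SMR2.

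**Figure D1:**
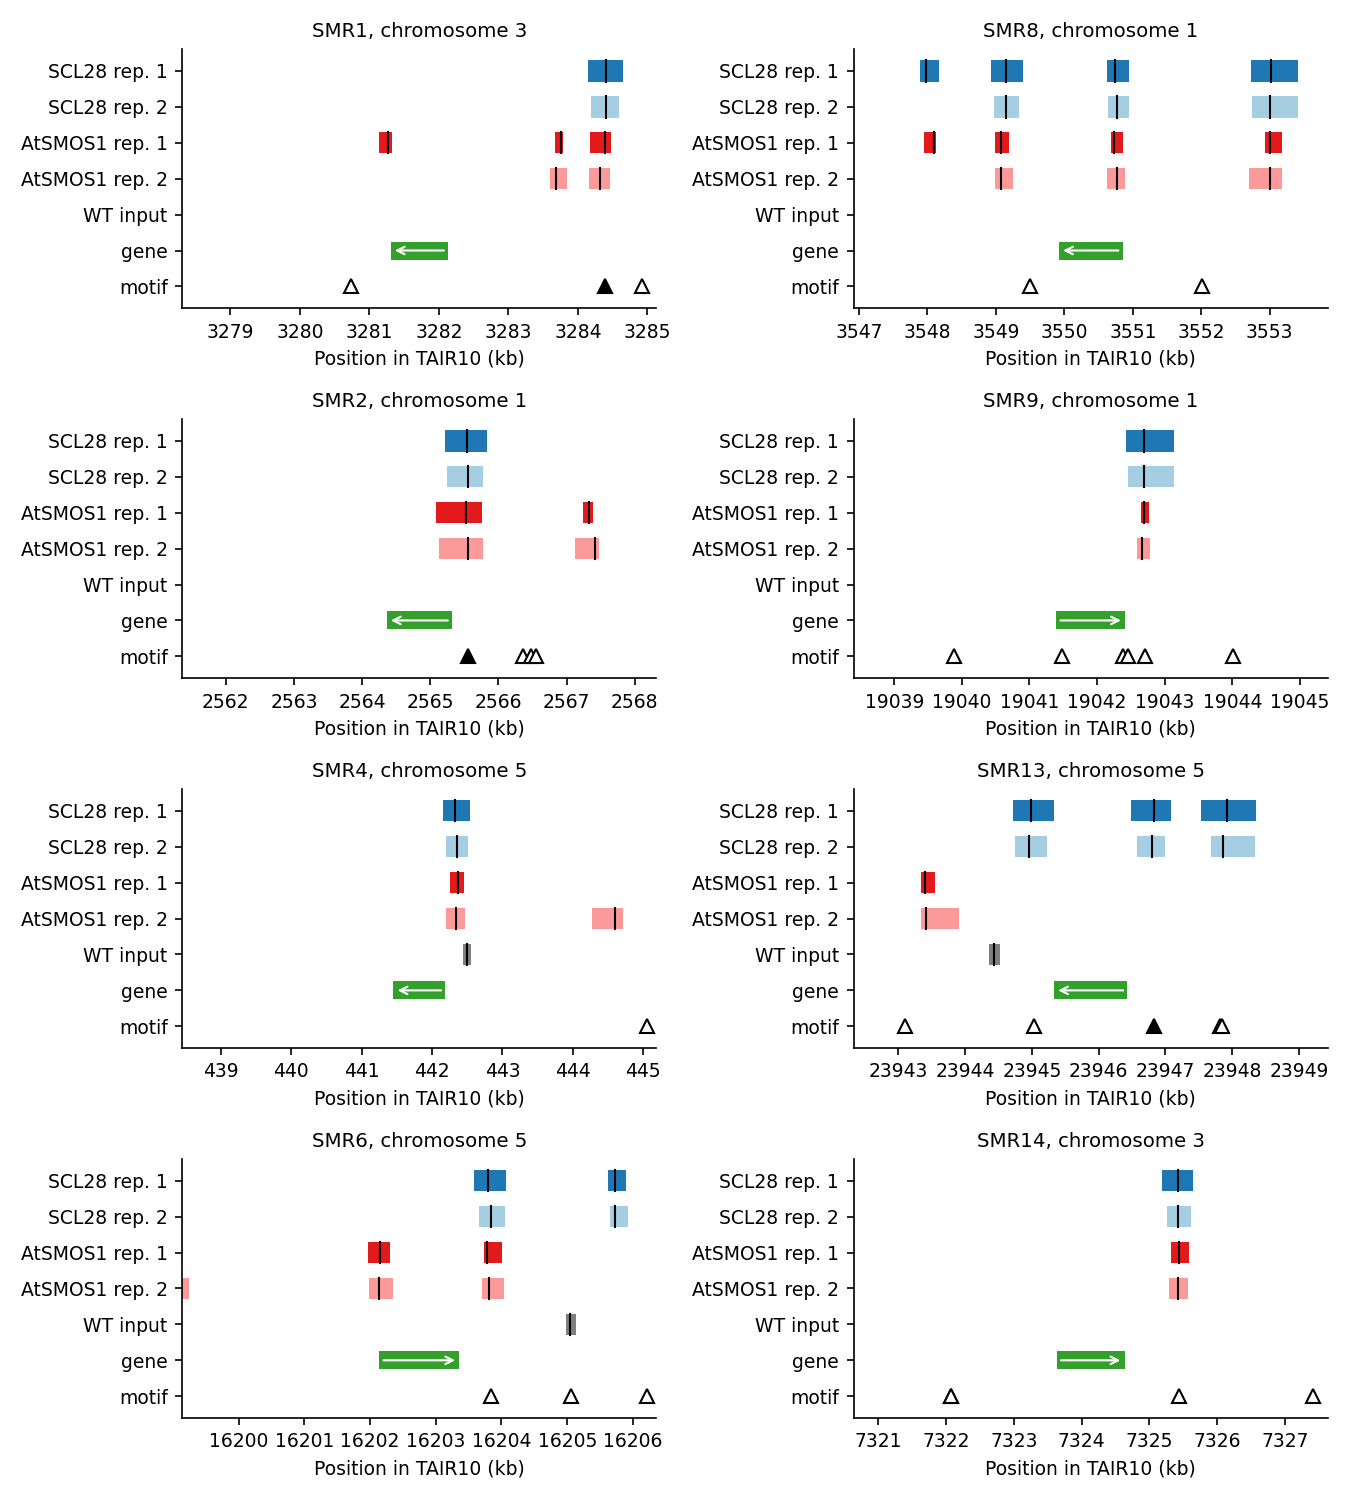
Peaks at 8 SMR loci, with the position on each chromosome of TAIR10 in kb on the x axis and 1 line each for the 5 peak lists, the gene (arrow in the direction of transcription) and the motif C(a/t)T(a/t)GGATNC(c/t)(a/t), with filled triangles for exact matches and open triangles for matches with 1 mismatch. Black ticks are the summits, which stand above each other for SCL28 and AtSMOS1 at 7 loci, while the 3 SCL28 peaks at SMR13 have no AtSMOS1 peak below them.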

In most cases, we found that the positions of ChIP-Seq peaks adjacent to *SMR* loci coincided for SCL28 and AtSMOS1, suggesting that they associate with the same sites. Our ChIP-Seq data also showed that none of the *KRP* genes were found as common targets of SCL28 and AtSMOS1, further confirming that SCL28-AtSMOS1 directly regulates some *SMR*s but not *KRP*s.

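None of the 7 KRP genes was a common target in replicate 1 or in replicate 2, where 0.0652 and 0.0587 would be found by chance, so that a count of 0 did not differ from chance (one-sided exact hypergeometric test, p = 1). No SCL28 peak lay within 2 kb of any KRP gene in either replicate. AtSMOS1 had peaks assigned to KRP1 (AT2G23430), KRP4 (AT2G32710) and KRP6 (AT3G19150) in both replicates, and to KRP7 (AT1G49620) in replicate 2 only. This was 3 of 7 genes in replicate 1 (0.907 expected, one-sided exact hypergeometric test, p = 0.0509) and 4 of 7 in replicate 2 (1.14 expected, p = 0.0162), with adjusted p values of 0.0890 and 0.0382 over the 14 tests on both families. The AtSMOS1 peaks at KRP1 and KRP6 had a fold enrichment of 3.87 and 4.17 in replicate 1, with summits 13 and 43 bp downstream of the TSS.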

**Fig. 6:**
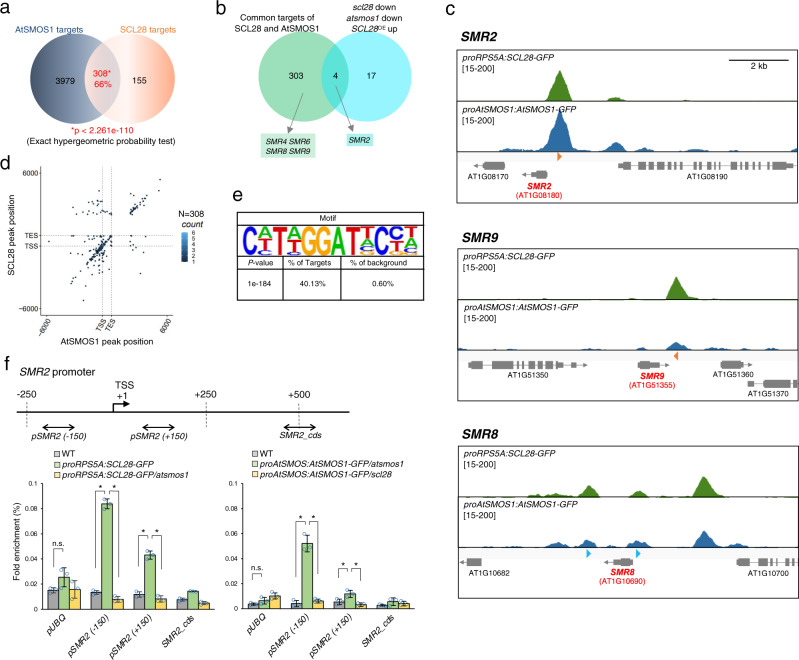
Binding of active SCL28-AtSMOS1 heterodimer to target *SMR* genes. **a** Venn diagram showing significant overlap between genes bound by AtSMOS1 and SCL28. Significance of the overlap was evaluated using one-sided hypergeometric tests (no adjustment). **b** Venn diagram showing limited overlap between common target genes bound by SCL28 and AtSMOS1 and those downregulated in both *scl28* and *atsmos1* and upregulated in *SCL28*^OE^. *SMR* genes found in overlapping and non-overlapping regions are also shown. **c** ChIP-Seq profiles for SCL28 and AtSMOS1 around *SMR2*, *SMR8*, and *SMR9* loci. Orange arrowheads indicate DNA motifs perfectly matching C(a/t)T(a/t)GGATNC(c/t)(a/t), identified as an enriched motif in the SCL28/AtSMOS1 common targets, whereas blue arrowheads indicate motifs matching the enriched motif with one base mismatch (see Fig. 6e). **d** Density plot showing overlap of SCL28 and AtSMOS1 using hexagonal binning routine. Each dot represents the distance from the peak midpoint to the nearest gene. The *y*-axis shows location of the AtSMOS1 peak midpoint compared with gene position, while the *x*-axis indicates location of SCL28 peak midpoint compared with nearest gene. The large number of dots occurs along the positive correlation line, showing the co-occurrence pattern of SCL28 and AtSMOS1. **e** DNA motif overrepresented in common targets for SCL28 and AtSMOS1. HOMER motif search identified a specific common SCL28/AtSMOS1 binding motif with a *P* value of 1e−184 (one-sided hypergeometric tests, no adjustment), which was found in 40.13% of common targets. **f** ChIP-qPCR analysis was performed on *SMR2* loci using plants carrying proRPS5A::SCL28-GFP under WT and *atsmos1* backgrounds, and those carrying proAtSMOS1::AtSMOS1-GFP under *scl28* and *atsmos1* backgrounds. Amplified regions (−150, +150, and cds) in ChIP-qPCR are shown by double-headed arrows. *UBQ* locus was analyzed in the same way as a negative control without binding. Data are shown as averages from three technical replicates (±SD). Statistical significance was determined using two-sided Student’s *t* test. *P < 0.05. n.s., not significant.

To find common binding sites and sequence motifs for SCL28 and AtSMOS1, we compared the precise positions of ChIP-Seq peaks along the gene structure. Dot-plot analysis of the common targets showed frequent clustering of SCL28 and AtSMOS1 peaks at the same positions relative to TSS and transcription end site (TES; Fig. 6d). 

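For each common target of replicate 1, the midpoint of the SCL28 peak with the highest fold enrichment at that gene was compared with the midpoint of the corresponding AtSMOS1 peak. At 241 of the 308 genes (78.2%), the midpoints lay within 200 bp of each other. When the AtSMOS1 positions were shuffled among the genes, 32.6 genes did so on average and at most 48 (1000 shuffles, one-sided permutation test, p = 0.001, the smallest value that they can give). In replicate 2, it was 220 of 277 genes (79.4%), with an average of 30.0 for shuffled positions (permutation test, p = 0.001).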

Similar analysis at a genome-wide scale confirmed that SCL28 frequently targets the same sites as AtSMOS1 around the TSSs (Supplementary Fig. 17a). 

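Over the whole genome, the 289 SCL28 peaks that overlapped an AtSMOS1 peak formed 305 pairs, whose summits lay a median of 47 bp apart (quartiles 21 and 103 bp), and 161 pairs (52.8%) were within 50 bp. Placing each AtSMOS1 summit at random within its own peak gave medians of 83.0 bp on average and never below 67 bp (1000 placements, one-sided permutation test, p = 0.001, the smallest value that they can give). These placements take every position in a peak as equally likely. Summits called near the middle of their peaks could also come closer than this, so the test does not separate shared sites from such calling. The same protein compared between replicates gave median distances of 22 bp for SCL28 and 50 bp for AtSMOS1. These cover all peaks that overlapped between the replicates. The spread at the common peaks alone was not measured, so it cannot be compared with the distance between the proteins. Replicate 2 of both proteins, which moved the median most, gave 35.5 bp. Any combination of an SCL28 list with an AtSMOS1 list showed a similar share of SCL28 peaks with an AtSMOS1 peak, with 63.3% for SCL28 replicate 1 and AtSMOS1 replicate 2 and 62.6% for the reverse.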

Within the common peaks for SCL28 and AtSMOS1, a DNA motif of C(a/t)T(a/t)GGATNC(c/t)(a/t) could be identified as an overrepresented *cis* element (Fig. 6e). This motif is indeed present among more than 40% of the common targets, but is much less frequent among targets of either SCL28 or AtSMOS1, which contain quite different *cis* elements based on sequence overrepresentation analysis (Supplementary Fig. 17b, c). This suggests that the formation of SCL28-AtSMOS1 heterodimer generates a specific sequence preference for DNA binding to regulate transcription of a specific set of targets. This or closely related motifs are present in all seven *SMR* target loci at positions frequently coinciding with the peak summits of SCL28 and AtSMOS1 (Fig. 6c and Supplementary Fig. 16), suggesting that SCL28 and AtSMOS1 recognize this motif and bind to their targets as a heterodimer.

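Exact matches of this motif on either strand were counted in the 200 bp centred on the summit of each SCL28 peak, or of the AtSMOS1 peak where SCL28 had none. Of the 289 SCL28 peaks that overlapped an AtSMOS1 peak, 58 had the motif (20.1%, CI 15.6 to 25.2%). In 5780 random windows with matched GC content, 20 for each peak, it was found 21 times (0.363%, two-sided Fisher's exact test, p = 1.92e-61), and 100 further draws of such windows gave 0.104 to 0.363% with a median of 0.208%. The alternative that moved the share most was to allow 1 mismatch, which gave 47.8% of the common peaks (138 of 289) and 4.81% of the random windows. In replicate 2, 66 of 265 common peaks (24.9%) had an exact match. The paper derived the motif from the common peaks. Its excess there over random windows, or over AtSMOS1 peaks without SCL28, therefore follows in part from that choice. The SCL28 summits lay nearer to the motif than the AtSMOS1 summits did. Over the 63 common peaks with a match anywhere in the peak, the median distance was 22 bp for SCL28 and 27 bp for AtSMOS1, with the SCL28 summit nearer in 40 and the AtSMOS1 summit nearer in 22 (two-sided exact sign test, p = 0.0300). In replicate 2, the SCL28 summit was nearer in 49 and the AtSMOS1 summit in 18 (p = 1.94e-04, same exact test). Less precise AtSMOS1 summits could also give this difference. Over all replicated peaks, they lay a median of 50 bp apart between replicates, compared with 22 bp for SCL28.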

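Among the 5134 AtSMOS1 peaks that overlapped no SCL28 peak, 5 had the exact motif within 200 bp at the summit (0.0974%, two-sided Fisher's exact test against the common peaks, p = 2.32e-70). Of the 199 SCL28 peaks that overlapped no AtSMOS1 peak, 44 had it (22.1%, CI 16.5 to 28.5%), a share that did not differ from that of the common peaks beyond counting error (two-sided Fisher's exact test, p = 0.651) and was higher than that of the AtSMOS1 peaks without SCL28 (p = 1.67e-59). The comparison in replicate 2 had 34 of 131 SCL28 peaks without AtSMOS1 (26.0%, same exact test, p = 0.807 against the common peaks) and 7 of 6666 AtSMOS1 peaks without SCL28 (0.105%). Counted by target gene, 67 of the 326 SCL28 peaks at common targets (20.6%) and 35 of the 162 at the other SCL28 targets (21.6%) had the motif (same exact test, p = 0.814). Of the 159 SCL28 peaks of replicate 1 that overlapped no AtSMOS1 peak of either replicate, 31 (19.5%) had it.

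**Figure D2:**
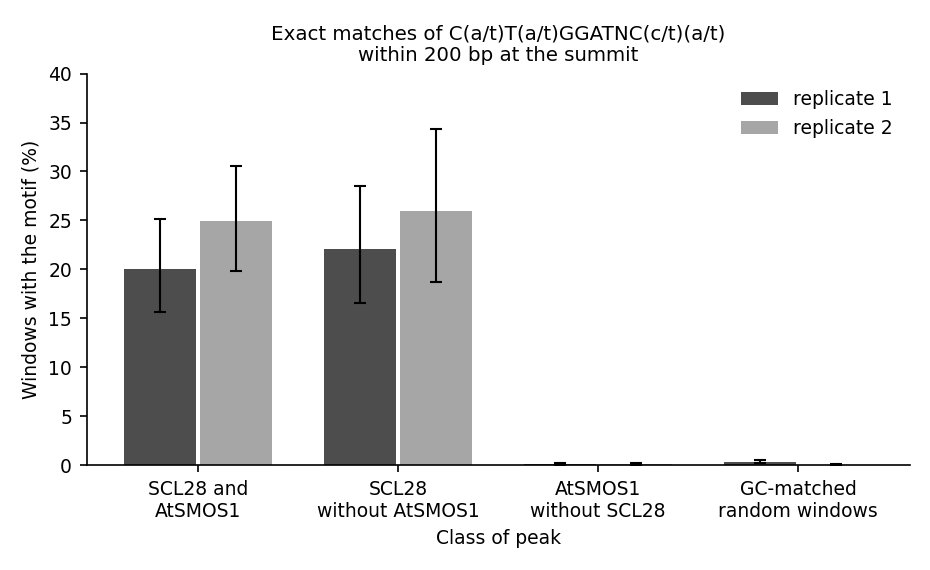
Share of windows of 200 bp at the summit with an exact match of the motif, in percent, by class of peak and for random windows of matched GC content, in both replicates, with bars for the share and whiskers for its 95% confidence interval. SCL28 peaks had the motif in 20.1% to 26.0% of windows with or without an AtSMOS1 peak, and AtSMOS1 peaks without SCL28 in 0.0974% and 0.105%.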

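Exact matches lay under the SCL28 peaks at SMR1 (CATAGGATTCCA at 3284391 to 3284402), SMR2 (CATAGGATACCA at 2565547 to 2565558 on chromosome 1) and SMR13 (AGGGATCCTATG on the forward strand at 23946825 to 23946836), centred 10, 12 and 9 bp from the SCL28 summit of replicate 1. The distance to the AtSMOS1 summit was 4 bp at SMR1 and 27 bp at SMR2, while SMR13 had no AtSMOS1 peak at this site. Matches with 1 mismatch lay under the peaks of both proteins at SMR6 (16203838 to 16203849 on chromosome 5), SMR9 (19042705 to 19042716) and SMR14 (7325435 to 7325446), at 48, 19 and 24 bp from the SCL28 summit and 65, 20 and 4 bp from the AtSMOS1 summit. In all these sites the mismatch was at position 12 of the motif, counted from 1 at its 5′ end. At SMR8, the matches with 1 mismatch at 3549496 to 3549507 and 3552006 to 3552017 lay outside the peaks of both proteins in both replicates, and none lay within a peak. No match with up to 1 mismatch was found in the peaks at SMR4. From motifs at positions shared with the summits of both proteins, the paper proposes that SCL28 and AtSMOS1 recognize this motif and bind to their targets as a heterodimer. For the heterodimer, the paper also gives interaction assays in yeast and plant cells, mutant combinations, ChIP-qPCR in the mutants and a reporter assay. The matches listed here do not bear on that evidence.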

We then tested whether chromatin association of SCL28 depended on AtSMOS1 and vice-versa by conducting ChIP-qPCR experiments in *scl28* and *atsmos1* backgrounds (Fig. 6f). As expected, both SCL28 binding on *SMR2* promoter in the *atsmos1* and AtSMOS1 binding in the *scl28* mutant backgrounds were abolished. Collectively, our data supports SCL28 and AtSMOS1 functional heterodimer binding to specific sets of *SMR* target genes to activate transcription and negatively regulate cell cycle progression at the G2 to M cell cycle transition.

### *SMRs* are critical downstream effectors for SCL28 and AtSMOS1

If *SMR* genes directly bound by SCL28 and AtSMOS1 are crucial for mediating their effects on cellular phenotype, transcript levels of those *SMR* genes should be altered accordingly with cell size phenotype observed in our epistasis analysis (see Fig. 4c–j). Confirming this idea, downregulation of target *SMR* genes—*SMR2*, *SMR9* and *SMR13*—were quantitatively equivalent in *scl28*, *atsmos1*, and double *scl28 atsmos1* mutants (Fig. 7a). In addition, strong activating effects of *SCL28*^OE^ on target transcription was totally abolished under *atsmos1* mutant background, providing the molecular basis for AtSMOS1-dependent action of SCL28 on cell size (Fig. 7b). To further elucidate that AtSMOS1 acts together with SCL28 on *SMR* genes, we also analyzed the proSMR2::LUC reporter co-transfected in protoplasts with pro35S::SCL28 and/or pro35S::AtSMOS1 constructs. The most prominent and significant activation of luciferase was only observed when both plasmids expressing SCL28 and AtSMOS1 were simultaneously transfected, supporting the conclusion that SCL28 and AtSMOS1 fulfill their function as a transcriptional activator by forming a heterodimer (Fig. 7c).

**Fig. 7:**
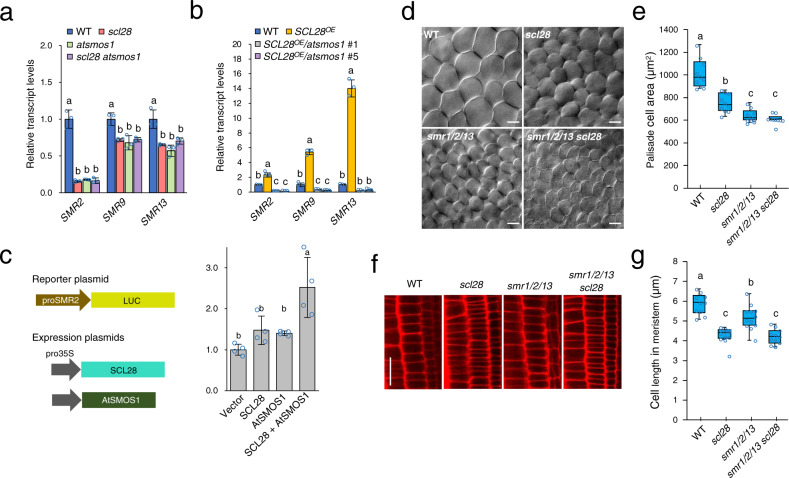
Cell size control by SCL28-AtSMOS1 is mediated by *SMR*s. **a** Double *scl28 atsmos1* mutation downregulates *SMR* genes, equivalently to each single mutation. qRT-PCR analysis of *SMR2, SMR9* and *SMR13* transcripts was performed for comparing expression levels in WT, *scl28*, *atsmos1*, and *scl28 atsmos1* plants. Data are shown as averages from three biological replicates (±SD). Statistical analysis was performed for each *SMR* gene based on one-way ANOVA and Tukey’s test, and significant differences (*P* < 0.05) were shown in different letters above the bars. **b** Upregulation of *SMR* genes in *SCL28*^OE^ requires presence of AtSMOS1. qRT-PCR analysis was performed for comparing expression levels between *atsmos1*, *SCL28*^OE^ plants, and those carrying *atsmos1* and *SCL28*^OE^ in combination. Two independent lines were used for analyzing *SCL28*^OE^/ *atsmos1*. Data are shown as averages from three biological replicates (±SD). Statistical analysis was performed as in (**a**). **c** Co-expression of SCL28 and AtSMOS1 activates the *SMR2* promoter in the protoplast transient assay. proSMR2::LUC reporter plasmid was transfected into protoplasts prepared from T87 cells together with expression plasmids of SCL28 and AtSMOS1 as indicated. Schematic presentation of reporter and expression plasmids as shown on the left. Data are shown as averages from four biological replicates (± SD). Statistical analysis was performed as in (**a**). **d** DIC observations of leaf palisade cells in WT, *scl28*, *smr1/2/13*, and *smr1/2/13 scl28* plants at 22 DAS. Scale bar indicates 20 µm. **e** Quantification of palisade cell area in the first leaf pairs from plants with indicated genotypes. Boxplot was generated using data collected from leaves of ten different plants, in each of which more than 60 cells were analyzed (midline = median, box =  IQR, whiskers =  1.5 × IQR). Different letters above the boxplots indicate significant differences (*P* < 0.05) based on one-way ANOVA and Tukey’s test. **f** CLSM observation of cortical cell files in root meristems from WT, *scl28*, *smr1/2/3*, and *smr1/2/13 scl28* plants at 7 DAS. Scale bar indicates 20 µm. **g** Quantification of cortical cell length in root meristems from plants with indicated genotypes. Boxplot was generated using data collected from roots of multiple individual plants (midline = median, box =  IQR, whiskers =  1.5 × IQR). Numbers of plants analyzed were 10, 12, 12, and 11 for WT, *scl28*, *smr1/2/3*, and *smr1/2/13 scl28*, respectively. In each plant, more than 40 cells were analyzed for calculating average, which were further used for statistical analysis. Different letters above boxplots indicate significant differences as in (**e**).

To directly address whether these *SMR* genes are critical for SCL28 function, we performed genetic analysis focusing on *SMR1*, *SMR2* and *SMR13*, which are significantly downregulated in *scl28* and upregulated in *SCL28*^OE^. For each *smr* mutant, we could not detect any abnormalities in cell size (Supplementary Fig. 18). However, when these mutations were combined in a *smr1/2/13* triple mutant, there was a significant reduction in cell size in multiple tissues, including leaf palisades (Fig. 7d, e) and root meristem (Fig. 7f, g), suggesting functional redundancy among *SMR* genes. To address the link between SCL28 and SMRs, we studied the cell size phenotype when these mutations were combined. In leaf palisade cells, the triple *smr1/2/13* mutant showed stronger reduction in cell size than the *scl28* mutant, which did not further reduce when all mutations combined in the *smr1/2/13 scl28* line, supporting the idea that cell size regulation by SCL28 is mediated by SMR1/2/13 (Fig. 7d, e). Conversely, *scl28* mutation still significantly decreased cell size in the root meristem when combined with *smr1/2/13* (Fig. 7f, g). Therefore, *SMR1/2/13* contribution downstream of SCL28 appears to be larger in palisade tissue than root meristem, where additional SCL28-regulated *SMRs* may play a role in cell size control. These tissue-specific differences indicate the contribution of developmental regulation that positions different sets of *SMRs* downstream of SCL28.

### Dose-dependent control of cell size and cell number by SCL28 to maintain organ size homeostasis

In the *scl28* mutant, leaf growth is essentially normal, but the constituent cells became small and more numerous (see Fig. 2d, e, g), suggesting that SCL28 is pivotal to maintain organ size homeostasis by regulating the balance between cell size and cell number. For a regulator designed to tune the balance between cellular parameters, one assumes that it acts dose dependently. To explore whether or not SCL28 levels quantitatively affect cell size, we analyzed plants heterozygous for *scl28* (*scl28*/+ plants). Heterozygous plants showed reduced *SCL28* transcript levels that is approximately half of that in WT (Fig. 8a). This *SCL28* downregulation resulted in a clear reduction of cell size in root meristem and leaf palisade tissue, with an intermediate cell size in heterozygous plants between those in WT and *scl28* homozygous plants (Fig. 8b, c and Supplementary Fig. 19a, b).

**Fig. 8:**
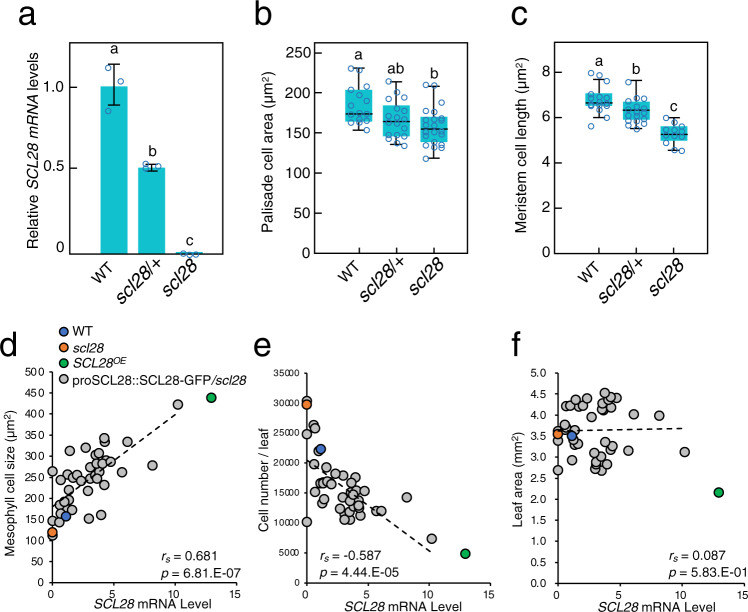
SCL28 regulates cell size in a dose-dependent manner. **a** Moderate downregulation of *SCL28* transcripts in plants heterozygous for *scl28*. qRT-PCR analysis was performed using WT plants, and those heterozygous (*scl28*/+) and homozygous (*scl28*) for *scl28* at 10 DAS. Data are shown as averages from three biological replicates (±SD). Statistical analysis was performed based on one-way ANOVA and Tukey’s test and significant differences (*P* < 0.05) are shown in different letters above bars. **b** Quantification of palisade cell area in *scl28*, *scl28*/+ and WT plants. Boxplot was generated using cell size data from 1st leaf pairs of multiple individual plants at 10 DAS (midline = median, box =  IQR, whiskers =  1.5 × IQR). Numbers of plants analyzed were 15, 18, and 22 for *scl28*, *scl28*/+ and WT, respectively. In each plant, more than 70 cells were analyzed for calculating average, which were further used for statistical analysis. Different letters above boxplots indicate significant differences (*P* < 0.05) based on one-way ANOVA and Tukey’s test. **c** Quantification of cortical cell length in root meristems of *scl28*, *scl28*/+ and WT plants. Boxplot was generated using cell size data from roots of multiple individual plants at 7 DAS (midline = median, box =  IQR, whiskers =  1.5 × IQR). Numbers of plants analyzed were 16, 17, and 12 for *scl28*, *scl28*/+ and WT, respectively. In each plant, more than 30 cells were analyzed for calculating average, which was further used for statistical analysis. Different letters above the boxplots indicate significant differences as in (**b**). **d** Correlation between *SCL28* mRNA levels and palisade cell size analyzed by scatterplots, where each dot corresponds to each individual plant from different transgenic lines carrying proSCL28::SCL28-GFP under *scl28* background. In addition to proSCL28::SCL28-GFP plants (shown in gray dots), WT (blue dot), *scl28* (red dot), and *SCL28*^OE^ plants (green dot) were also analyzed. **e** Correlation between *SCL28* mRNA levels and number of palisade cells per leaf was analyzed by scatterplot as in (**d**). Symbols are same as in (**d**). **f** Correlation between *SCL28* mRNA levels and leaf area was analyzed by scatterplot as in (**d**). Symbols are same as in (**d**). Values in (**d**–**f**) represent Pearson correlation coefficients (*r*_*s*_) and its two-sided *P* value without adjustment (*p*).

Overexpression of *SCL28* causes a phenotype opposite to *scl28*, dramatically reducing the number of cells that became enlarged. To examine the outcome when SCL28 expression is only moderately increased, we utilized plants from different T2 lines carrying proSCL28::SCL28-GFP in *scl28* mutant background and showing varying levels of SCL28-GFP expression. We quantitatively compared levels of *SCL28* transcript and cellular parameters of palisade tissues in each individual plant (Fig. 8d, e and Supplementary Fig. 19c). This showed that SCL28 expression positively correlates with cell size and negatively with leaf cell number. Both positive and negative correlations were statistically significant. Due to compensatory changes in cell number and size, overall leaf size was not dramatically affected by moderate alteration of SCL28 expression (Fig. 8f). Therefore, we concluded that a finely-graded expression of SCL28 sets the balance between cell size and number without altering organ growth as a whole. This mechanism may enable plants to achieve an optimal balance between cell size and number, possibly depending on developmental status and environmental conditions.

## Discussion

Cell size at division depends on coordination between cell growth and cell cycle progression, which is actively maintained in a cell autonomous manner in both uni- and multicellular organisms^36–38^. Here, we identified a molecular mechanism for cell size regulation in Arabidopsis that relies on a hierarchical transcriptional activation of CDK inhibitors. In this pathway, SCL28 expression is specifically confined to mitosis through the MSA element in its promoter controlled by MYB3Rs. In turn, SCL28 associates with AtSMOS1, a transcription factor with cell cycle-independent expression, and this dimer defines the binding site present in a set of *SMR* genes encoding CDK inhibitors to activate their expression and thereby act as a brake against the cell cycle engine predominantly driven by CDK activity (Fig. 9). The SCL28-AtSMOS1-SMR axis uniquely affects only cell cycle progression and cell doubling time, but not the exit from cell proliferation. Therefore, it acts to set the balance between cell number and size during organ development without significantly impacting final organ size. Whether SCL28 is part of a cell size sensor and how it is coupled to the measurement of cell growth remain to be determined.

**Fig. 9:**
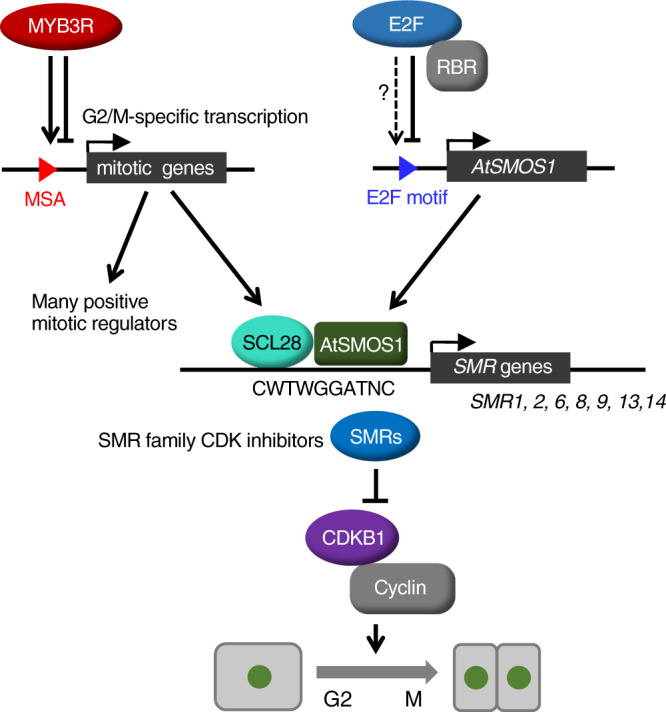
Schematic model of SCL28-dependent cell size control. MYB3R transcription factors regulate a suite of G2/M-specific genes, including many positive mitotic regulators. However, *SCL28*, similarly regulated by MYB3Rs acts as a negative regulator of the cell cycle together with *AtSMOS1*, which may be under the control of the E2F-RBR pathway. Formation of the SCL28-AtSMOS1 heterodimer generates specific binding sequences, enabling direct transcriptional activation of *SMR* family genes. An increasing amount of SMR proteins, in turn, inhibits CDK activity, thereby negatively influencing cell cycle progression during G2. By controlling the activity of SCL28-AtSMOS1 heterodimer, G2 duration in the cell cycle can be finely tuned to maintain a proper balance between cell size and cell number in developing plant organs.

We provide multiple lines of evidence supporting the conclusion that SCL28 acts as a brake on the G2/M transition to set cell size: (1) measurements of cell cycle phases by following PCNA-GFP using live-cell imaging showed that *scl28* mutant and *SCL28*^OE^ shortened or lengthened the G2 phase, respectively; (2) kinematic analysis of cellular parameters during leaf development of *scl28* and *SCL28*^OE^ showed a clear alteration in cell doubling time without any effect on cell cycle exit; (3) the molecular mechanisms identified here are fully consistent with the cell cycle inhibitory function, SCL28, forming a dimer with AtSMOS1 and directly activating the transcription of *SMR* genes whose products inhibit CDK activity; (4) in support of this, the *scl28* mutant phenocopied and interacted in an epistatic fashion with the triple *smr1/2/13* mutant; and 5) SCL28 regulates the number of endoreplication cycles, which is typically enhanced by G2 inhibition. Previous reports suggest that SCL28 plays a positive role in root growth and promotes the G2/M cell cycle progression^23,39^. These conclusions are inconsistent with our data and the small cell size phenotype observed in both studies, which may originate from using different methods relying on fixed samples.

Another example of a transcription factor inhibiting cell cycle at G2/M is a NAC-type transcription factor, SUPPRESSOR OF GAMMA RESPONSE 1 (SOG1), acting as a central regulator of DNA damage response in Arabidopsis. Similar to SCL28, SOG1 transcriptionally activates *SMR* family genes to inhibit cell cycle progression upon DNA damage^40^, but its targets, *SMR5* and *SMR7*, are not regulated by SCL28, which instead directly regulates seven other *SMR* genes. Notably, in contrast with SOG1, which is activated specifically upon DNA damage, SCL28 negatively regulates cell cycle, thereby affecting cell size during normal plant development. The target of rapamycin (TOR) signaling pathway is a primary regulator of cell growth and proliferation and is involved in cell size regulation in yeast^41^. In Arabidopsis, TOR, acting through YAK1 kinase, regulates the transcription of *SMR* genes and thereby G2/M transition^42^. However, the set of YAK1-targeted *SMRs* overlap with those regulated by SOG1 rather than those regulated by SCL28. Therefore, our study places SCL28 as part of a novel pathway for regulating G2/M progression that determines cell size and cell number during plant organ development.

Variability in cell size at birth or stochastic changes in key regulators necessitate mechanisms that achieve cell size homeostasis by linking cell cycle progression to cell growth^38^. The way cell size variations are corrected has long been debated. The principal possibilities are using (i) a cell cycle timer, (ii) cell size measurements or (iii) correcting cell size by adding a constant increase to daughters regardless of initial sizes^36^. Comparing predicted outcomes of these theoretical models with time-lapse imaging data on cell size in plant meristematic cells identifies possible co-existence of a mix of these mechanisms that may act at multiple control points of the cell cycle^31,43^. The molecular device for cell size control may rely on cell size-dependent accumulation of an activator or dilution of a cell cycle inhibitor molecule. The ‘inhibitor dilution model’ postulates that cell growth dilutes such inhibitor protein until its concentration meets a threshold, thereby permitting cell division when cells reach an appropriate size^44^. This hypothesis has been verified in yeast and mammalian systems^45,46^. In Arabidopsis, recent studies show segregation of set amounts of chromatin-bound KRP4 CDK inhibitors act as a cell size sensor that is diluted by cell growth and is responsible for cell size-dependent cell cycle regulation at G1/S^47^.

Live-cell imaging of cell cycle markers in Arabidopsis shoot apical meristem demonstrated that both G1/S and G2/M transitions are regulated in a cell size-dependent manner. Accumulation of two waves of CDK activities underpinned by D-type cyclin and mitotic CDKB1, their interactors or downstream effectors were proposed as molecular components for cell size-dependent G1/S and G2/M regulation, respectively^31^. SCL28 may participate in regulating G2/M transition in this model, in which dilution of an inhibitor rather than accumulation of an activator is the principle behind. How SCL28 is connected to monitoring of cell size remains to be determined. Stochastic variability in the accumulation of key regulators can also set cell size and cell fate differences in a developing organ. An example is ATML1, a transcription factor that is necessary for the patterning of giant cells within the sepal epidermis by overcoming a threshold in G2 cells and activating the downstream *SMR1*, also called LOSS OF GIANT CELLS FROM ORGANS (LGO)^48^. Similar to ATML1, SCL28 shows a finely-tuned dose-dependent effect on cell size by accurately distinguishing gene copy numbers of *SCL28* and reflecting its graded overexpression. It is possible that the molecular ruler in an inhibitor dilution model potentially involving SCL28 is set by the synthesis rate limited by gene copy number, as shown for Whi5 in budding yeast^45^.

The human functional orthologue of Whi5 is pRB, which also controls cell size via its synthesis mostly after G1 and subsequent dilution during growth^46^. In Arabidopsis, both RBR and E2FB were shown to strongly affect cell size in proliferating cells^49,50^, but as opposed to SCL28 that solely acts on cell proliferation rate, the RBR-E2F pathway also regulates cell cycle exit, establishment of quiescence, and cellular differentiation^29,51,52^. The repressor-type MYB3Rs—MYB3R1, MYB3R3 and MYB3R5—when combined with RBR and E2FC form the DREAM complex that represses mitotic genes during or after developmental cessation of cell proliferation^11^. Whether the RBR/E2F/DREAM pathway directly regulates the cell size in proliferating cells or its cell size effect is through the regulation of cell cycle exit, remains to be established. It will be also important to know how the RBR/E2F/DREAM and the SCL28/AtSMOS1 pathways are coordinated.

In addition to cell size during proliferation, SCL28 also strongly affects the size of terminally differentiated cells. In the *scl28* mutant, we observed a reduced final cell size in various organs, whereas moderately higher *SCL28* expression led to its increase. Reduced cell size caused by increased cell division, as observed in *scl28*, has been repeatedly reported in Arabidopsis organ development. Examples include plants with inhibited *RBR* expression, those overexpressing *CYCD3;1*, or co-overexpressing *E2FA* and *DPA*^50–53^. In many of these cases, the cellular phenotype is due to prolonged cell proliferation and delayed cell differentiation, leading to additional cell division that is not balanced by cell size increase due to developmental decrease of cell expansion. On the contrary, we showed with kinematic analysis during leaf development that the increased number of smaller cells observed in *scl28* leaves is caused by accelerated cell proliferation, but not by prolonged cell proliferation. Therefore, it is puzzling how loss of *SCL28* affects final cell size that is largely determined by post-mitotic cell expansion occurring in the absence of SCL28.

Our observations are reminiscent of the phenomena reported in Drosophila wings, where the alteration of cell number is compensated by changes in cell size such that final organ size is essentially unchanged. Based on this and similar observations, it has been proposed that animal organ size may be controlled by ‘total mass checkpoint’ mechanisms, which operate at the level of whole organs^54^, although the underlying molecular details remain unknown. Instead, the well-established mechanism of ‘compensation’ in plants shows post-mitotic cell expansion that is enhanced by reduced cell proliferation^55^. A small number of larger cells observed in *SCL28*^OE^ leaves may be a prime example of compensation. One possible explanation for compensatory alteration of cell expansion is that, during cell proliferation, cells establish memory that is maintained during the elongation phase. An example of this can be seen in plants overexpressing *KRP2*, where final cell size may be influenced by the size of mitotic cells that are already altered during proliferation^56^. We observed larger and smaller mitotic cells both in root meristem and young leaves of *SCL28*^OE^ and *slc28*, respectively, which may be maintained until terminal differentiation, thus affecting final cell size. A possible molecular mechanism to create such memory is cell size-dependent alteration in gene expression. It was shown in yeast that cell size changes due to ploidy levels are associated with altered gene expression related to functions of cell wall and extracellular matrix^57^. Similarly, in Arabidopsis root, ploidy levels were correlated with expression of genes related to chromatin and cell expansion, such as ion transport and cell wall modifications^58^. Therefore, it is plausible that SCL28 action in meristematic cells has long-lasting effects through cell expansion on final cell size in differentiated tissues. Another possible mechanism for cell size memory involves a monitoring system for cellular dimensions that shares components in proliferating and expanding cells. Supporting this idea, it has been suggested that cells expand to a target size by a mechanism requiring a cell size measurement device, from an approach combining quantitative analysis and mathematical modeling of variability in final cell size of Arabidopsis root^59^. Further careful studies are required to clarify how final cell size is affected by expression levels of SLC28 that is confined to proliferating cells.

In summary, we identified a novel hierarchical MYB3R-SCL28/AtSMOS1-SMR transcriptional regulatory pathway leading to cell cycle inhibition at G2/M that regulates cell size and number during organ development without dramatically altering organ size. This mechanism may help to adjust cell size to optimize cellular and tissue performance such as metabolic functions or mechanical properties.

## Methods

### Plant materials

*Arabidopsis thaliana* Columbia (Col) was used as the WT plant. All mutants and transgenic lines used in this study were in a Col background. The mutant alleles *scl28-1* (SALK_205284), *atsmos1-1* (SALK_111105C), *smr1-1* (SALK_033905), *smr2-1* (SALK_006098C), and *smr13-1* (SALK_053256C) were identified from SALK T-DNA collection, and used for phenotype analysis and generating multiple mutant combinations. Other mutants and transgenic lines, namely *myb3r1-1*, *myb3r3-1*, *myb3r4-1*, *myb3r5-1*, PCNA-RFP, and CYCB1;1-GFP, were described previously^11,13,28,30^. Sterilized seeds were germinated on one-half-strength Murashige and Skoog (1/2 MS) medium containing 2% sucrose and 0.6% agar. Plants were grown on 1/2 MS agar medium or soil under continuous light at 22 °C. For root phenotype analysis, plants were gown on a vertical surface of 1/2 MS medium containing 1.0% agar.

### qRT-PCR analysis

Total RNA was extracted using TRIzol reagent (Thermo Fisher) and used for synthesis of first-strand cDNA with ReverTra Ace qPCR RT Master Mix (Toyobo), according to the manufacture’s instruction. A real-time qPCR was conducted using Thunderbird SYBR qPCR Mix (Toyobo) on StepOnePlus Real-Time PCR Systems (Applied Biosystems). Three biological replicates were run for each measurement, and results were normalized to the expression levels of *UBQ5* mRNA unless otherwise mentioned. Primers used for qRT-PCR are listed in Supplementary Table 1.

### Yeast two-hybrid assay

For yeast two-hybrid assays, *Saccharomyces cerevisiae* strain L40 [MATα his3-200 trp1-901 leu2-3,112 ade2 LYS2∷(lexAop)4-HIS3 URA3∷(lexAop)8-lacZ] was transformed with pBTM116- and pVP16-based plasmids^60^ carrying coding sequences encoding for SCL28 or AtSMOS1 using *S.c*. EasyComp Transformation Kit (Thermo Fisher). Transformants were selected on the synthetic medium lacking Ura, Leu and Trp at 30 °C for 2–3 days. A single colony was diluted with water and spotted on synthetic medium lacking Ura, Leu, Trp and His supplemented with 3-AT (50 or 100 mM). After incubation at 30 °C for 2 days, the yeast transformants grown on the medium were photographed.

### BiFC assay

For construction of plasmids used for BiFC assays, the entire coding regions of *SCL28* and *AtSMOS1* were amplified by PCR, and cloned into donor vectors pDONR201 and pDONR207 using BP Clonase II (Thermo Fisher), respectively. The cloned fragments were then transferred into the destination vectors pGWnY and pGWcY^61^ using LR clonase II (Thermo Fisher) to generate C-terminal fusions of YFP fragments. Transient gene expression using Arabidopsis leaf mesophyll protoplasts was performed as described previously^62^. The transfected protoplasts were incubated overnight in the dark at 22 °C. YFP fluorescent was observed with fluorescent optics on a BX54 microscope (Olympus).

### LUC reporter assay

Preparation of protoplasts from Arabidopsis T87 suspension cultured cells and polyethylene glycol-mediated gene transfer were performed as described previously^63^. An empty vector containing 35 S promoter (pJIT-60) and 35 S:hRLUC plasmid expressing the humanized *Renilla* LUC (hRLUC) were used as a negative control and an internal control, respectively. Protoplasts (1.5 × 10^5^ for each transfection) were co-transfected with 15 µg each of the *LUC* reporter and expression plasmids, then incubated at 22 °C for 20 h before measuring LUC activities, which was performed using the Dual-Luciferase Reporter Assay system (Promega) and Luminoskan Ascent luminometer (Thermo Fisher). LUC activity was normalized according to hRLUC activity in each assay, and the relative ratio was determined.

### Plasmid construction

To construct GUS fusion reporters, the upstream region of *SCL28* (2.2 kb) was amplified by PCR and cloned into the pENTR/D-TOPO vector (Thermo Fisher), then transferred to pBGGUS^10^ through Gateway LR reaction to create proSCL28::GUS. The PCR-based site-directed mutagenesis was performed to change all four MSA core motifs, AACGG, in the *SCL28* promoter to ATTGG, resulting in generation of proSCL28ΔMSA::GUS.

To prepare the construct expressing SCL28 fused to GFP at its C-terminus (SCL28-GFP) under the control of the native promoter, the entire *SCL28* genomic region (5.3 kb) containing 2.2-kb promoter was amplified by PCR using genomic DNA from Arabidopsis (Col), and cloned into pENTR/D-TOPO. The resulting plasmid was then used for In-Fusion reaction (Takara Clontech) to insert PCR-amplified GFP fragments at the C-terminus of the *SCL28* coding sequence, to create entry plasmid containing the proSCL28::SCL28-GFP fusion construct, which was then transferred to the binary vector pGWB501^64^.

To prepare the AtSMOS1-GFP fusion construct driven by its own promoter, the entire *AtSMOS1* genomic region (4.4 kb) containing 1.2 kb promoter was amplified by PCR using genomic DNA from Arabidopsis (Col) and cloned into pDONR201 through Gateway BP reaction (Thermo Fisher). The resulting plasmid was then used for In-Fusion reaction (Takara Clontech) for inserting PCR-amplified GFP fragment at the C-terminus of *AtSMOS1*, to create entry plasmid containing proAtSMOS1::AtSMOS1-GFP fusion construct, which was then transferred to the binary vector pPZP211-GW^65^.

For construction of a LUC reporter plasmid, promoter region of *SMR2* (2.0 kb) was amplified by PCR and cloned into *Hin*dIII-*Bam*HI interval of pUC-LUC^12^ to obtain proSMR2::LUC. For construction of expression plasmids of AtSMOS1 and SCL28 (pro35S::AtSMOS1 and pro35S::SCL28), the entire coding regions were amplified by PCR using cDNA prepared from Arabidopsis T87 cells as a template. The resulting PCR fragments were cloned into pENTR/D-TOPO and then transferred to pJIT60^12^ at the site downstream of 35S promoter through the Gateway LR reaction.

To create proRPS5A::SCL28-GFP, the entire coding sequence of SCL28-GFP fusion was amplified by PCR using proSCL28::SCL28-GFP plasmid as a template and cloned into pENTR/D-TOPO. The resulting plasmid was then used for the Gateway LR reaction to transfer the SCL28-GFP fragment downstream of *RPS5A* promoter in pPZP221^13^. Primers used for plasmid construction are listed in Supplementary Table 1.

### Histological analysis

Excised plant organs were fixed in FAA solution (100% ethanol:formaldehyde:glacial acetic acid:water = 20:19:1:1) under vacuum, stained with 1% Safranin O, dehydrated with 30%, 50%, 70%, and 100% ethanol series, and embedded in Technovit 7100 (Heraeus Kulzer). 2 µm-thickness sections were cut on RM2125RT microtome (Leica) equipped with a tungsten carbide disposable blade TC-65 (Leica). Sections were briefly stained in a 0.01–0.5% toluidine blue-O in 0.1% Na_2_CO_3_ solution, then washed with 0.1% Na_2_CO_3_ solution. Sections were observed under BX63 microscope (Olympus) and images were acquired with cellSens Standard Software (Olympus).

### Transcriptome analysis

Microarray analyses were performed using an ATH1 GeneChip (Affymetrix). Total RNA was extracted from whole seedlings by RNeasy Plant Mini Kit (Qiagen), and reverse-transcribed, labeled with an Affymetrix 3′ IVT Express Kit (Affymetrix), and used for hybridization to the chip according to the supplier’s protocol. Data analysis was performed using Microarray Suite ver. 5 (Affymetrix) and GeneSpring 7.1 (Agilent Technologies). For transcriptome profiling in WT and *SCL28*^OE^ plants, whole seedlings at 9 DAS were analyzed with three biological replicates. Genes with FDR < 0.05 were defined as differentially expressed genes in *SCL28*^OE^ compared with WT plants.

For RNA-Seq analyses, total RNA was extracted as above and used to construct cDNA libraries with the TruSeq RNA Library Preparation Kit v2 (Illumina, United States) according to the manufacturer’s protocol. For transcriptome profiling in WT, *scl28*, and *atsmos1* plants, whole seedlings at 9 DAS were analyzed with three biological replicates. The libraries were sequenced using the NextSeq500 sequencer (Illumina, United States). Raw reads containing adapter sequences were trimmed using bcl2fastq (Illumina, United States), and nucleotides with low-quality (QV  <  25) were masked by N using the original script. Reads shorter than 50 bp were discarded, and the remaining reads were mapped to the cDNA reference using Bowtie with the following parameters: “–all–best–strata”^66^. The reads were counted by transcript models. Differentially expressed genes were selected based on the adjusted *P-*value calculated using edgeR (version 3.20.9) with default settings^67^.

### ChIP-Seq assay

ChIP-Seq assays were performed on whole seedlings using anti-GFP antibody (Abcam, ab290). Seedlings at 14 DAS (5 g) from proAtSMOS1::AtSMOS1-GFP and proSCL28::SCL28-GFP were crosslinked in 1% (v/v) formaldehyde at room temperature for 15 min. Crosslinking was then quenched with 0.125 M glycine for 5 min. The crosslinked seedlings were ground, and nuclei were isolated and lysed in nuclei lysis buffer (1% SDS, 50 mM Tris-HCl, 10 mM EDTA, pH 8.0). Crosslinked chromatin was sonicated using a water bath Bioruptor UCD-200 (Diagenode) (15 s on/15 s off pulses; 15 times). The complexes were immunoprecipitated with antibodies (1 μg for each immunoprecipitation), overnight at 4 °C with gentle shaking, and incubated for 1 h at 4 °C with 40 µL of Protein AG UltraLink Resin (Thermo Fisher). The beads were washed 2 × 5 min in ChIP Wash Buffer 1 (0.1% SDS, 1% Triton X-100, 20 mM Tris-HCl, 2 mM EDTA, 150 mM NaCl, pH 8.0), 2 × 5 min in ChIP Wash Buffer 2 (0.1% SDS, 1% Triton X-100, 20 mM Tris-HCl, 2 mM EDTA, 500 mM NaCl, pH 8.0), 2 × 5 min in ChIP Wash Buffer 3 (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 10 mM Tris-HCl, 1 mM EDTA, pH 8.0) and twice in TE (10 mM Tris-HCl, 1 mM EDTA, pH 8.0). ChIPed DNA was eluted by two 15 min incubations at 65 °C with 250 μL elution buffer (1% SDS, 0.1 M NaHCO_3_). Chromatin was reverse-crosslinked by adding 20 μL of 5 M NaCl and incubated overnight at 65 °C. Reverse-crosslinked DNA was subjected to RNase and proteinase K digestion and extracted with phenol-chloroform. DNA was ethanol precipitated in the presence of 20 μg of glycogen and resuspended in 50 μL of nuclease-free water (Ambion) in a DNA low-bind tube. We used 10 ng of IP or input DNA for ChIP-Seq library construction using NEBNext^®^ Ultra DNA Library Prep Kit for Illumina^®^ (New England Biolabs) according to manufacturer’s recommendations. For all libraries, twelve cycles of PCR were used. Library quality was assessed with Agilent 2100 Bioanalyzer (Agilent).

### Computational analysis of ChIP-Seq data

Single-end sequencing of ChIP samples was performed using Illumina NextSeq 500 with a read length of 76 bp. Reads were quality controlled using FASTQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Trimmomatic was used for quality trimming. Parameters for read quality filtering were set as follows: minimum length of 36 bp; mean Phred quality score greater than 30; and leading and trailing bases removal with base quality below 5. Reads were mapped onto the TAIR10 assembly using Bowtie^68^ with mismatch permission of 1 bp. To identify significantly enriched regions, we used MACS2^69^. Parameters for peak detection were set as follows: number of duplicate reads at a location: 1; mfold of 5: 50; *q* value cutoff: 0.05; extsize 200; and sharp peak. 

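In the deposited lists, the lowest −log10 q was 1.47 and 2.18 for SCL28 in replicates 1 and 2, 1.31 and 1.35 for AtSMOS1, and 1.33 for the input. Peaks of SCL28 had a median length of 385 and 321 bp in the replicates and a median fold enrichment of 4.00 and 4.50. For AtSMOS1, the median lengths were 197 and 286 bp and the median fold enrichments 3.65 and 3.34. The input peaks had a median length of 156 bp and a median fold enrichment of 3.72. A −log10 q of at least 5 was reached by 406 and 361 peaks of SCL28 and by 2077 and 4461 peaks of AtSMOS1 on chromosomes 1 to 5. The peaks covered 203 and 138 kb for SCL28, and 1254 and 2275 kb for AtSMOS1.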

Visualization and analysis of genome-wide enrichment profiles were performed with Integrated Genome Browser. Peak annotations such as proximity to genes and overlap of genomic features, including transposons and genes were performed using BEDTOOLS INTERSECT. NGSplot was used to profile enrichment at TSSs and along the gene^70^. Spatial binding of the AtSMOS1 and SCL28 peaks were performed by position-wise comparison using a binning approach and plotted in hexplot. De novo motif analysis of both SCL28 and AtSMOS1 binding regions were screened using HOMER^71^.

### ChIP-qPCR analysis

Whole seedlings were cross-linked in 20 mL of 1% formaldehyde solution under vacuum for 30 min. Plants were then washed twice with 0.125 M glycine solution, ground to powder in liquid nitrogen and resuspended in 15 mL Extraction buffer I (0.4 M sucrose, 10 mM Tris-HCl, pH 8.0, 10 mM MgCl_2_, and complete protease inhibitor cocktail tablets [Roche]). After filtration with Miracloth (Millipore), samples were centrifuged and resulting pellets were resuspended in 1 mL of Extraction buffer II (0.25 M sucrose, 10 mM Tris-HCl, pH 8.0, 10 mM MgCl_2_, and complete protease inhibitor cocktail tablets [Roche]). After centrifugation, the pellets were resuspended in 300 µL of Extraction buffer III (1.7 M sucrose, 10 mM Tris-HCl, 2 mM MgCl_2_, 0.15% Triton-X-100, and complete protease inhibitor cocktail tablets [Roche]) and then loaded on equal volume of Extraction buffer III and centrifuged. The pellets were dissolved in Lysis buffer (50 mM Tris-HCl, 10 mM EDTA, 1.0% SDS, and complete protease inhibitor cocktail tablets [Roche]), sonicated with BIORAPTOR II ultrasonic disruptor (CosmoBio) and centrifuged. The supernatant was diluted 10 times with ChIP dilution buffer (16.7 mM Tris-HCl, pH 8.0, 1.2 mM EDTA, 167 mM NaCl and 1.1 % Triton-X-100) and used for immunoprecipitation. Immunoprecipitation of chromatin complexes was performed with anti-GFP antibody (ab290; Abcam, 5 µg for each immunoprecipitation), which was bound to Dynabeads Protein G (Invitrogen) for 1 h at 4 °C. Beads were washed twice with low salt buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 150 mM NaCl, 0.5% Triton-X-100 and 0.2% SDS), once with high salt buffer (20 mM Tris-HCl, pH 8.0, 2 mM EDTA, 400 mM NaCl, 0.5% Triton-X-100 and 0.2% SDS) and once with LiCL buffer (10 mM Tris-HCl, 1 mM EDTA, 250 mM LiCl, 1% NP-40 and 1% sodium deoxycholate). Chromatin was then eluted from the beads using elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 100 mM NaCl, and 1% SDS). Cross-linking of chromatin was reversed by incubating at 65 °C for 12 h followed by digestion with Proteinase-K (#9033; Takara). DNA was purified by NucleoSpin (Macherey-Nagel) according to the manufacturer’s instruction and used for quantitative PCR with specific primer pairs (Supplementary Table 1).

### Kinematic analysis of leaf growth

After plants were fixed in a 9:1 of ethanol and acetic acid solution and cleared with Hoyer’s solution (a mixture of 100 g chloral hydrate, 10 g glycerol, 15 g gum arabic, and 25 mL water), we performed microscopic observations using 1st or 2nd leaves as described previously^13^. After whole leaf images were captured, palisade cells at positions one-fourth and three-fourth from the tip of each leaf were observed with differential interference contrast (DIC) microscope (BX51, Olympus). The captured images were analyzed using ImageJ (ver.2.1.0; rsb.info.nih.gov/ij) and the average size of palisade cell, the number of cells in the uppermost layer of palisade tissue per leaf, and cell division rate were calculated according to methods described previously^72^.

### Ploidy analysis

For ploidy analysis, whole leaves from plants at 8–20 DAS were used. Nuclei were isolated by chopping whole leaves with razor blade in Nuclei extraction buffer of CyStain UV precise P kit (Sysmex), filtered through 30 μm mesh, and stained with DAPI by adding Staining buffer of CyStain UV precise P kit. After incubation for 10 min, samples were analyzed with CyFlow Ploidy Analyzer (Sysmex) according to the manufacturer’s instructions. For estimating population of nuclei in each peak, baselines of ploidy distribution profiles were calculated using the polynomial trendline function of Microsoft Excel. The value of baseline at each position was subtracted from the corresponding value of raw data for calculating the total count in each peak.

### Analysis of meristem cell number and cell size in roots

To visualize cell outlines, roots from plants at five DAS were stained with 0.05 mg mL^−1^ propidium iodide and observed by confocal laser scanning microscopy (CLSM), using an inverted fluorescence microscope (Eclipse Ti2, Nikon) equipped with a confocal scanning unit (A1, Nikon). The resulting images were processed using ImageJ software to measure cell length in the root meristem. Root meristem size was measured by counting the number of cortical cells between the quiescent center and the first elongated cell.

### Cell cycle analysis by time-lapse imaging

Seedlings at six DAS carrying PCNA-GFP were transferred onto an MS medium in a glass-bottom dish, and root meristem cells were observed by CLSM as described above. Time-lapse images were acquired every 30 min for 15 h. To avoid long-time imaging that possibly damages the samples, the duration of the G1/S and G2/M phases was measured separately. Based on PCNA-GFP fluorescence patterns, duration of each cell cycle phase was analyzed for epidermal cells in hair cell lineage.

### GUS staining

Tissue was pre-fixed in 90% (v/v) acetone for 20 min on ice, rinsed with 100 mM sodium phosphate solution (pH 7.0), and transferred to staining solution (100 mM sodium phosphate buffer pH 7.0, 0.1% Triton-X-100, 0.5 mM potassium ferrocyanide, 0.5 mM potassium ferricyanide, 10 mM EDTA, 0.5 mg mL^−1^ 5-bromo-4 chloro-3-indolyl-β-D-glucuronic acid) and incubated at 37 °C for 12 h. GUS-stained samples were then transferred to 70% ethanol, incubated to remove chlorophyll and then photographed or used for microscopic observation.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

RNA-Seq data for WT, *scl28*, and *atsmos1* can be accessed from the DDBJ database under accession number DRA012786. ChIP-Seq data of SCL28 and AtSMOS1 can be accessed at Gene Expression Omnibus database under accession number GSE183209. Arabidopsis mutants and transgenic lines, as well as plasmids generated in this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Roeder AH (2010). Variability in the control of cell division underlies sepal epidermal patterning in *Arabidopsis thaliana*. PLoS Biol..

[2] Polyn S, Willems A, De Veylder L (2015). Cell cycle entry, maintenance, and exit during plant development. Curr. Opin. Plant Biol..

[3] Andriankaja M (2012). Exit from proliferation during leaf development in *Arabidopsis thaliana*: a not-so-gradual process. Dev. Cell.

[4] Komaki S, Sugimoto K (2012). Control of the plant cell cycle by developmental and environmental cues. Plant Cell Physiol..

[5] Qi F, Zhang F (2020). Cell Cycle Regulation in the Plant Response to Stress. Front. Plant Sci..

[6] Berckmans B, De Veylder L (2009). Transcriptional control of the cell cycle. Curr. Opin. Plant Biol..

[7] Vandepoele K (2005). Genome-wide identification of potential plant E2F target genes. Plant Physiol..

[8] Őszi E (2020). E2FB Interacts with RETINOBLASTOMA RELATED and Regulates Cell Proliferation during Leaf Development. Plant Physiol..

[9] Desvoyes B, Gutierrez C (2020). Roles of plant retinoblastoma protein: cell cycle and beyond. EMBO J..

[10] Haga N (2011). Mutations in *MYB3R1* and *MYB3R4* cause pleiotropic developmental defects and preferential down-regulation of multiple G2/M-specific genes in Arabidopsis. Plant Physiol..

[11] Kobayashi K (2015). Transcriptional repression by MYB3R proteins regulates plant organ growth. EMBO J..

[12] Ito M (2001). G2/M-phase-specific transcription during the plant cell cycle is mediated by c-Myb-like transcription factors. Plant Cell.

[13] Haga N (2007). R1R2R3-Myb proteins positively regulate cytokinesis through activation of *KNOLLE* transcription in *Arabidopsis thaliana*. Development.

[14] Okumura T (2021). MYB3R-mediated active repression of cell cycle and growth under salt stress in *Arabidopsis thaliana*. J. Plant Res..

[15] Ning YQ (2020). DREAM complex suppresses DNA methylation maintenance genes and precludes DNA hypermethylation. Nat. Plants.

[16] Lang L (2021). The DREAM complex represses growth in response to DNA damage in Arabidopsis. Life Sci. Alliance.

[17] Sadasivam S, DeCaprio JA (2013). The DREAM complex: master coordinator of cell cycle-dependent gene expression. Nat. Rev. Cancer.

[18] Fischer M, Müller GA (2017). Cell cycle transcription control: DREAM/MuvB and RB-E2F complexes. Crit. Rev. Biochem. Mol. Biol..

[19] Lee TI (2002). Transcriptional regulatory networks in *Saccharomyces cerevisiae*. Science.

[20] Zhu W, Giangrande PH, Nevins JR (2004). E2Fs link the control of G1/S and G2/M transcription. EMBO J..

[21] Millour J (2011). ATM and p53 regulate FOXM1 expression via E2F in breast cancer epirubicin treatment and resistance. Mol. Cancer Ther..

[22] Simon I (2001). Serial regulation of transcriptional regulators in the yeast cell cycle. Cell.

[23] Goldy C (2021). The *Arabidopsis* GRAS-type SCL28 transcription factor controls the mitotic cell cycle and division plane orientation. Proc. Natl Acad. Sci. USA..

[24] Kumar N (2015). Functional conservation in the SIAMESE-RELATED family of cyclin-dependent kinase inhibitors in land plants. Plant Cell.

[25] Ito M, Kodama H, Komamine A (1999). Gene expression and its regulation during the cell cycle of higher plants in synchronous cell culture systems. Vitr. Cell. Dev. Biol..

[26] Ito M (1998). A novel *cis*-acting element in promoters of plant B-type cyclin genes activates M phase-specific transcription. Plant Cell.

[27] O’Malley RC (2016). Cistrome and Epicistrome Features Shape the Regulatory DNA Landscape. Cell.

[28] Ubeda-Tomás S (2009). Gibberellin signaling in the endodermis controls Arabidopsis root meristem size. Curr. Biol..

[29] Bouyer D (2018). Genome-wide identification of RETINOBLASTOMA RELATED 1 binding sites in *Arabidopsis* reveals novel DNA damage regulators. PLoS Genet..

[30] Yokoyama R, Hirakawa T, Hayashi S, Sakamoto T, Matsunaga S (2016). Dynamics of plant DNA replication based on PCNA visualization. Sci. Rep..

[31] Jones AR (2017). Cell-size dependent progression of the cell cycle creates homeostasis and flexibility of plant cell size. Nat. Commun..

[32] Hirano K (2017). Small organ size 1 and small organ size 2/dwarf and low-tillering form a complex to integrate auxin and brassinosteroid signaling in rice. Mol. Plant.

[33] Aya K (2014). A novel AP2-type transcription factor, SMALL ORGAN SIZE1, controls organ size downstream of an auxin signaling pathway. Plant Cell Physiol..

[34] Verkest A (2005). The cyclin-dependent kinase inhibitor KRP2 controls the onset of the endoreduplication cycle during *Arabidopsis* leaf development through inhibition of mitotic CDKA;1 kinase complexes. Plant Cell.

[35] Wang K (2020). The CDK Inhibitor SIAMESE Targets Both CDKA;1 and CDKB1 Complexes to Establish Endoreplication in Trichomes. Plant Physiol..

[36] Zatulovskiy E, Skotheim JM (2020). On the Molecular Mechanisms Regulating Animal Cell Size Homeostasis. Trends Genet..

[37] Jones AR, Band LR, Murray JAH (2019). Double or Nothing? Cell Division and Cell Size Control. Trends Plant Sci..

[38] D’Ario M, Sablowski R (2019). Cell Size Control in Plants. Annu. Rev. Genet..

[39] Choe J (2017). Characterization of the GRAS transcription factor SCARECROW-LIKE 28’s role in Arabidopsis root growth. J. Plant Biol..

[40] Yi D (2014). The *Arabidopsis* SIAMESE-RELATED cyclin-dependent kinase inhibitors SMR5 and SMR7 regulate the DNA damage checkpoint in response to reactive oxygen species. Plant Cell.

[41] Davie E, Petersen J (2012). Environmental control of cell size at division. Curr. Opin. Cell Biol..

[42] Barrada A (2019). A TOR-YAK1 signaling axis controls cell cycle, meristem activity and plant growth in Arabidopsis. Development.

[43] Willis L (2016). Cell size and growth regulation in the *Arabidopsis thaliana* apical stem cell niche. Proc. Natl Acad. Sci. USA.

[44] Fantes PA, Grant WD, Pritchard RH, Sudbery PE, Wheals AE (1975). The regulation of cell size and the control of mitosis. J. Theor. Biol..

[45] Schmoller KM, Turner JJ, Kõivomägi M, Skotheim JM (2015). Dilution of the cell cycle inhibitor Whi5 controls budding-yeast cell size. Nature.

[46] Zatulovskiy E, Zhang S, Berenson DF, Topacio BR, Skotheim JM (2020). Cell growth dilutes the cell cycle inhibitor Rb to trigger cell division. Science.

[47] D’Ario M (2021). Cell size controlled in plants using DNA content as an internal scale. Science.

[48] Meyer HM (2017). Fluctuations of the transcription factor ATML1 generate the pattern of giant cells in the *Arabidopsis* sepal. Elife.

[49] Magyar Z (2005). The role of the *Arabidopsis* E2FB transcription factor in regulating auxin-dependent cell division. Plant Cell.

[50] Gutzat R (2011). Retinoblastoma-related protein controls the transition to autotrophic plant development. Development.

[51] Borghi L (2010). *Arabidopsis* Retinoblastoma-related is required for stem cell maintenance, cell differentiation, and lateral organ production. Plant Cell.

[52] Dewitte W (2003). Altered cell cycle distribution, hyperplasia, and inhibited differentiation in Arabidopsis caused by the D-type cyclin CYCD3. Plant Cell.

[53] De Veylder L (2002). Control of proliferation, endoreduplication and differentiation by the *Arabidopsis* E2Fa-DPa transcription factor. EMBO J..

[54] Potter CJ, Xu T (2001). Mechanisms of size control. Curr. Opin. Genet. Dev..

[55] Hisanaga T, Kawade K, Tsukaya H (2015). Compensation: a key to clarifying the organ-level regulation of lateral organ size in plants. J. Exp. Bot..

[56] Ferjani A, Horiguchi G, Yano S, Tsukaya H (2007). Analysis of leaf development in *fugu* mutants of Arabidopsis reveals three compensation modes that modulate cell expansion in determinate organs. Plant Physiol..

[57] Wu CY, Rolfe PA, Gifford DK, Fink GR (2010). Control of transcription by cell size. PLoS Biol..

[58] Bhosale R (2018). A Spatiotemporal DNA Endoploidy Map of the Arabidopsis Root Reveals Roles for the Endocycle in Root Development and Stress Adaptation. Plant Cell.

[59] Pavelescu I (2018). A Sizer model for cell differentiation in *Arabidopsis thaliana* root growth. Mol. Syst. Biol..

[60] Soyano T, Nishihama R, Morikiyo K, Ishikawa M, Machida Y (2003). NQK1/NtMEK1 is a MAPKK that acts in the NPK1 MAPKKK-mediated MAPK cascade and is required for plant cytokinesis. Genes Dev..

[61] Hino T (2011). Two Sec13p homologs, AtSec13A and AtSec13B, redundantly contribute to the formation of COPII transport vesicles in *Arabidopsis thaliana*. Biosci. Biotechnol. Biochem..

[62] Yoshida H (2014). DELLA protein functions as a transcriptional activator through the DNA binding of the indeterminate domain family proteins. Proc. Natl Acad. Sci. USA.

[63] Maeo K (2009). An AP2-type transcription factor, WRINKLED1, of *Arabidopsis thaliana* binds to the AW-box sequence conserved among proximal upstream regions of genes involved in fatty acid synthesis. Plant J..

[64] Nakagawa T (2007). Improved Gateway binary vectors: high-performance vectors for creation of fusion constructs in transgenic analysis of plants. Biosci. Biotechnol. Biochem..

[65] Kozgunova E, Suzuki T, Ito M, Higashiyama T, Kurihara D (2016). Haspin has Multiple Functions in the Plant Cell Division Regulatory Network. Plant Cell Physiol..

[66] Langmead B, Trapnell C, Pop M, Salzberg SL (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol..

[67] Robinson MD, McCarthy DJ, Smyth G (2010). K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[68] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[69] Zhang Y (2008). Model-based Analysis of ChIP-Seq (MACS). Genome Biol..

[70] Shen L, Shao N, Liu X, Nestler E (2014). ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. BMC Genom..

[71] Kim S (2020). GCN5 modulates salicylic acid homeostasis by regulating H3K14ac levels at the 5′ and 3′ ends of its target genes. Nucleic Acids Res.

[72] De Veylder L (2001). Functional analysis of cyclin-dependent kinase inhibitors of Arabidopsis. Plant Cell.

# Supplementary material for: A hierarchical transcriptional network activates specific CDK inhibitors that regulate G2 to control cell size and number in Arabidopsis
**Source:** Nat Commun. 2022 Mar 29;13:1660. doi: 10.1038/s41467-022-29316-2
**Supplement:** Supplementary file 1 — Supplementary Information

A hierarchical transcriptional network activates specific CDK inhibitors  
that regulate G2 to control cell size and number in Arabidopsis

Nomoto, Y. and Takatsuka, H., et al

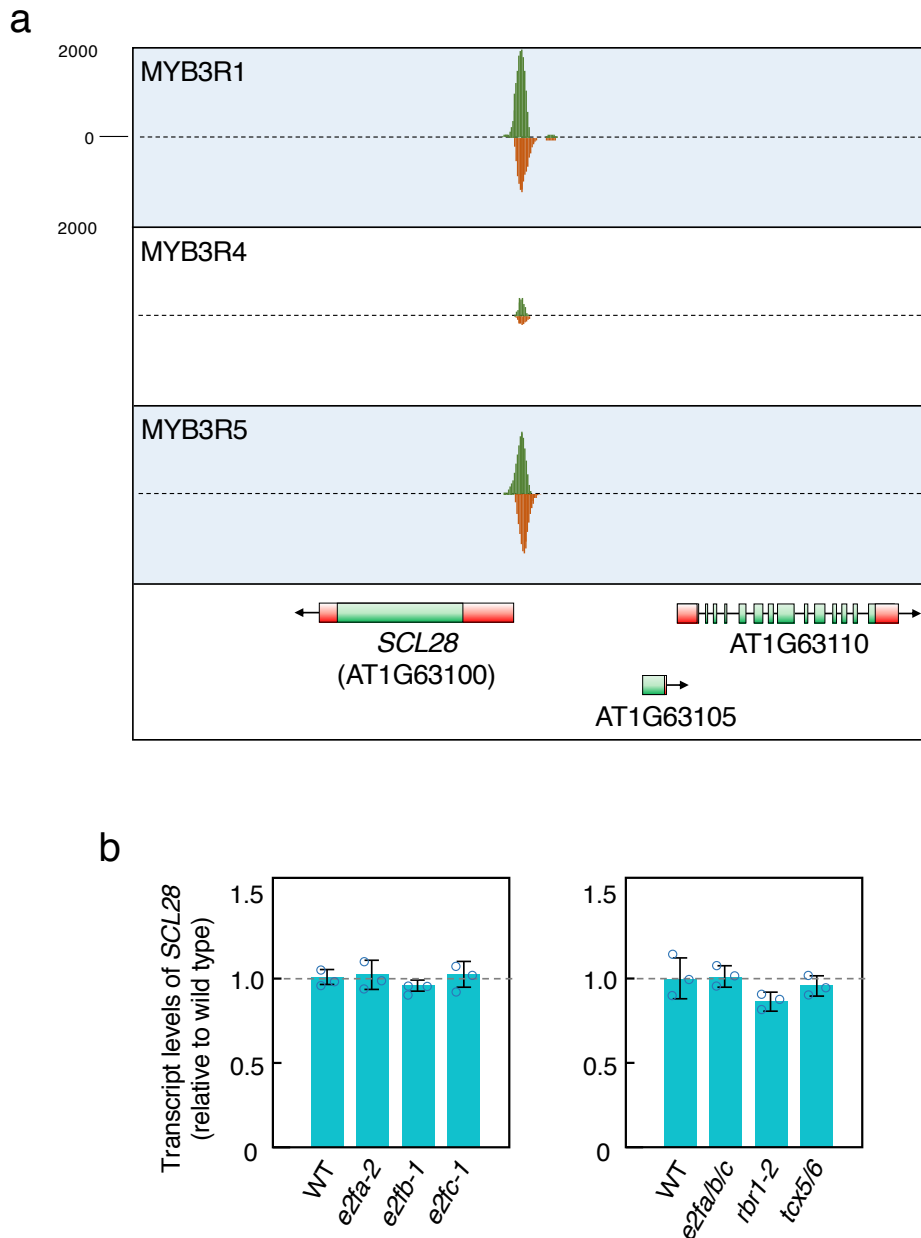

### Supplementary Figure 1

#### Profiles of DAP-seq around *SCL28* locus.

(a) The DAP-seq profiles for MYB3R1, MYB3R4, and MYB3R5 were obtained by the Plant Cistrome Database at [http://neomorph.salk.edu/dap\\_web/pages/index.php](http://neomorph.salk.edu/dap_web/pages/index.php) (O'Malley et al., 2016). Peaks shown in green and orange correspond to DAP-seq reads of forward and reverse orientations, respectively.

(b) Transcript levels of *SCL28* in the mutants lacking genes for DREAM components. qRT-PCR was performed using whole seedlings of WT, *e2fa-2*, *e2fb-1*, and *e2fc-1* (left) and those of WT, *e2fa/b/c*, *rbr1-2*, and *tx5/6* (right). Data are shown as averages from three biological replicates ( $\pm$  SD). There was no significant difference (two-sided Student's t-test,  $P < 0.05$ ) between WT and any of mutants examined. All mutants and mutant combinations have been described previously (Nowack et al., 2012; Wang et al., 2014; Lang et al., 2021).

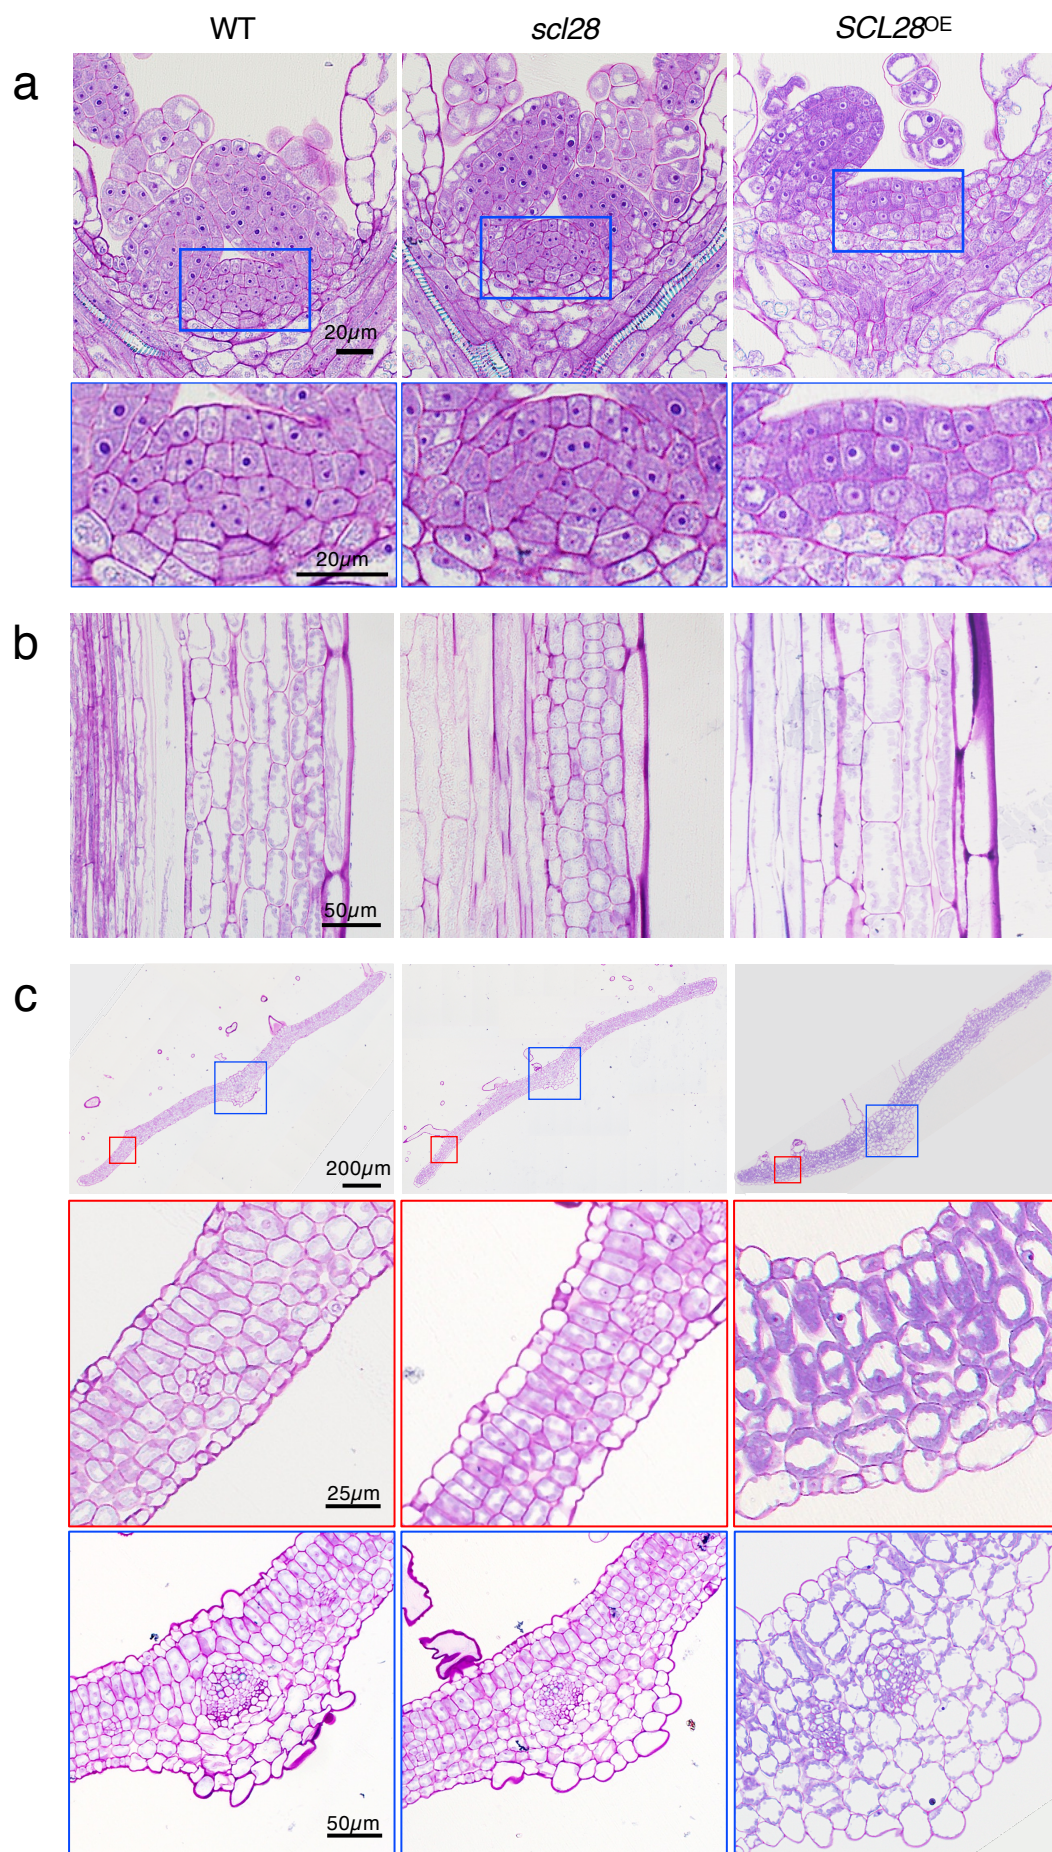

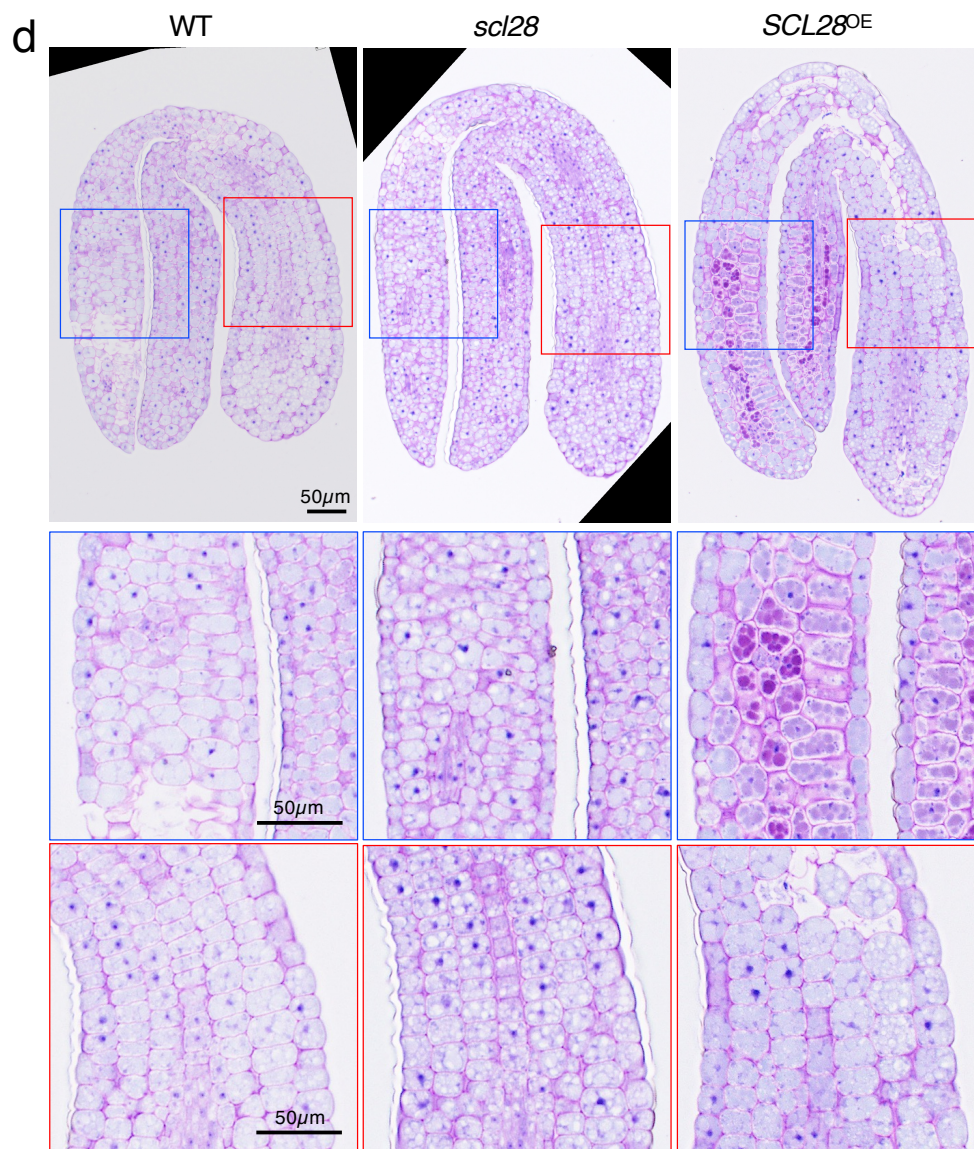

### Supplementary Figure 2

#### Cell size in various organs is oppositely affected in *scl28* and *SCL28*<sup>OE</sup> plants.

(a) Longitudinal sections of shoot apical meristem and leaf primordia. The area shown in blue rectangles are magnified, and shown in lower panels.

(b) Vertical sections of inflorescence stems.

(c) Transverse sections of leaves. Areas surrounded by red and blue rectangles are magnified and shown in lower panels.

(d) Longitudinal sections of mature embryos. Regions surrounded by red and blue rectangles are magnified and shown in lower panels.

In (a-d), microscopic observations were made for sections from multiple different plants and found each section showing the similar tendency of cell size difference between WT, *scl28*, and *SCL28*<sup>OE</sup>.

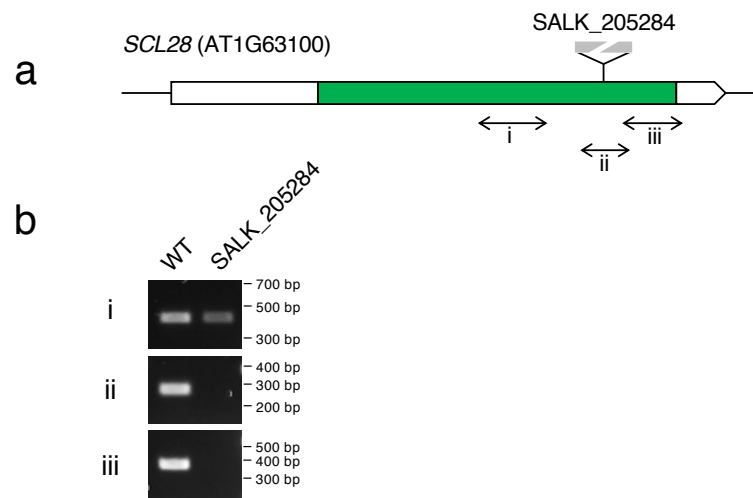

### Supplementary Figure 3

#### Confirmation of T-DNA insertion mutation (SALK\_205284) to be a null allele of *SCL28*.

**(a)** Position of T-DNA insertion in the *SCL28* gene. Exons are shown by boxes, and introns by lines between boxes, where green and white boxes indicate coding and non-coding regions, respectively. Amplified regions by semi-quantitative PCR analysis are shown by double-headed arrows.

**(b)** Semi-quantitative PCR was performed using primer pairs sandwiching the regions (i, ii, and iii) indicated in **(a)**. Multiple individual plants were analyzed with similar results. Positions of the size markers are shown on the right.

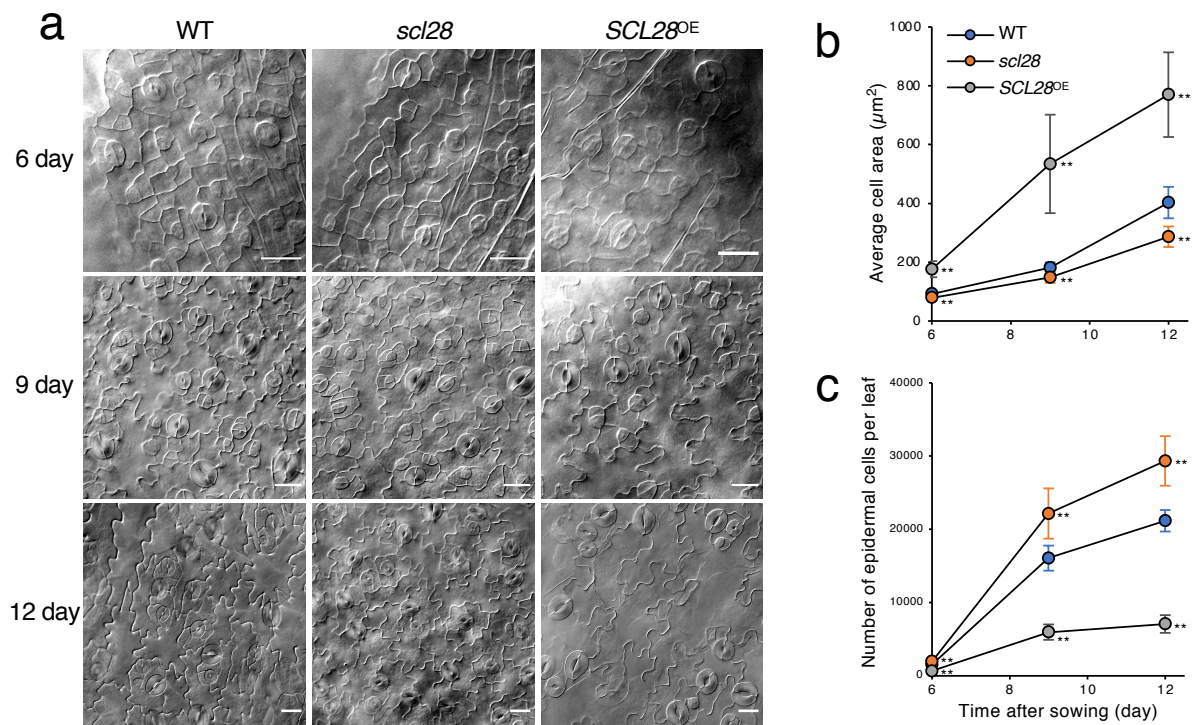

#### Supplementary Figure 4

##### Kinematic analysis of leaf growth focusing on epidermal cells in WT, *scl28*, and *SCL28*<sup>OE</sup> plants.

(a) Images of abaxial epidermis from WT, *scl28*, and *SCL28*<sup>OE</sup> plants. First leaf pairs from plants at 6, 9 and 12 DAS were cleared and analyzed by DIC microscopy. Scale bar indicates 20  $\mu\text{m}$ .

(b-c) Quantitative analysis of epidermal cell area (a) and number of epidermal cells per leaf (b) in abaxial epidermis of developing first leaf pairs. Values are averages from the data of 10 different plants ( $\pm$  SD), in each of which more than 65 cells were analyzed. Statistical significance was determined using two-sided Student's t-test.  $**P < 0.01$ .

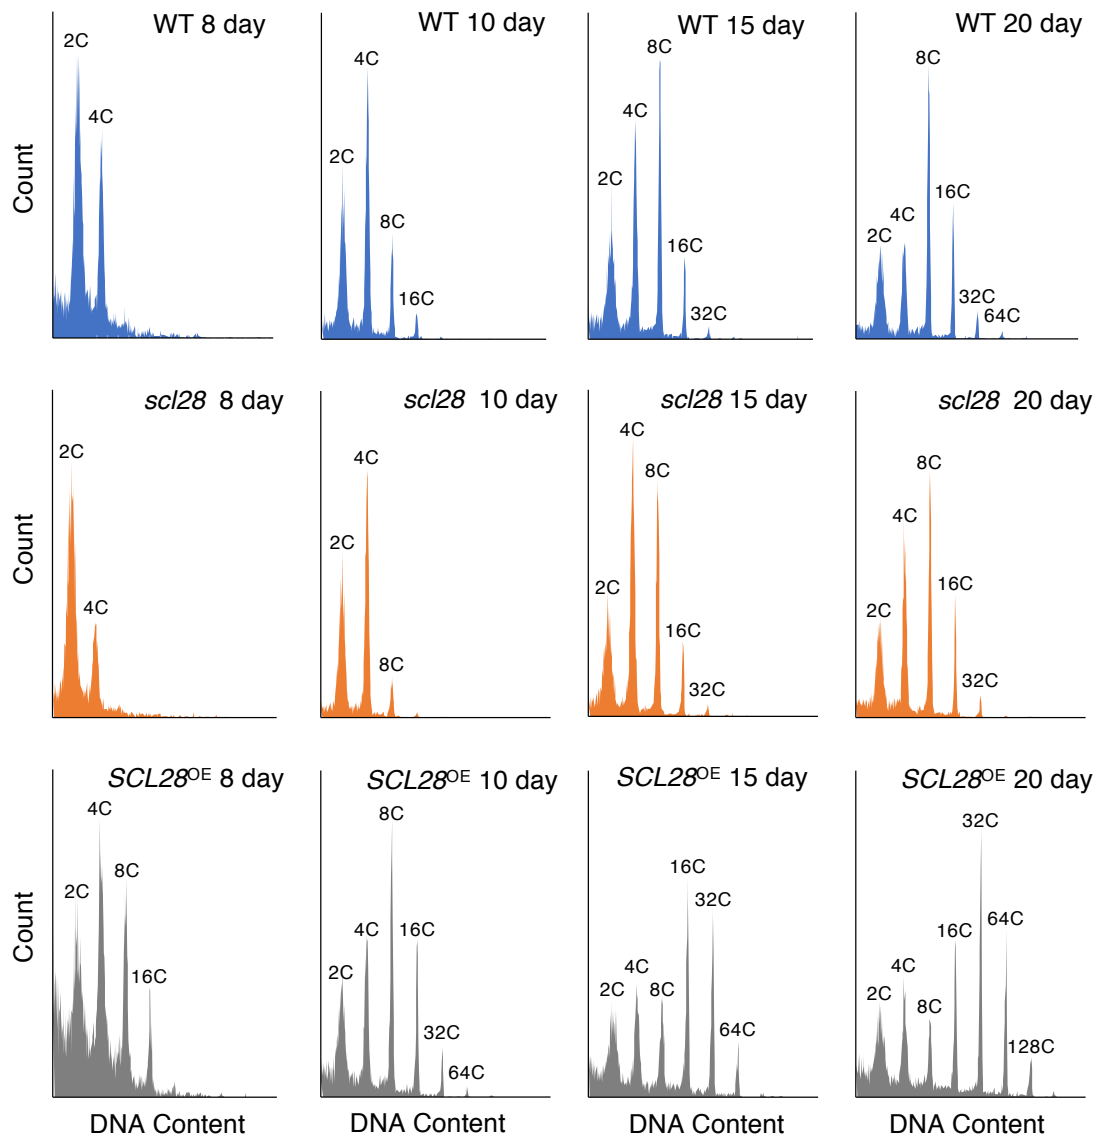

### Supplementary Figure 5

#### Ploidy analysis of WT, *scl28*, and *SCL28*<sup>OE</sup> plants.

Representative profiles of ploidy distribution in first leaf pairs from WT, *scl28*, and *SCL28*<sup>OE</sup> plants grown for indicated period after sowing.

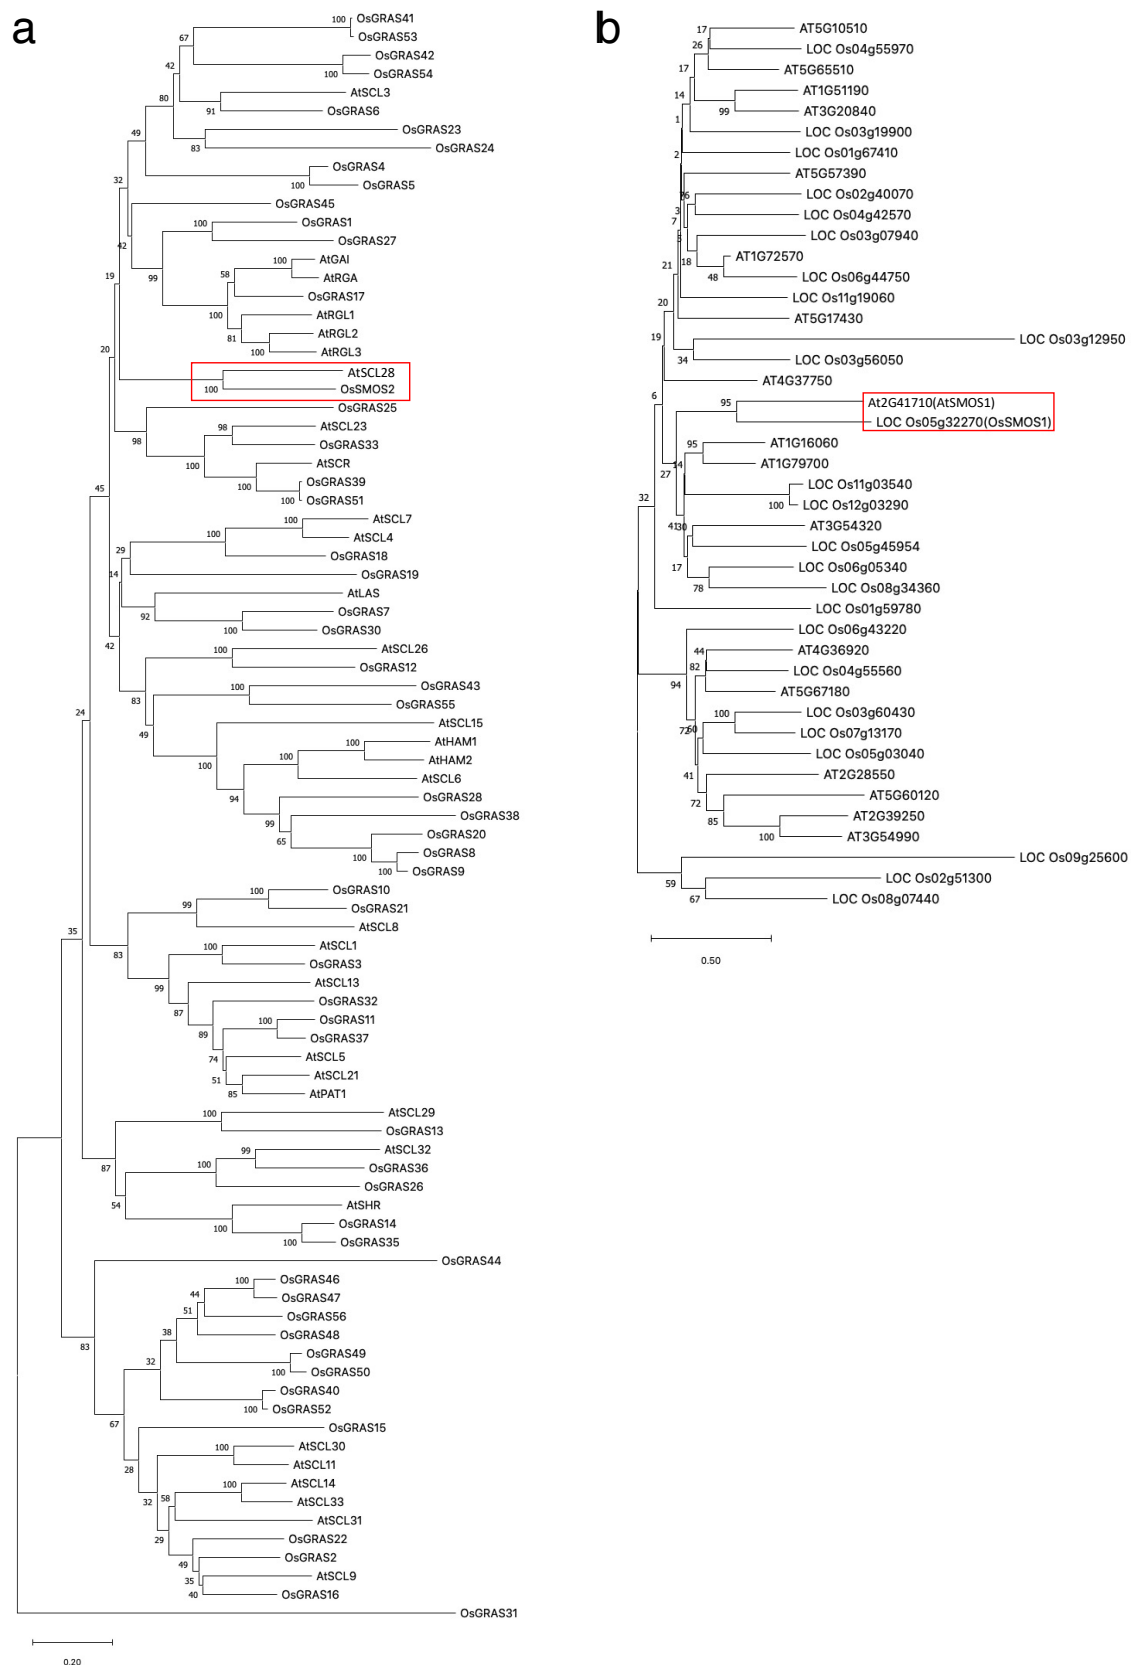

**Supplementary Figure 6**

### Phylogenetic analysis of SCL28 and AtSMOS1

(a) Phylogenetic analysis of GRAS family proteins from rice and *Arabidopsis*, showing that SCL28 is orthologous to rice SMOS2. Amino acid sequences of all GRAS proteins in rice and *Arabidopsis* were

obtained in Phytozome at <https://phytozome.jgi.doe.gov/pz/portal.html> (Goodstein et al., 2012). Amino acid sequence alignment within GRAS domain was generated by the MUSCLE program (Edgar 2004), and used for creating phylogenetic trees using MEGAX (Kumar et al. 2018) based on neighbor-joining method (Saitou and Nei, 1987).

**(b)** Phylogenetic analysis of AP2-type transcription factors from rice and Arabidopsis, showing that At2g41710 (AtSMOS1) is orthologous to rice SMOS1. Amino acid sequences of Arabidopsis proteins categorized as AP2 subfamily (Dietz et al., 2010) and corresponding rice proteins (Sharoni et al., 2011) were obtained and analyzed as in **(a)**.

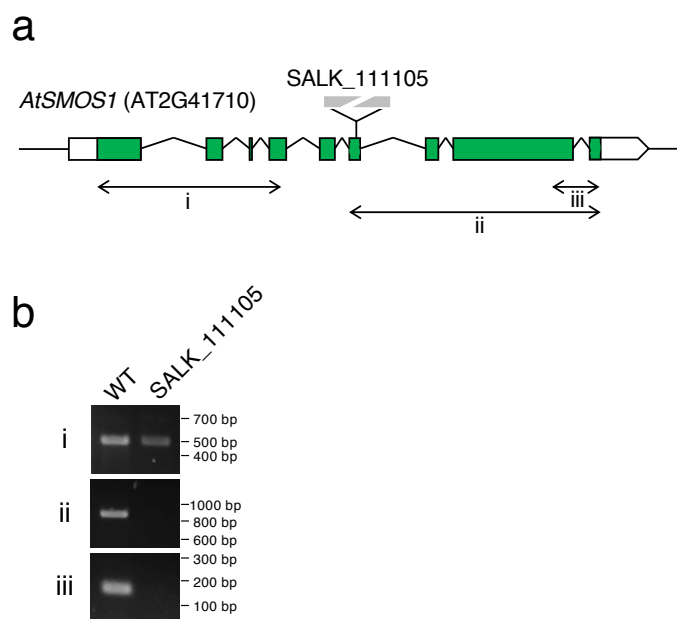

### Supplementary Figure 7

#### Confirmation of T-DNA insertion mutation (SALK\_111105) to be a null allele of *AtSMOS1*.

(a) Structure of *AtSMOS1* gene (At2g41710) and the position of T-DNA insertion. Exons are shown by boxes and introns by lines between boxes, where green and white boxes indicate coding and non-coding regions, respectively. Amplified regions by semi-quantitative PCR analysis are shown by double-headed arrows.

(b) Semi-quantitative PCR was performed using primer pairs sandwiching the regions (i, ii, and iii) indicated in (a). Multiple individual plants were analyzed with similar results. Positions of the size markers are shown on the right.

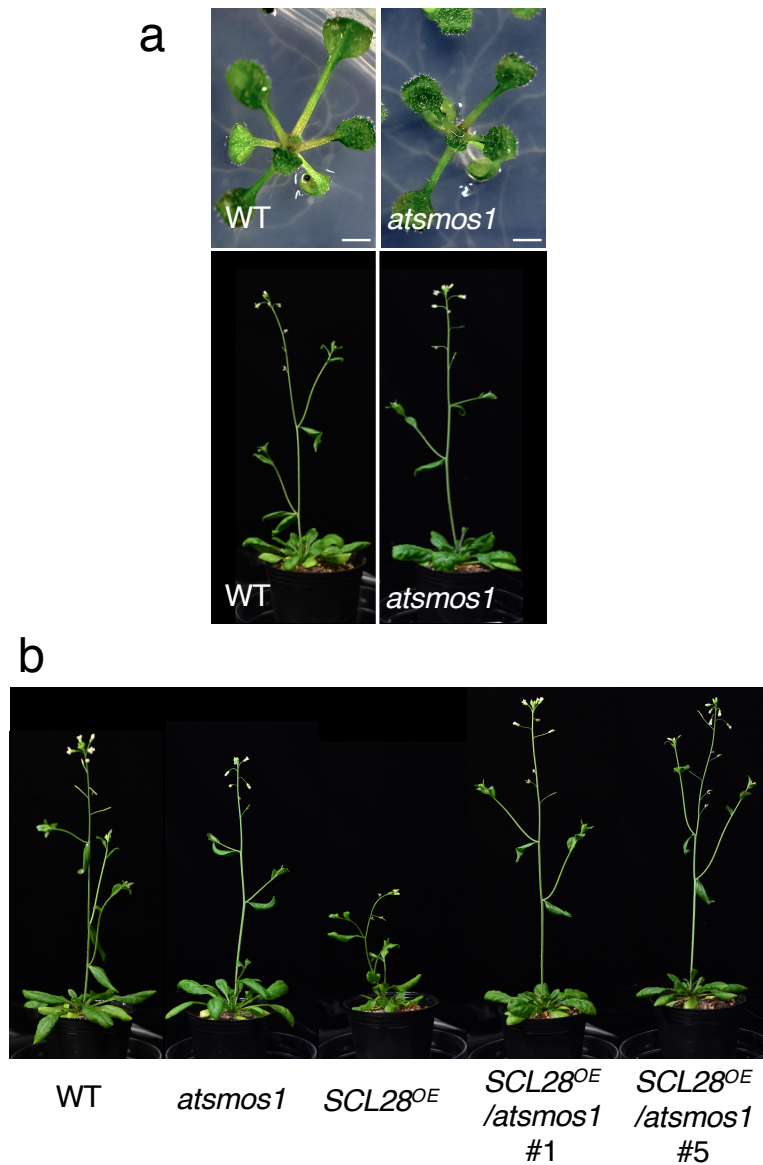

### Supplementary Figure 8

***atsmos1* mutation does not significantly affect the plant growth, but completely suppress the growth inhibition caused by *SCL28* overexpression**

**(a)** Comparison of whole plant appearance between WT and *atsmos1*. Plants grown for 12 days on agar medium (upper) and those grown for four weeks on soil (lower) were photographed. Scale bars indicate 1 mm in upper panels.

**(b)** Comparison of whole plant appearance between WT, *atsmos1*, and *SCL28*<sup>OE</sup> plants and those carrying *atsmos1* and *SCL28*<sup>OE</sup> in combination (*SCL28*<sup>OE</sup>/*atsmos1*). Plants with indicated genotypes were photographed four weeks after sowing. Two independent lines of *SCL28*<sup>OE</sup>/*atsmos1* were analyzed.

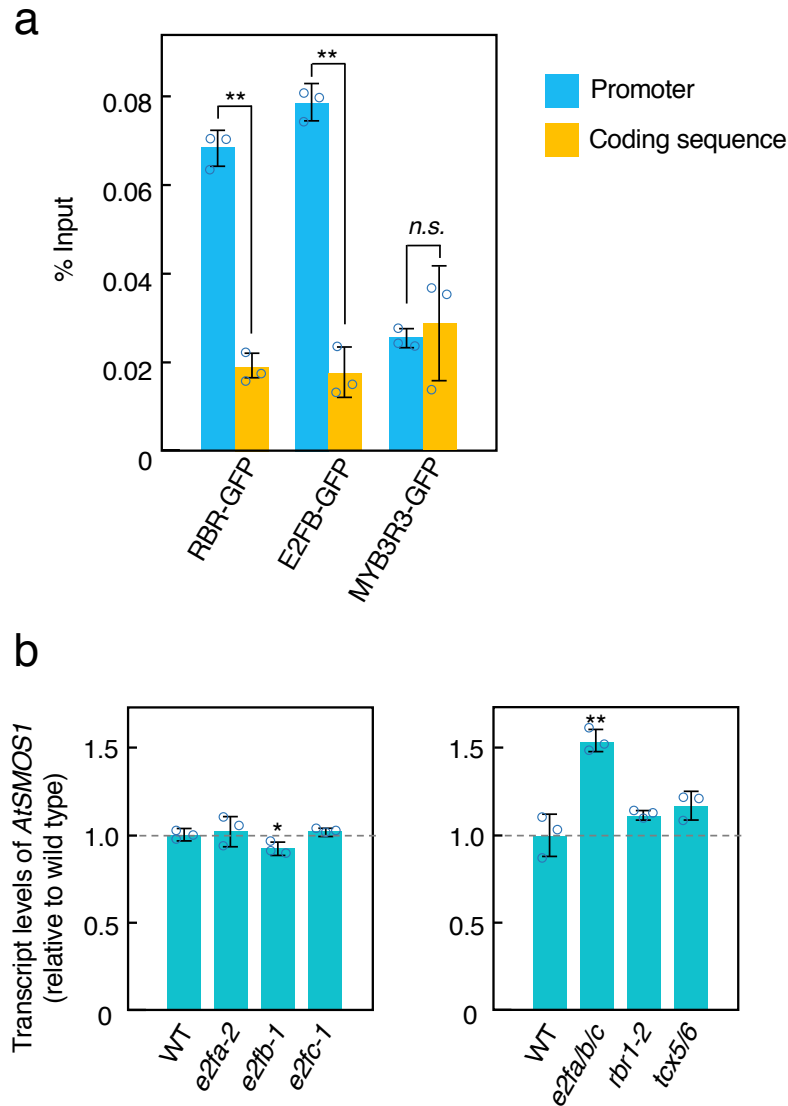

**Supplementary Figure 9**

***AtSMOS1* may be a downstream target regulated by E2F-RBR pathway**

(a) ChIP-qPCR assays were performed using whole seedlings carrying proRBR::RBR-GFP, proE2FB::E2FB-GFP, or proMYB3R3::MYB3R3-GFP. Amount of DNA fragments co-immunoprecipitated with anti-GFP antibody was determined at both promoter region and CDS of *AtSMOS1*, and percentage of ChIPed DNA relative to input DNA was calculated. Data are shown as average from three technical replicates ( $\pm$  SD). Statistical significance was determined using two-sided Student's t-test. \*\*  $P < 0.01$ . n.s., not significant. All transgenic lines carrying GFP fusion constructs were described previously (Magyar et al., 2012; Ószi et al., 2020; Kobayashi et al., 2015).

(b) Transcript levels of *AtSMOS1* in the mutants lacking genes for DREAM components. qRT-PCR was performed using whole seedlings of WT, *e2fa-2*, *e2b-1*, and *e2fc-1* (left) and those of WT, *e2fa/b/c*, *rbr1-2*, and *tcx5/6* (right). Data are shown as averages from three biological replicates ( $\pm$  SD). Statistical significance was determined using two-sided Student's t-test. \* $P < 0.05$ , \*\* $P < 0.01$ . All mutants and mutant combinations have been described previously (Nowack et al., 2012; Wang et al., 2014; Lang et al., 2021).

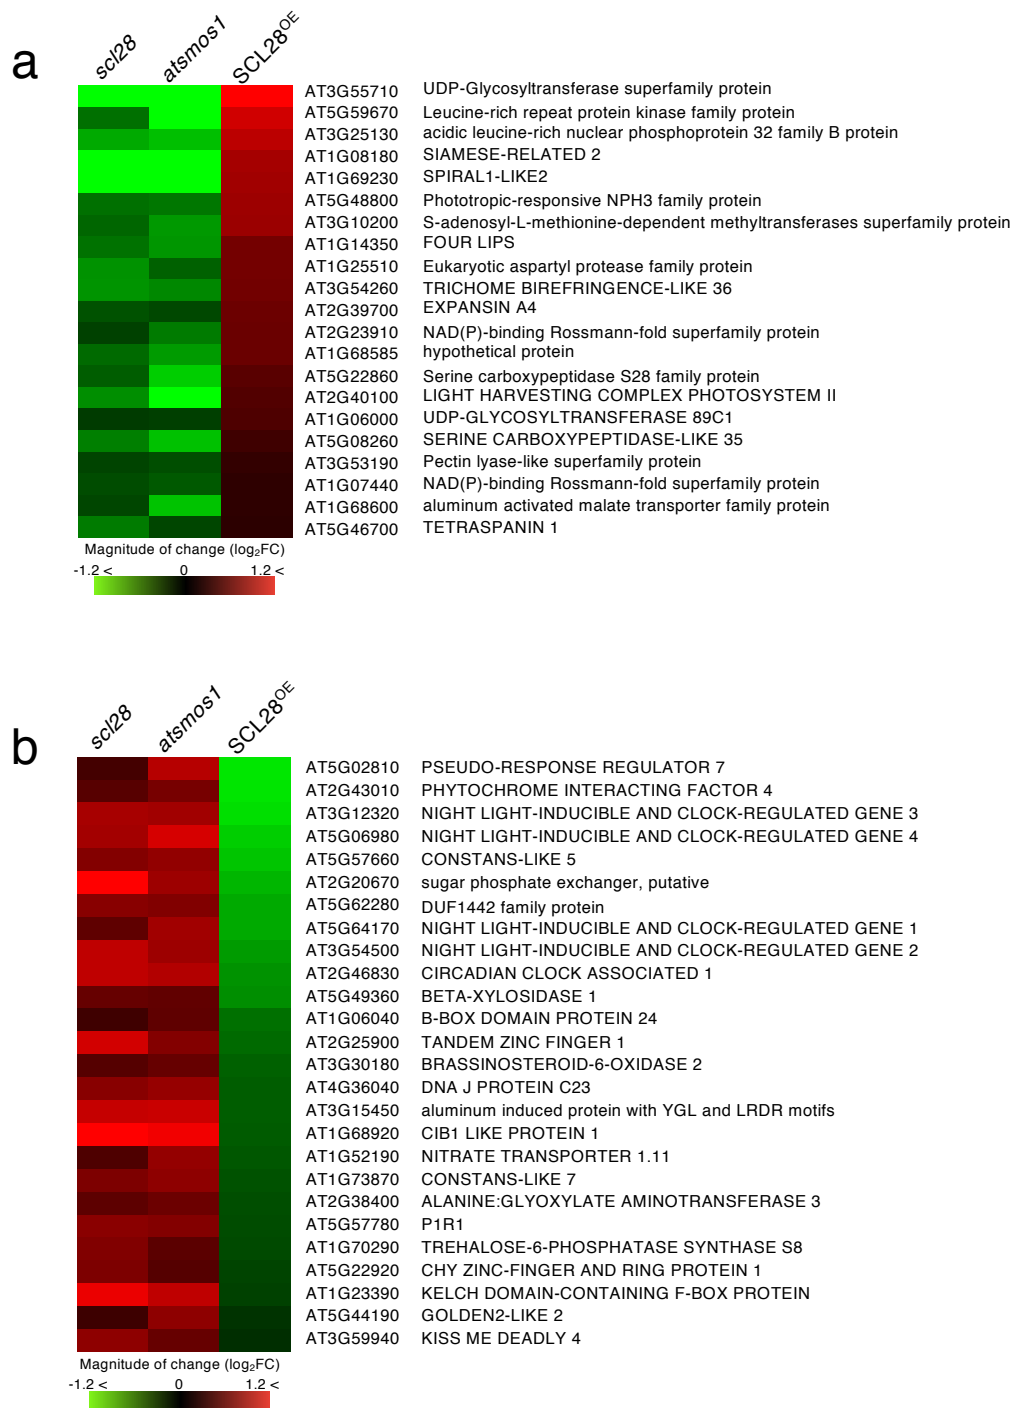

## Supplementary Figure 10

### Heatmap representation of candidate genes regulated by SCL28-AtSMOS1 complex.

(a) Heatmap showing expression changes of 21 genes downregulated in both *scl28* and *atsmos1* and upregulated in *SCL28<sup>OE</sup>*.

(b) Heatmap showing expression changes of 26 genes upregulated in both *scl28* and *atsmos1* and downregulated in *SCL28<sup>OE</sup>*.

Fold change level ( $\log_2$ ) of each gene was calculated by comparing expression levels in *scl28*, *atsmos1*, or *SCL28<sup>OE</sup>* plants with that in WT plants.

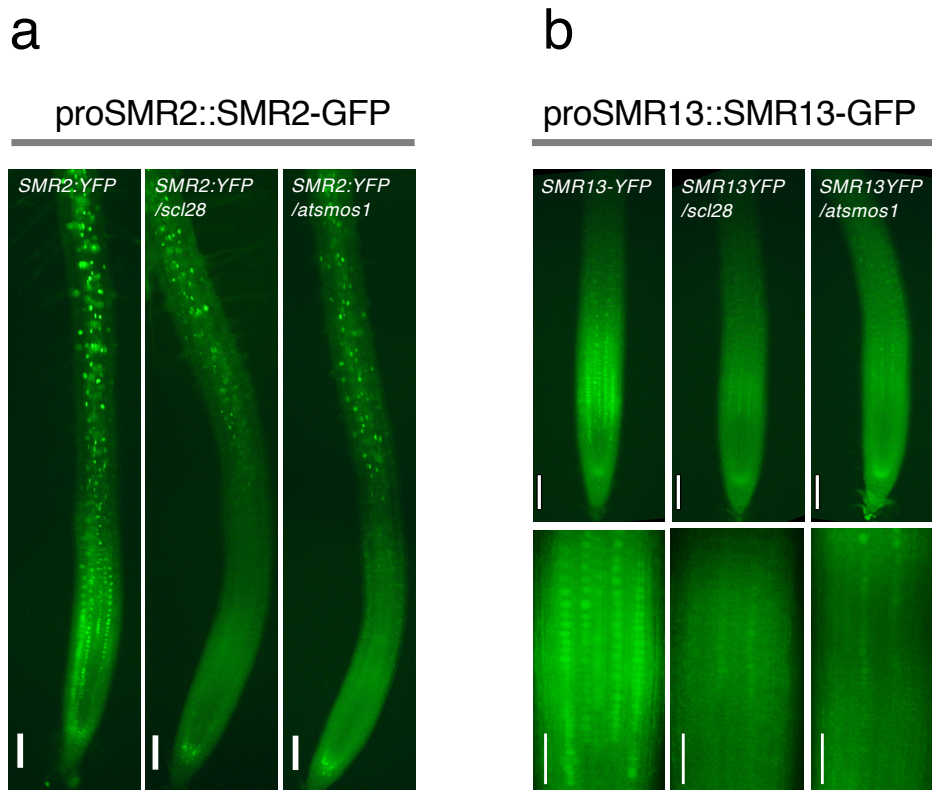

### Supplementary Figure 11

#### Downregulation of SMR2-GFP and SMR13-GFP in *scl28* and *atsmos1* mutants.

(a) Fluorescent images of primary roots from plants at 7 DAS carrying proSMR2::SMR2-GFP under WT, *scl28* or *atsmos1* background. Scale bars indicate 100  $\mu$ m

(b) Fluorescent images of primary roots from plants at 7 DAS carrying proSMR13::SMR13-GFP under WT, *scl28* or *atsmos1* background. Magnified views of meristematic regions are shown in lower panels. Scale bars indicate 100  $\mu$ m (upper) and 50  $\mu$ m (lower).

In (a) and (b), similar difference in GFP expression between WT, *scl28* and *atsmos1* was confirmed in multiple independent lines.

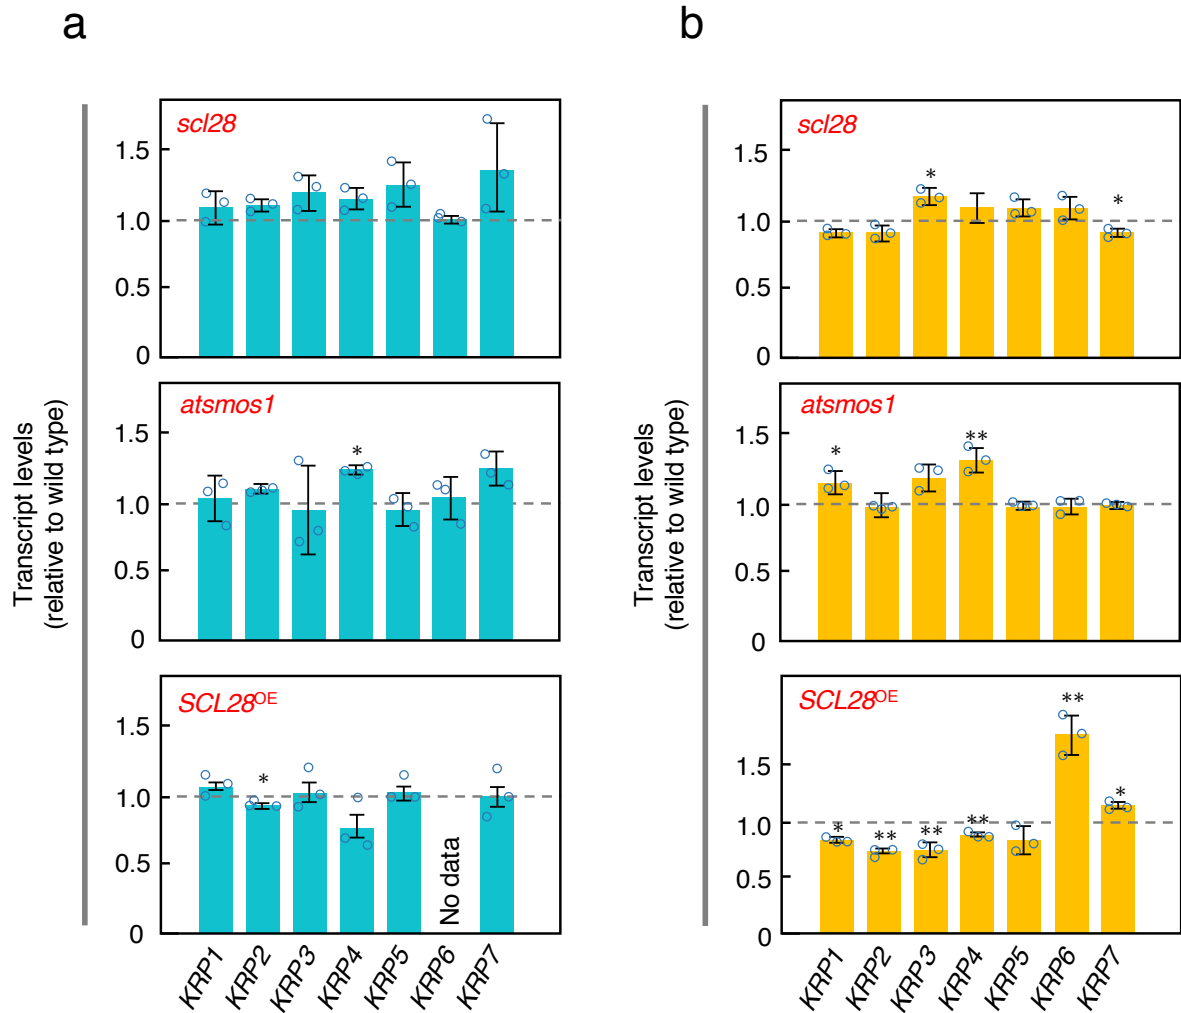

**Supplementary Figure 12**

**Transcript levels of *KRP* genes are not largely affected by *SCL28* and *AtSMOS1*.**

**(a)** Expression data of each *KRP* gene in *scl28*, *atsmos1*, and *SCL28<sup>OE</sup>* plants were collected from transcriptome data, and the relative expression level in each line was calculated by comparing with WT.

**(b)** Expression levels in *scl28*, *atsmos1*, and *SCL28<sup>OE</sup>* plants were validated for each *KRP* gene by qRT-PCR analysis. Relative expression level in each line was calculated by comparing with WT.

In **(a)** and **(b)**, data are shown as averages from three biological replicates ( $\pm$  SD). Statistical significance compared with WT was determined using two-sided Student's t-test. \* $P < 0.05$ , \*\* $P < 0.01$

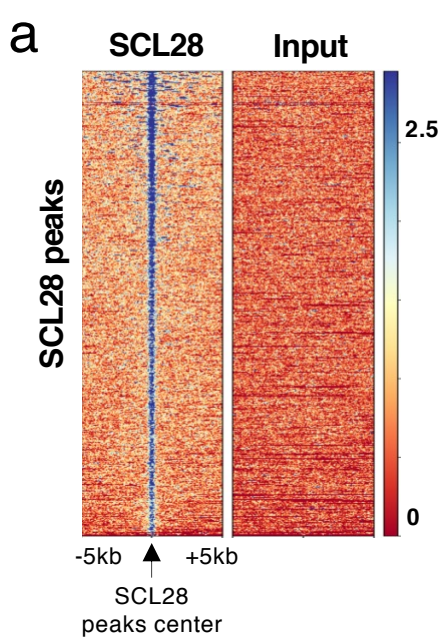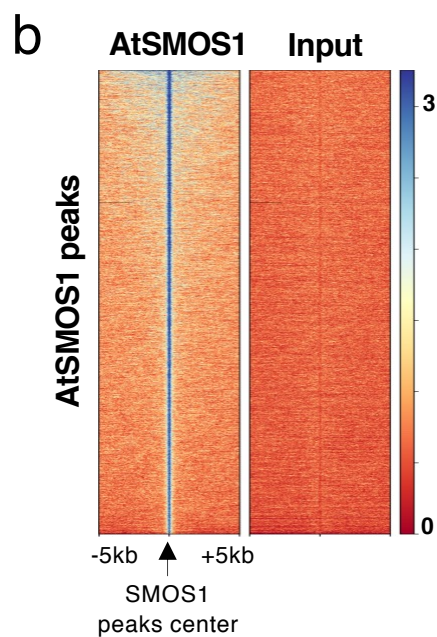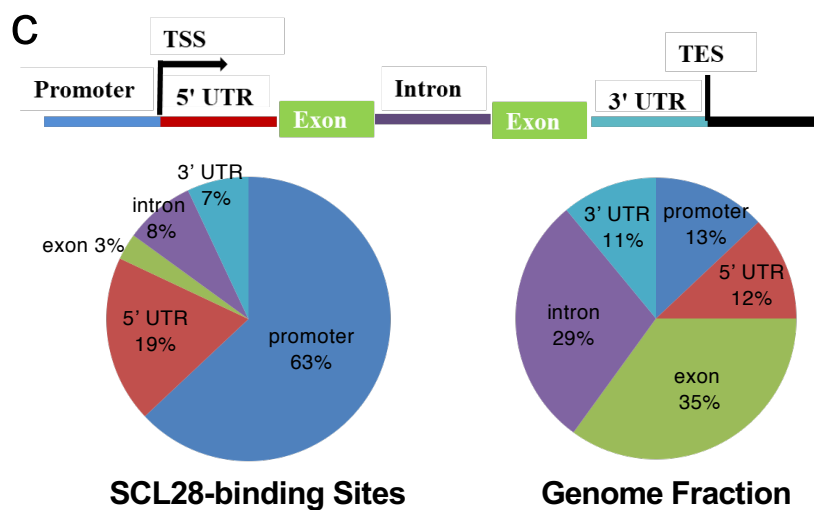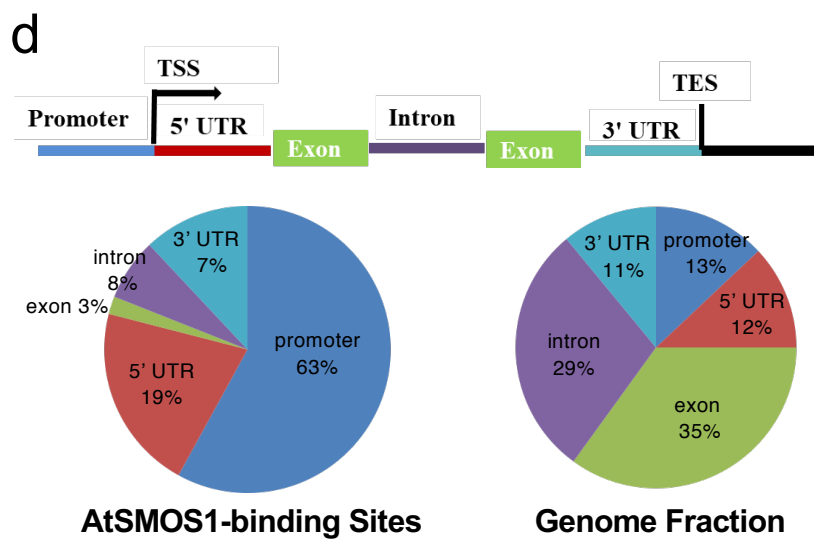

### **Supplementary Figure 13**

#### **SCL28 and AtSMOS1 preferentially bind to promoter regions.**

- (a) Comparison between SCL28 and input of tag density in the  $\pm 5$  kb region around the SCL28 peaks showing ChIP-Seq peaks of SCL28 were successfully detected.
- (b) Comparison between AtSMOS1 and input of tag density in the  $\pm 5$  kb region around the AtSMOS1 peaks showing ChIP-Seq peaks of AtSMOS1 were successfully detected.
- (c) Pie chart representation of the distribution of SCL28 peaks identified by ChIP-Seq in different genomic regions. The definition of each region is described above the pie chart.
- (d) Pie chart representation of the distribution of AtSMOS1 peaks identified by ChIP-Seq in different genomic regions. 

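For comparison with the 5 classes of these charts, each base of chromosomes 1 to 5 was assigned to the first that applied of promoter (1 kb upstream of a TSS), 5′ UTR, exon, 3′ UTR and intron, and bases in none of them were left out of the shares. Of the SCL28 summits of replicate 1 in these classes, 65.7% lay in promoters, 14.2% in 5′ UTRs, 6.80% in exons, 7.69% in introns and 5.62% in 3′ UTRs. The AtSMOS1 summits of replicate 1 were divided into 65.2%, 16.4%, 6.34%, 5.10% and 6.99% in the same order. The genome itself was divided into 35.0% promoter, 5.10% 5′ UTR, 36.2% exon, 18.9% intron and 4.76% 3′ UTR. Outside all classes lay 30.7% of the SCL28 summits and 29.5% of the genome.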

The definition of each region is described above the pie chart.

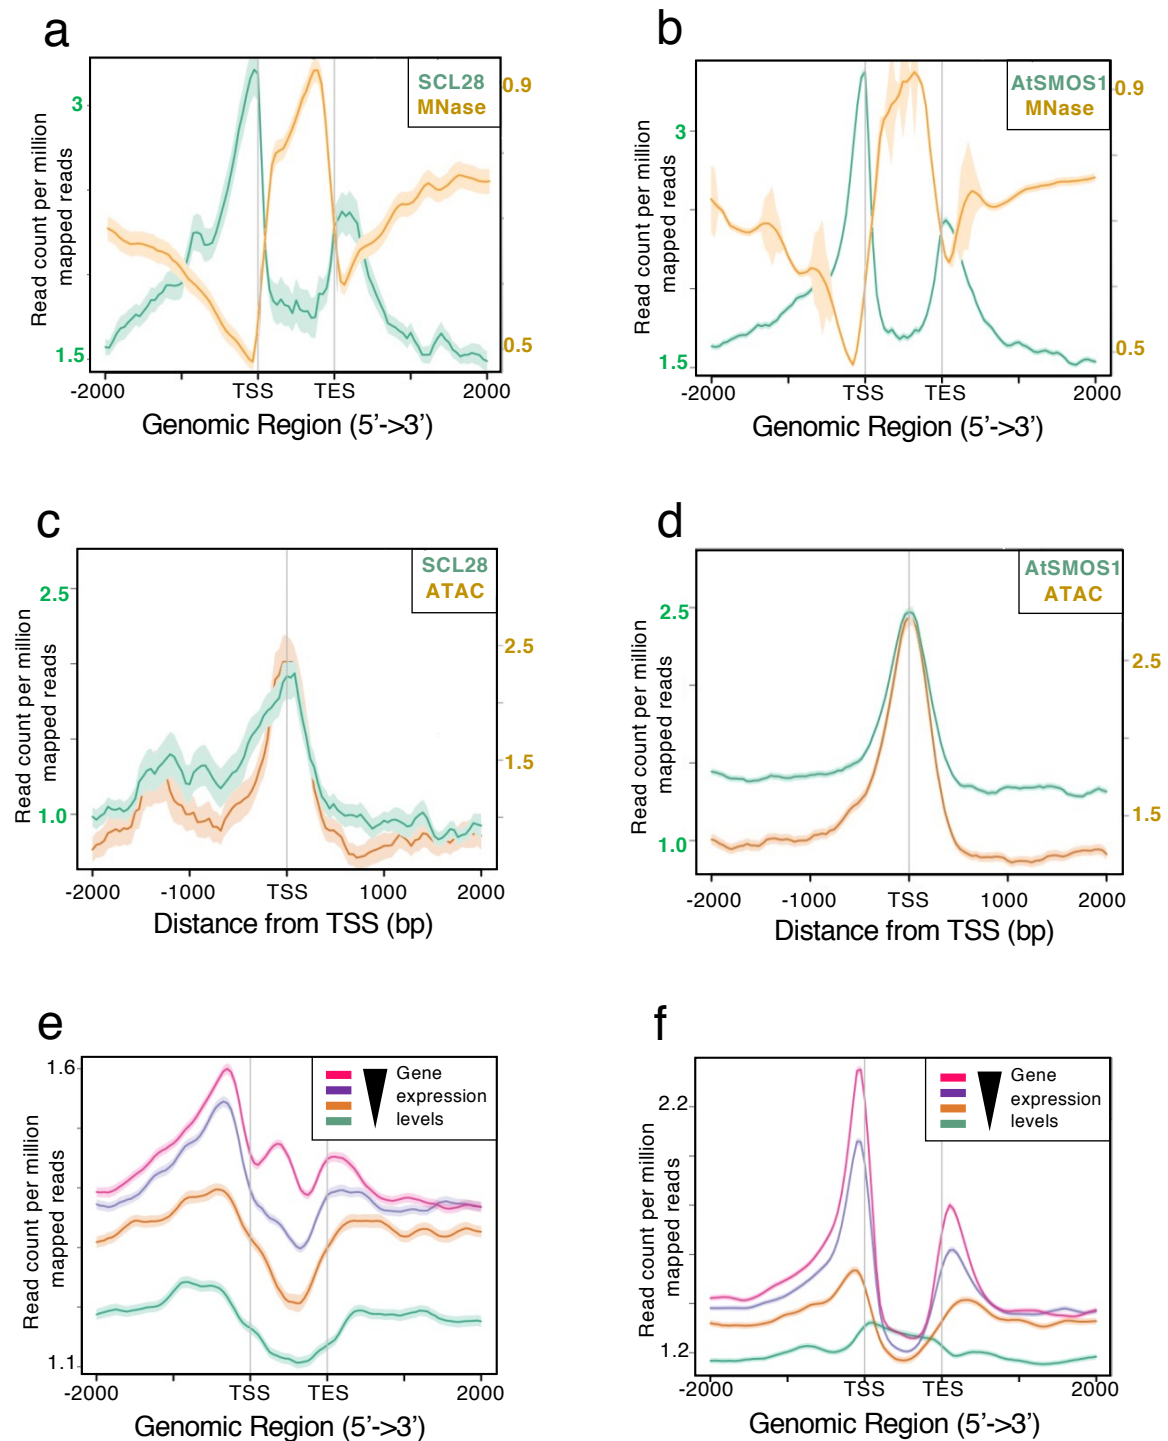

**Supplementary Figure 14**

**SCL28 and AtSMOS1 bind to nucleosome-free and highly accessible chromatin regions with their enrichment levels associated with mRNA levels**

**(a)** SCL28 binds nucleosome-free regions of transcribed genes. Mean profile of SCL28 ChIP-Seq and MNase-seq reads density with respect to a gene model from TSS to TES. Normalization of coverage using

spline algorithm was performed over the genes and flanking 2 kb region.

**(b)** AtSMOS1 binds nucleosome-free regions of transcribed genes. Data from AtSMOS1 ChIP-Seq and MNase-seq were analyzed and shown as in **(a)**.

**(c)** SCL28 binds to chromatin accessible sites. Profiles of SCL28 ChIP-Seq and ATAC-seq reads density were merged over TSS and flanking 2 kb region.

**(d)** AtSMOS1 binds to chromatin accessible sites. Profiles of AtSMOS1 ChIP-Seq and ATAC-seq reads density were merged over TSS and flanking 2 kb region.

**(e)** Highly-expressed genes show higher enrichment for SCL28 binding. Average enrichment profile of SCL28 is correlated with gene expression variations. Gene expression is categorized from low to high expression. Mean-normalized ChIP-Seq densities of equal bins were plotted along the gene and 2-kb region flanking the TSS or TES.

**(f)** Highly-expressed genes show higher enrichment for AtSMOS1 binding. ChIP-Seq data of AtSMOS1 were analyzed as in **(e)**.

In **(a)-(f)**, solid line represents median signal and lighter shading represents standard error and 95% confidence interval.

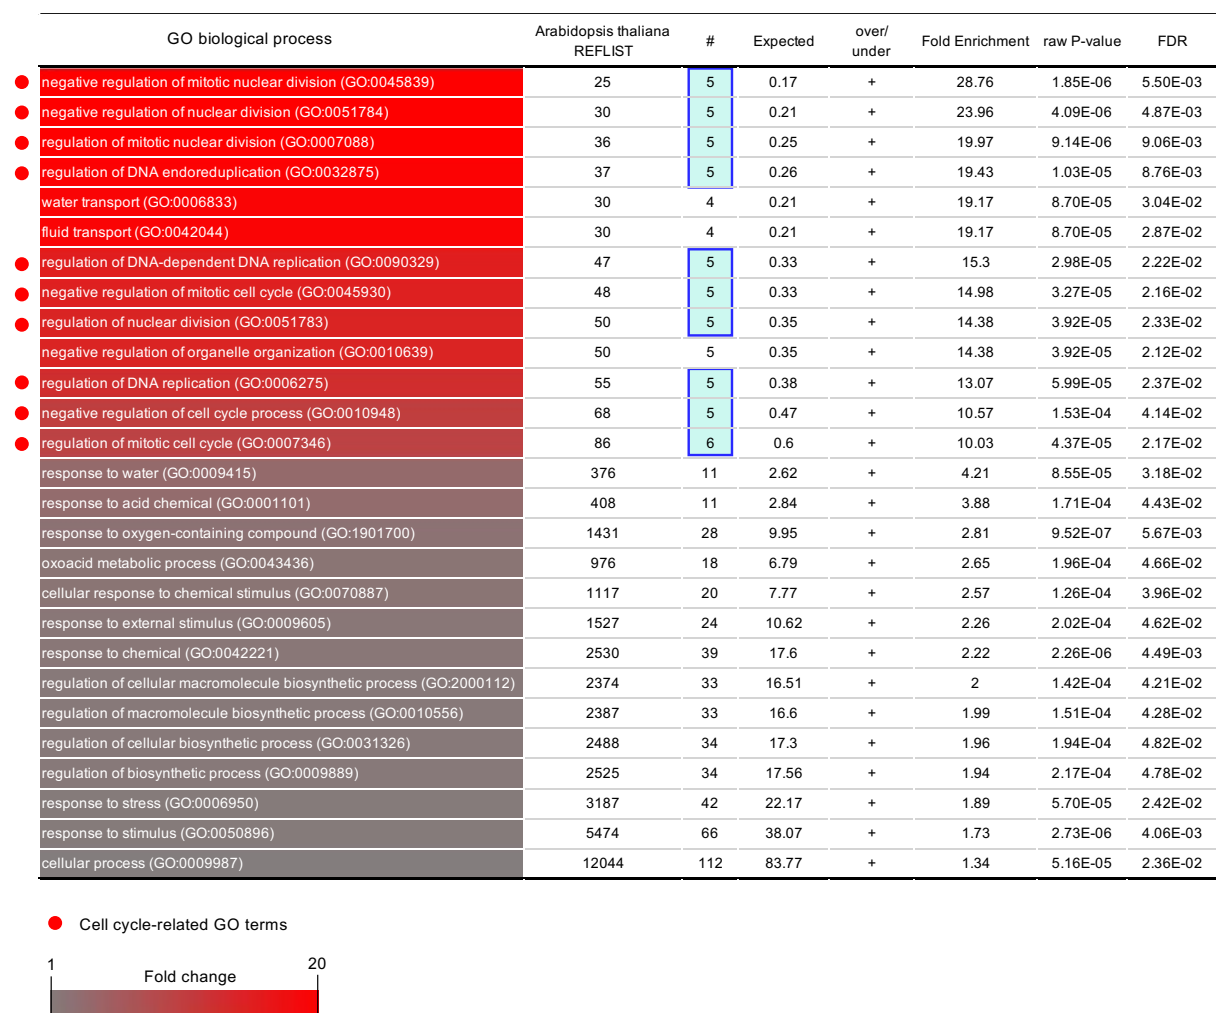

## Supplementary Figure 15

### Gene ontology enrichment analysis of common targets of SCL28 and AtSMOS1.

GO enrichment analysis was performed using PANTHER overrepresentation test with the “GO biological processes complete” dataset. Overrepresented GO terms related to cell cycle are shown by red dots on the left. Blue backgrounds show the number of common target genes belonging to the corresponding cell cycle-related GO categories, all of which include five common *SMR* genes (*SMR2*, *SMR4*, *SMR6*, *SMR8*, and *SMR9*). Enrichment of GO terms was analyzed using one-sided Fisher exact test, and its statistical significance was evaluated by raw *P*-value and FDR-adjusted *P*-value.

### SIM locus

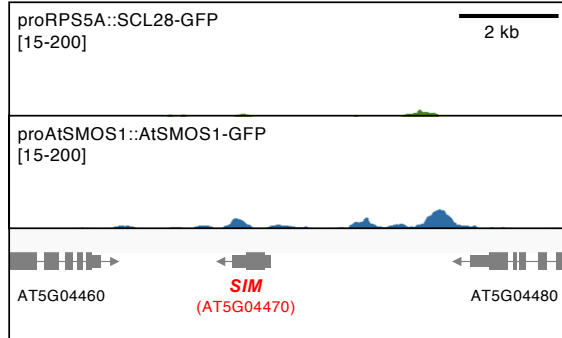

### SMR1 locus

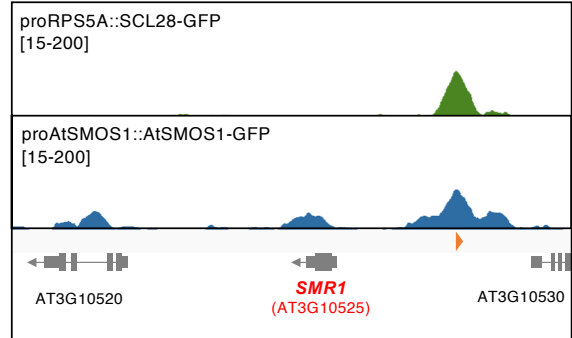

### SMR2 locus

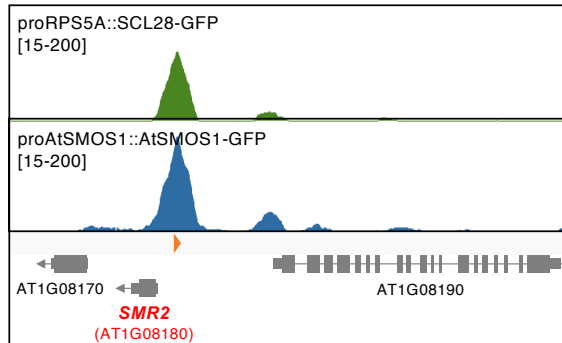

### SMR3 locus

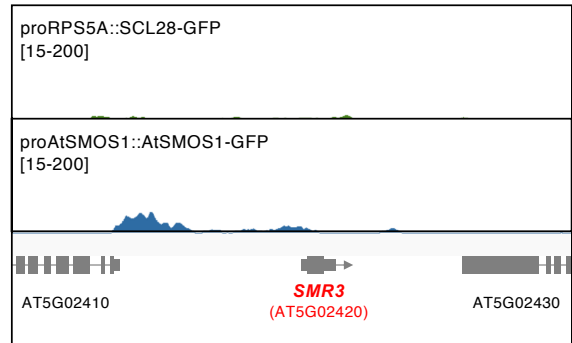

### SMR4 locus

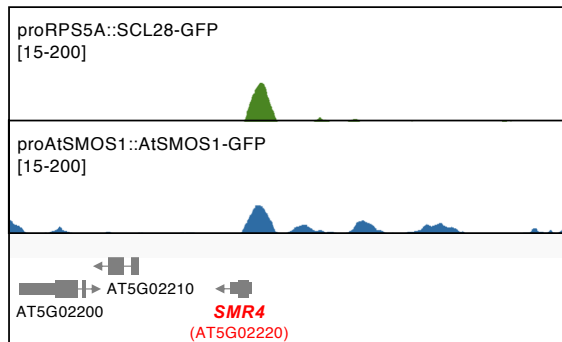

### SMR5 locus

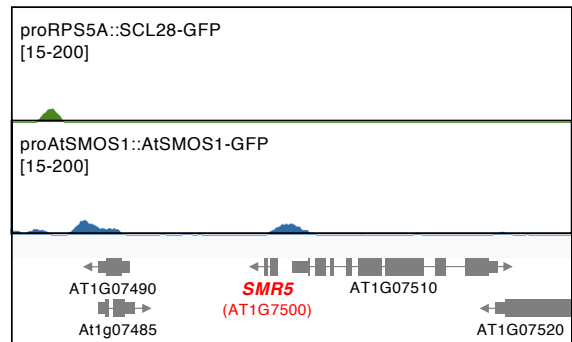

### SMR6 locus

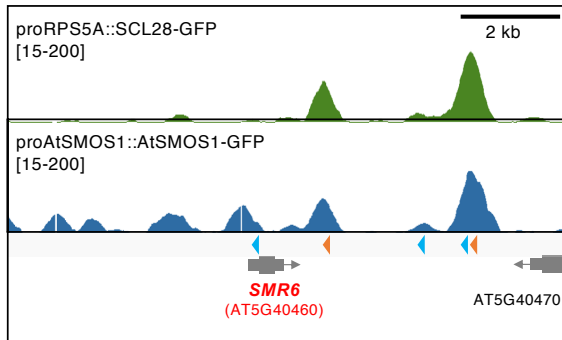

### SMR7 locus

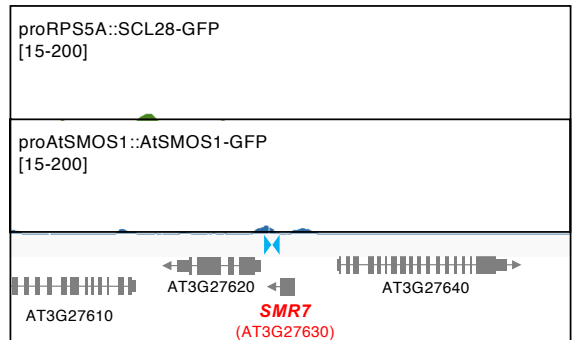

### SMR8 locus

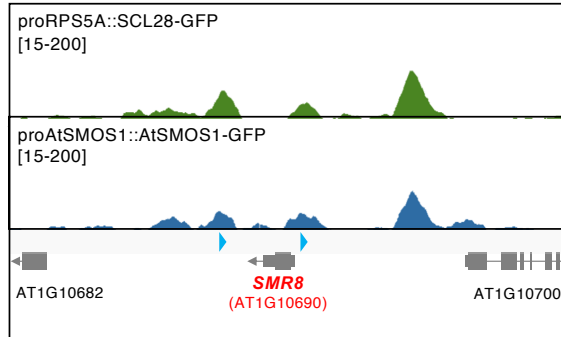

### SMR9 locus

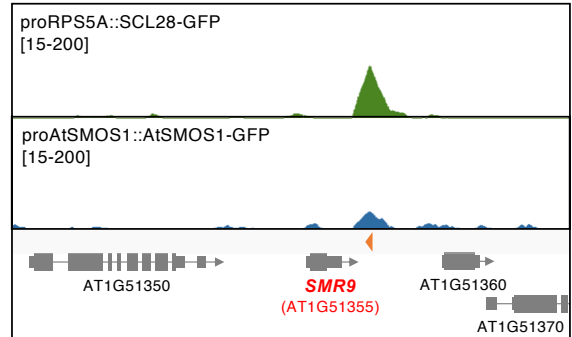

### SMR10 locus

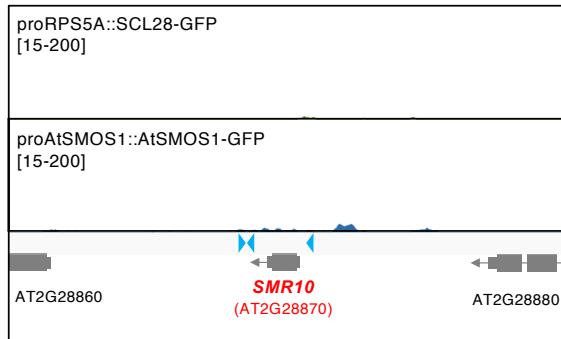

### SMR11 locus

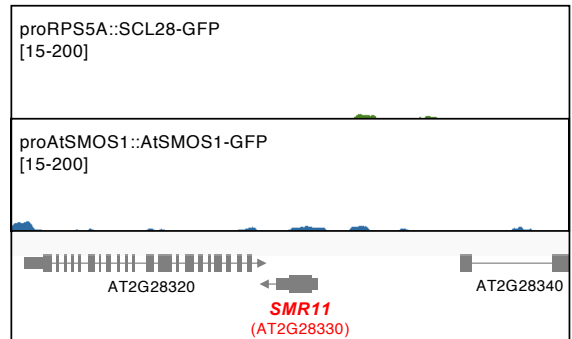

### SMR12 locus

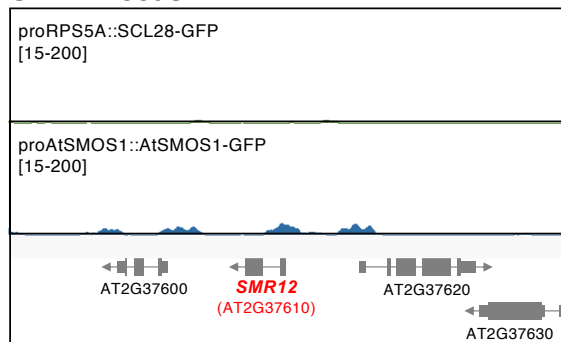

### SMR13 locus

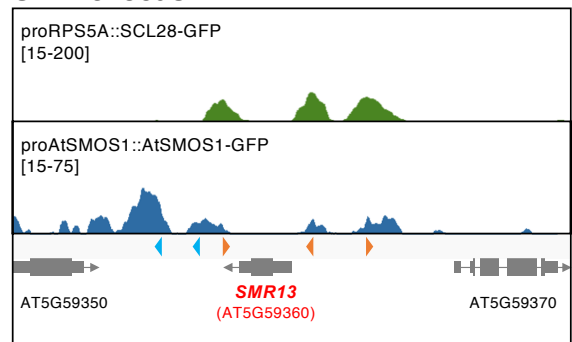

### SMR14 locus

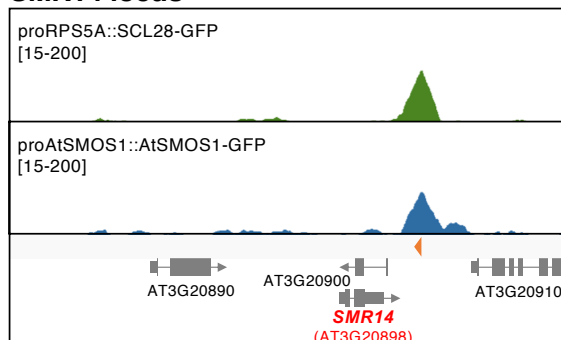

### SMR15 locus

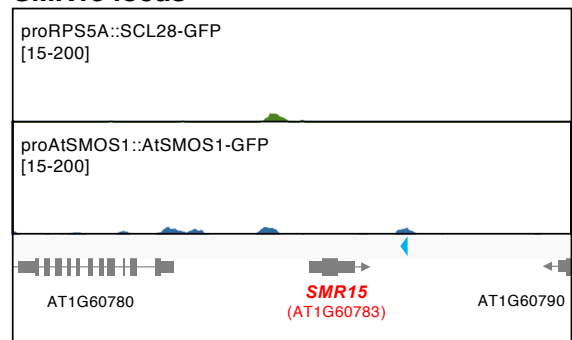

### ***SMR16* locus**

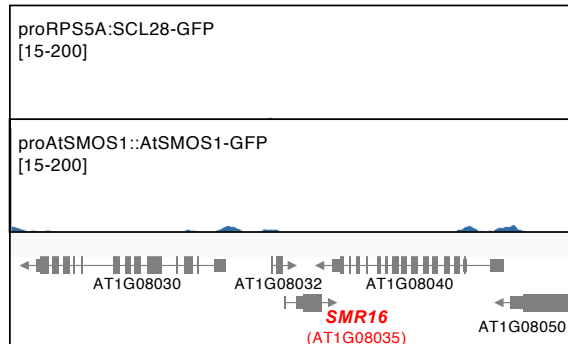

### **Supplementary Figure 16**

#### **ChIP-Seq profile of SCL28 and AtSMOS1 around the *SMR* genes.**

Genome-wide binding of SCL28 and AtSMOS1 was analyzed by ChIP-Seq using proRPS5A::SCL28-GFP and proAtSMOS1::AtSMOS1-GFP plants. The ChIP-Seq profiles of SCL28 and AtSMOS1 are shown for all 17 genes of the SMR family in Arabidopsis. 

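Within 2 kb of the gene, SCL28 peaks of replicate 1 were present at 8 of the 17 genes, SMR2, SMR4, SMR6, SMR8, SMR9, SMR13, SMR14 and SMR15, and the same 8 were found in replicate 2. AtSMOS1 peaks were present at 9 genes in each replicate, which lack SMR15 and include SMR1 and SMR5. The SCL28 peak of SMR1 lay farther away than 2 kb. At SMR15 (AT1G60783), an SCL28 peak with a fold enrichment of 4.45 lay at 22373992 to 22374346 on chromosome 1, with its summit 750 bp upstream of the TSS, and had no AtSMOS1 peak. At SMR5 (AT1G07500), AtSMOS1 peaks with 3.53 and 2.89 in replicates 1 and 2 lay upstream of the TSS, and ftsh10 (AT1G07510) is their nearest gene.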

Orange arrowheads indicate DNA motifs perfectly matching C(a/t)T(a/t)GGATNC(c/t)(a/t) identified as an enriched motif in the SCL28/AtSMOS1 common targets, whereas blue arrowheads indicate motifs matching the enriched motif with one base mismatch.

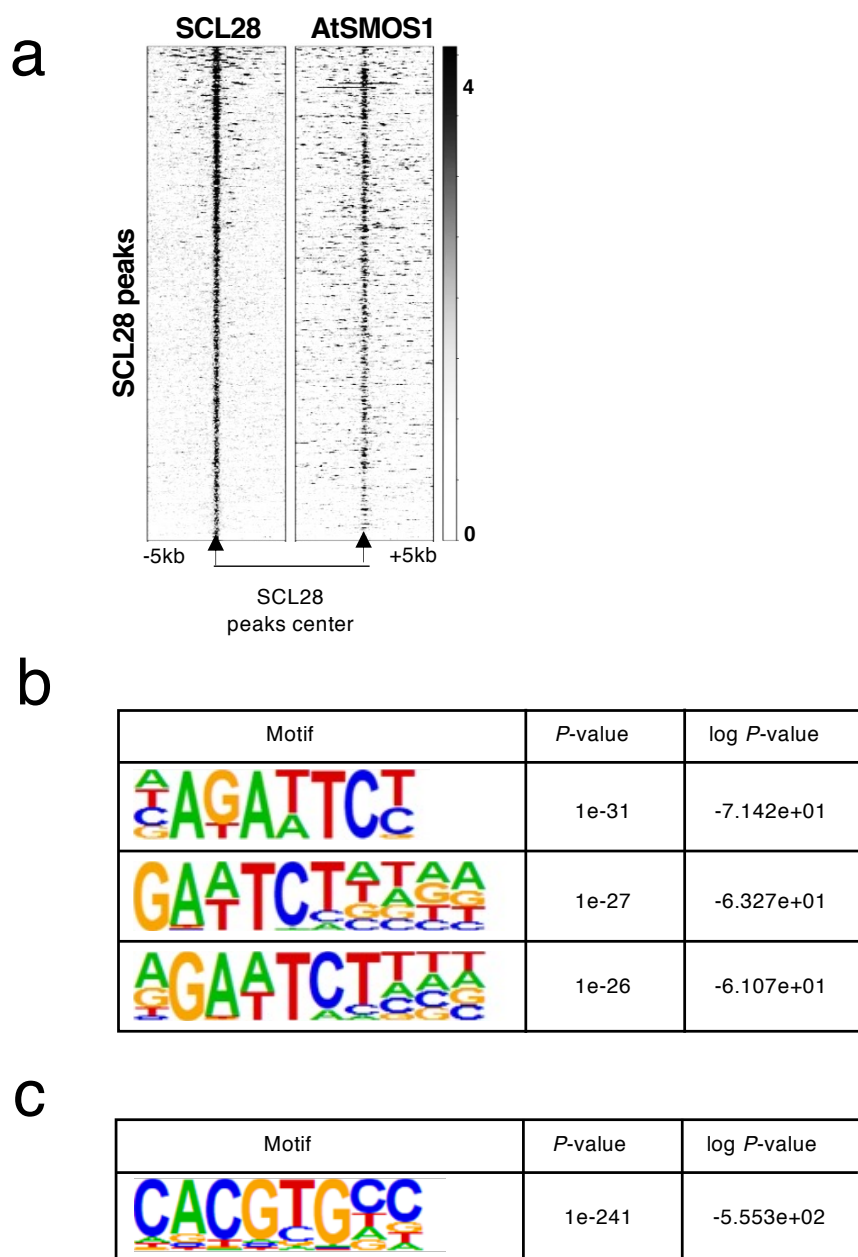

### Supplementary Figure 17

#### Supporting evidence for binding of SCL28 and AtSMOS1 together at the same genomic sites.

(a) Co-occurrence of ChIP-Seq peak of SCL28 and AtSMOS1 at the genome-wide scale. SCL28 and AtSMOS1 tag density was compared in the  $\pm 5$  kb region around the SCL28 peaks.

(b) Motifs enriched in SCL28 targets. 

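The pattern A(g/t)A(a/t)TC(c/t), read from the logo of the SCL28 motif, was searched in the 200 bp at the summits of replicate 1. It was present at 98 of the 199 SCL28 summits without an AtSMOS1 peak (49.2%, CI 42.1 to 56.4%) and at 135 of the 289 SCL28 summits with an AtSMOS1 peak (46.7%, CI 40.8 to 52.6%), compared with 25.2% of 20000 random windows (two-sided Fisher's exact tests, p = 4.64e-13 and 4.49e-15). AtSMOS1 summits without an SCL28 peak had it in 23.7% of windows.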

HOMER motif search identified major SCL28-associated motifs.

(c) Motifs enriched in AtSMOS1 targets. 

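The hexamer CACGTG was present within 200 bp at 723 of the 5134 AtSMOS1 summits of replicate 1 without an SCL28 peak (14.1%, CI 13.1 to 15.1%), compared with 447 of 20000 random windows (2.24%, two-sided Fisher's exact test, p = 8.35e-221). At the AtSMOS1 summits that overlapped an SCL28 peak, it was present in 40 of 304 (13.2%, CI 9.57 to 17.5%). SCL28 summits without an AtSMOS1 peak had it in 9 of 199 (4.52%, CI 2.09 to 8.41%, p = 0.0477 against the random windows, same exact test).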

HOMER motif search identifies major AtSMOS1-associated motif.

In (b) and (c), motif enrichment was evaluated by *P*-value from one-sided hypergeometric tests (no adjustment).

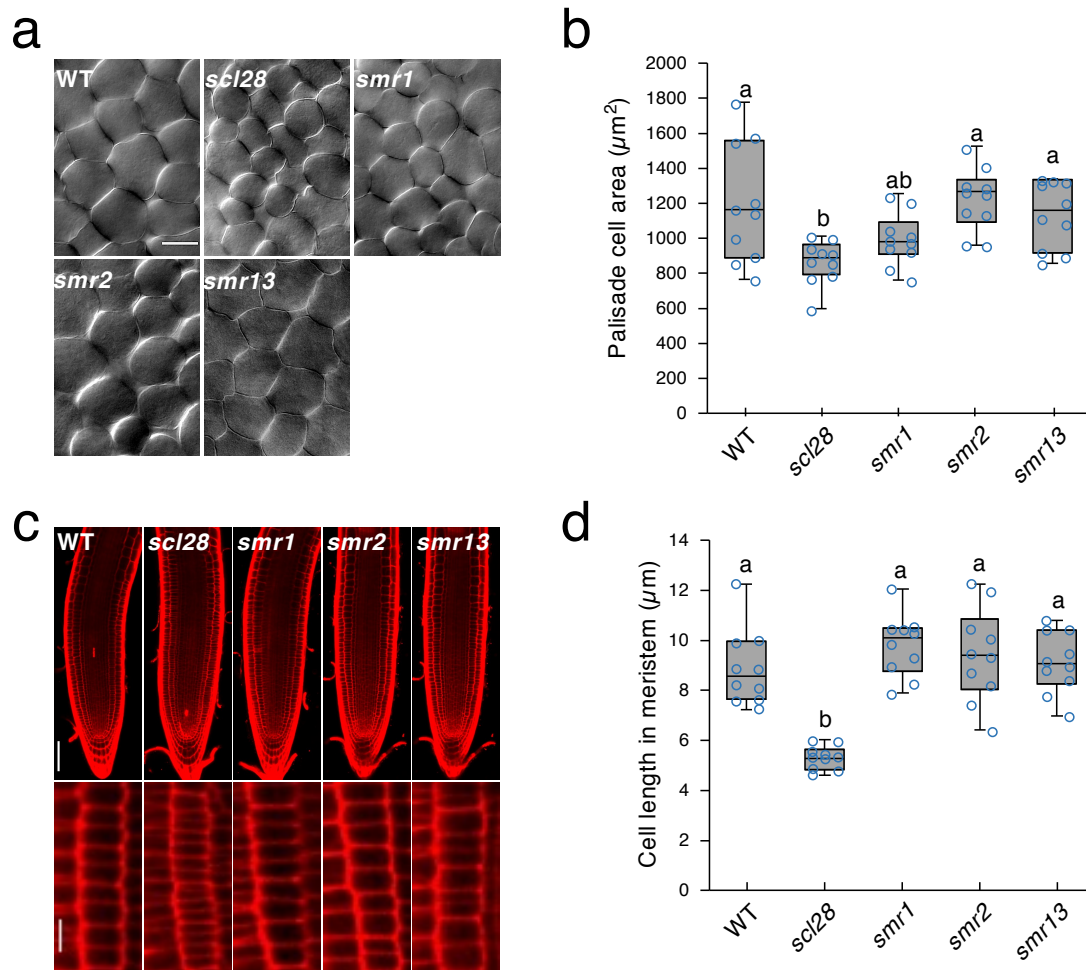

### Supplementary Figure 18

#### Cell size phenotype of *smr1*, *smr2*, and *smr13* plants.

(a) First leaf pairs from plants at 22 DAS with indicated genotypes were cleared and observed with DIC microscopy. Scale bar indicates 30  $\mu\text{m}$ .

(b) Quantification of palisade cell area in first leaf pairs from plants with indicated genotypes. Boxplot was generated using data collected from leaves of 10 different plants, in each of which more than 40 cells were analyzed (midline = median, box = IQR, whiskers =  $1.5 \times \text{IQR}$ ). Different letters above boxplots indicate significant differences based on one-way ANOVA and Tukey's test,  $P < 0.05$ .

(c) Root meristems from plants at 7 DAS with indicated genotypes were stained by PI and observed with LSCM. Magnified views of cortical cell files are shown in lower panels. Scale bars indicate 50  $\mu\text{m}$  (upper) and 15  $\mu\text{m}$  (lower).

(d) Quantification of cell length in cortical cell files from plants with indicated genotypes. Boxplot was generated using data collected from roots of 10 different plants, in each of which more than 50 cells were analyzed (midline = median, box = IQR, whiskers =  $1.5 \times \text{IQR}$ ). Different letters above boxplots indicate significant differences based on one-way ANOVA and Tukey's test.  $P < 0.05$ .

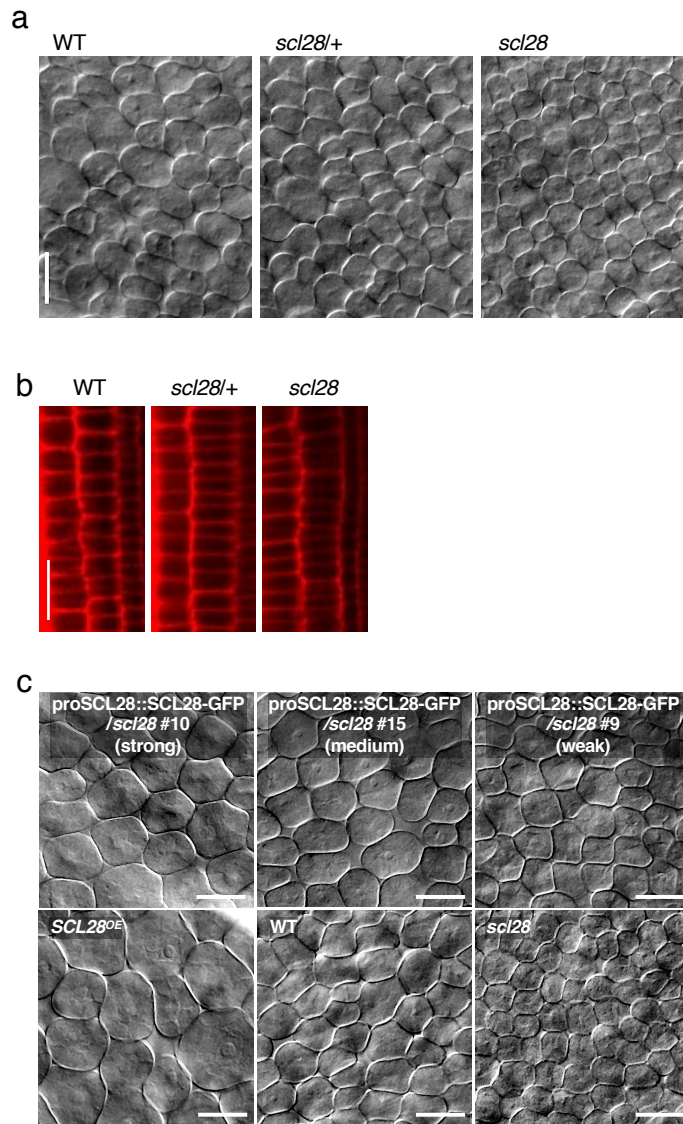

### Supplementary Figure 19

#### Cell size phenotype of plants heterozygous for *scl28* and those with moderately increased *SCL28* expression.

**(a)** Images of palisade cells from WT plants and those heterozygous (*scl28/+*) or homozygous (*scl28*) for *scl28*. DIC microscopy observations were made for cleared first leaf pairs from plants at 10 DAS. Scale bar indicates 25  $\mu\text{m}$ . Quantitative analysis of cell size is shown in Fig. 8b.

**(b)** Images of cortical cells in root meristems from WT, *scl28/+*, and *scl28* plants. Meristems of primary roots were stained by PI and observed with LSCM. Scale bar indicates 25  $\mu\text{m}$ . Quantitative analysis of cell size is shown in Fig. 8c.

**(c)** Images of palisade cells from different transgenic lines of proSCL28::SCL28-GFP under *scl28* background with various expression levels (strong, medium, and weak). For comparison, WT, *scl28* and *SCL28<sup>OE</sup>* plants were also analyzed. DIC microscopy observations were made for cleared first leaf pairs from plants at 10 DAS with indicated genotypes. Scale bar indicates 20  $\mu\text{m}$ . Quantitative analysis of cell size is shown in Fig. 8d.

## Supplementary Table 1

### Primers used in this study

**Supplementary Table 1 (Continued)**

| Continued       |                                        |                             |
|-----------------|----------------------------------------|-----------------------------|
| Primer name     | Purpose                                | Sequence                    |
| KRP7 F          | qRT-PCR for KRP7                       | GCAGGCAGAGCTTGATGACT        |
| KRP7 R          | qRT-PCR for KRP7                       | TCATTGACGATGTCGTAGTTGTACT   |
| ACT2 q3         | qRT-PCR for ACT2                       | AATCCAGCACAATACCGTTGTAC     |
| ACT2 q5         | qRT-PCR for ACT2                       | TCCTCTTAACCCAAAGGCCAACAG    |
| UBQ(-253/-32)_F | ChIP-qPCR for UBQ10 promoter           | AATAAACGGCGTCAAAGTGG        |
| UBQ(-253/-32)_R | ChIP-qPCR for UBQ10 promoter           | ACGAGGACGACTAGGTCACG        |
| pSMR2_(-567)_F  | ChIP-qPCR for SMR2 promoter (distal)   | GCGAAGGAGCGAATAATTCC        |
| pSMR2_(-392)_R  | ChIP-qPCR for SMR2 promoter (distal)   | CGGAGAAGCTTATCCAAATTAATG    |
| pSMR2_(-177)_F  | ChIP-qPCR for SMR2 promoter (proximal) | GATTAATTCATACATGTACATTTTCGC |
| pSMR2_(-10)_R   | ChIP-qPCR for SMR2 promoter (proximal) | GATGTGAAAGTTTCGTGGGC        |
| SMR2_F3         | ChIP-qPCR for SMR2 CDS                 | CAAGATTGTCCAAAGATCTTCGG     |
| SMR2_R1         | ChIP-qPCR for SMR2 CDS                 | GGCACTATTACTCCTTCGTTTC      |
| pSMOS1(-300)_qF | ChIP-qPCR for AtSMOS1 promoter         | CAACAACATCGTGAGTGACC        |
| pSMOS1(-300)_qR | ChIP-qPCR for AtSMOS1 promoter         | CGTGACGTGATCTGTTTCTGG       |
| SMOS1_cds_qF1   | ChIP-qPCR for SMR2 CDS                 | AGCCAACAAGAACCGTCAAC        |
| SMOS1_cds_qR1   | ChIP-qPCR for SMR2 CDS                 | ACAAAGGACGCCAAGGTTTG        |

## References

- Dietz, K. J., Vogel, M. O. & Viehhauser, A. AP2/EREBP transcription factors are part of gene regulatory networks and integrate metabolic, hormonal and environmental signals in stress acclimation and retrograde signalling. *Protoplasma* **245**, 3-14 (2010).
- Edgar, R. C. MUSCLE: multiple sequence alignment with high accuracy and high throughput. *Nucleic Acids Res.* **32**, 1792-1797 (2004).
- Goodstein, D. M., Shu, S., Howson, R., Neupane, R., Hayes, R. D., Fazo, J., Mitros, T., Dirks, W., Hellsten, U., Putnam, N. & Rokhsar, D. S. Phytozome: a comparative platform for green plant genomics. *Nucleic Acids Res.* **40** (Database issue), D1178-1186 (2112).
- Kumar, S., Stecher, G., Li, M., Knyaz, C. & Tamura, K. MEGA X: Molecular Evolutionary Genetics Analysis across Computing Platforms. *Mol. Biol. Evol.* **35**, 1547-1549 (2018).
- Magyar, Z., Horváth, B., Khan, S., Mohammed, B., Henriques, R., De Veylder, L., Bakó, L., Scheres, B. & Bögre, L. Arabidopsis E2FA stimulates proliferation and endocycle separately through RBR-bound and RBR-free complexes. *EMBO J.* **31**: 1480–1493 (2012).
- Nowack, M. K., Harashima, H., Dissmeyer, N., Zhao, X., Bouyer, D., Weimer, A. K., De Winter, F., Yang, F. & Schnittger, A. Genetic framework of cyclin-dependent kinase function in *Arabidopsis*. *Dev. Cell* **22**, 1030-1040 (2012).
- Őszi, E., Papdi, C., Mohammed, B., Petkó-Szandtner, A., Leviczky, T., Molnár, E., Galvan-Ampudia, C., Khan, S., Juez, E.L., Horváth, B., Bögre, L. & Magyar, Z. E2FB Interacts with RETINOBLASTOMA RELATED and Regulates Cell Proliferation during Leaf Development. *Plant Physiol.* **182**, 518-533 (2020).
- Saitou, N. & Nei, M. The neighbor-joining method: a new method for reconstructing phylogenetic trees. *Mol. Biol. Evol.* **4**, 406-25 (1987).
- Sharoni, A. M., Nuruzzaman, M., Satoh, K., Shimizu, T., Kondoh, H., Sasaya, T., Choi, I. R., Omura, T. & Kikuchi, S. Gene structures, classification and expression models of the AP2/EREBP transcription factor family in rice. *Plant Cell Physiol.* **52**, 344-60 (2011).
- Wang, S., Gu, Y., Zebell, S.G., Anderson, L.K., Wang, W., Mohan, R. & Dong, X. A noncanonical role for the CKI-RB-E2F cell-cycle signaling pathway in plant effector-triggered immunity. *Cell Host. Microbe* **16**, 787-794 (2014).

# Supplementary material for: A hierarchical transcriptional network activates specific CDK inhibitors that regulate G2 to control cell size and number in Arabidopsis
**Source:** Nat Commun. 2022 Mar 29;13:1660. doi: 10.1038/s41467-022-29316-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

#### Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Differentially expressed genes in *scl28*, *atsmos1* and *SCL28<sup>OE</sup>* plants compared to wild type plants.

File name: Supplementary Data 2

Description: Direct target genes bound by SCL28 and AtSMOS1 as defined by ChIP-Seq analysis.

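For each protein, the table gives 1 line per peak with its position, the nearest gene and the distance between them, so that a gene is a target when it is the nearest gene to at least 1 peak, and a gene with several peaks appears several times. The SCL28 part holds 488 peaks at 463 genes, and assigning the replicate 1 peaks anew gave the same gene for all 488. For AtSMOS1, 1999 lines could be read in the copy used here, which names 1553 genes, and 1997 of these peaks were given the same gene. All genes named in both parts have the same start, end and strand in the TAIR10.1 annotation used here.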

# Supplementary material for: A hierarchical transcriptional network activates specific CDK inhibitors that regulate G2 to control cell size and number in Arabidopsis
**Source:** Nat Commun. 2022 Mar 29;13:1660. doi: 10.1038/s41467-022-29316-2
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Numerical computing and statistical analysis were conducted using Excel (Microsoft 365) and R (version 4.1.2) qPCR was performed with StepOnePlus Real-Time PCR Systems (Applied Biosystems) and associated software. Cell size and number in mesophyll and root meristem was measured and collected by Fiji (imageJ). Ploidy data was collected using CyStain UV precise P kit (Sysmex) and associated software.                                                         |
| Data analysis   | RNA-Seq data analysis was performed with Bowtie and edgeR. For microarray data analysis, we used Microarray Suite ver. 5 (Affymetrix) and GeneSpring 7.1 (Agilent Technologies). ChIP-Seq data analysis was conducted with FASTQC, Trimmomatic-0.38, Bowtie2 v2.3.5, macs2 2.2.7.1, samtools v1.9, BEDTOOLS INTERSECT, IGB, HOMER and NGSplot. Gene ontology enrichment analysis was conducted using Panther ( <a href="http://pantherdb.org">http://pantherdb.org</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The main data supporting the finding of this study are available within the article and its Supplementary Information files. RNA-Seq data for WT, scl28, and atsmos1

can be accessed from the DDBJ database under accession number DRA012786 [https://ddbj.nig.ac.jp/resource/sra-submission/DRA012786]. ChIP-Seq data of SCL28 and AtSMOS1 can be accessed at Gene Expression Omnibus database under accession number GSE183209 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183209]. Arabidopsis mutants and transgenic lines, as well as plasmids generated in this study are available from the corresponding author upon reasonable request. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on the experimental variability and amount of samples required for statistical analysis. Sample sizes are indicated in the Figure legends and main text. |
| Data exclusions | No data were excluded from the study.                                                                                                                                                   |
| Replication     | Numbers of replicates were started in the figure legends and Method section.                                                                                                            |
| Randomization   | Plant samples used in this study were genetically homogeneous and of the same age under same growth condition. When sampling, plants were randomly picked up.                           |
| Blinding        | Blinding was not relevant to our study.                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Antibodies against GFP that is commercially available. (Abcam, ab290). For each IP, 1 µg of antibody was used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Validation      | Anti-GFP antibody (ab290) is a highly versatile antibody that gives a stronger signal than other anti-GFP antibodies available. On Western blot the antibody detects the GFP fraction from cell extracts expressing recombinant GFP fusion proteins and has also been shown to be useful on mouse sections fixed with formalin. In Immunocytochemistry, the antibody gives a very good signal on recombinant YES-GFP chimeras expressed in COS cells (McCabe et al. 1999 and figure below). It is routinely used in Immunoprecipitation (IP) and IP-Western protocols and has been used successfully in HRP Immunohistochemistry at 1:200 on whole-mount mouse embryos. |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](https://www.ncbi.nlm.nih.gov/geo/).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links To review GEO accession GSE183209: [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183209]

## Data access links

May remain private before publication.

Go to <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183209>

## Files in database submission

PROCESSED DATA FILES  
 ChIPseq\_E1M-GFP\_rep1\_s3norm.bw  
 ChIPseq\_E1M-GFP\_rep2\_s3norm.bw  
 ChIPseq\_SNOS1-GFP\_rep1\_s3norm.bw  
 ChIPseq\_SNOS1-GFP\_rep2\_s3norm.bw  
 ChIPseq\_Input\_rep1\_s3norm.bw  
 E1M-GFP\_q0.05\_peaks\_rep1.narrowPeak.gz  
 E1M-GFP\_q0.05\_peaks\_rep2.narrowPeak.gz  
 SNOS1-GFP\_q0.05\_peaks\_rep1.narrowPeak.gz  
 SNOS1-GFP\_q0.05\_peaks\_rep2.narrowPeak.gz  
 input\_q0.05\_peaks.narrowPeak.gz  
 RAW FILES  
 E1M-GFP.fastq.gz  
 SNOS1-GFP.fastq.gz  
 E1M\_GFP\_rep2\_S2\_R1\_001.fastq.gz  
 SNOS1\_GFP\_rep2\_S1\_R1\_001.fastq.gz  
 Input.fastq.gz

## Genome browser session

(e.g. [UCSC](#))

no longer applicable

## Methodology

## Replicates

Two biological replicates

## Sequencing depth

Illumina NextSeq 500 75bp single end  
 Total reads and uniquely mapped reads, respectively, are as follows: 25971914 and 4174229 for SCL28 rep1, 72832400 and 11860759 for SCL28 rep2, 22036948 and 3638925 for AtSMOS1 rep1, and 26133321 and 4405981 for AtSMOS1 rep2.

## Antibodies

Anti-GFP (Abcam, ab290). For each IP, 1 µg antibody was used.

## Peak calling parameters

Read mapping: Trimmed reads data were mapped using bowtie2 v 2.3.5 with the following setting "bowtie2 --very-sensitive" against the genome of TAIR10.  
 Filtering step: Mapped reads were filtered with samtools v.1.9 with the command "samtools view -h -b -q 30 "mapping\_quality >= 30"  
 Duplicate filtering: duplicated reads were removed with samtools v.1.9 with the command "samtools fixmate -m and samtools markdup -r "  
 Peak calling: peaks of read density were called with macs2 2.2.7.1 with the command "macs2 callpeak --broad -t sample.bam -c Input.bam -g 7.8e8 -q 0.05 --extsize 150 --bw 500 -B -n --outdir "

## Data quality

Adapters trimming: Sequencing reads were trimmed with trimmomatic with the following command "java -jar trimmomatic-0.38.jar SE \$input \$output ILLUMINACLIP:TruSeq3-SE.fa:2:30:10 LEADING:5 TRAILING:5 MINLEN:30"

## Software

Trimmomatic-0.38, bowtie2 v 2.3.5, samtools v.1.9, macs2 2.2.7.1, FASTQC, BEDTOOLS INTERSECT, Integrated Genome Browser (IGB), HOMER and NGSplot.

How the deposited data were processed for this re-analysis (not part of the article)

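ChIP-Seq was performed by the authors on chromatin of whole seedlings of an SCL28-GFP line and an AtSMOS1-GFP line, with an anti-GFP antibody and 2 replicates per line, and on total chromatin of WT seedlings as the input, with 1 sample. The 5 deposited lists of peaks, 1 per sample, are the data analyzed here, and reads and coverage were not used here. The authors trimmed single-end reads with Trimmomatic, aligned them to TAIR10 and called peaks with MACS2 at a q value cutoff of 0.05, without pooling replicates. The Methods and the Reporting Summary of the paper give different settings for the aligner, the fragment size and the kind of peak, and the lists have the layout that the caller writes for narrow peaks. Which control the caller was given for the input itself is not stated in the paper's text.

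Each list gives positions on TAIR10, with a start, an end and a summit in bp. The fold enrichment is a ratio that the authors' caller computed at the summit over the local background it estimated, as deposited. The −log10 p and −log10 q values are those the authors' caller gave to each peak, and the lists as deposited hold only peaks past the q value cutoff. The score in the deposited lists was made by the caller as a multiple of the −log10 q shortened to a whole number, as checked on the values, and was not used. No value was normalized further here.

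The samples were grouped by protein and replicate as labelled. Peaks on the organelle genomes were left out, because target genes were defined on chromosomes 1 to 5. The main values come from replicate 1 of each protein, whose peaks have the positions listed in Supplementary Data 2, and replicate 2 was analyzed in the same way. The copy of Supplementary Data 2 used here holds 1999 AtSMOS1 lines, so the AtSMOS1 targets were taken from the peaks and not from the table. The lists of genes with changed expression were taken from Supplementary Data 1 at an adjusted p below 0.05. The expression data behind them were not analyzed here.

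All computations were made with python 3.11.15, numpy 2.4.6 and scipy 1.17.1, and the figures were drawn with matplotlib 3.10.9. Peaks were called overlapping when they shared at least 1 bp. A target gene was the gene nearest to a peak at any distance, 1 gene per peak, among the 33056 annotated genes of chromosomes 1 to 5 in the TAIR10.1 annotation, where 4843 pseudogenes were not used. A summit was counted as lying in a promoter when it was within 1 kb upstream of a TSS. The motif C(a/t)T(a/t)GGATNC(c/t)(a/t), with a length of 12 bp, was searched as an exact match on either strand in the 200 bp centred on a summit, and in random windows matched for GC content in bins of 5 percentage points, with 20 windows per peak. These windows were drawn 100 further times to see how much their share depends on the draw.

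Overlaps, promoter shares and distances between summits were compared with 1000 random placements with a fixed seed (20220329), in one-sided permutation tests whose smallest p value is 0.001. Gene lists were compared with one-sided exact hypergeometric tests over the 33056 genes, which for the lists of changed genes include genes that the microarray or RNA-Seq could not have called, so that changed genes were also compared with each other. Shares were compared with two-sided Fisher's exact tests and paired distances with two-sided exact sign tests. Adjusted p values are by the method of Benjamini and Hochberg, over 18 tests for the expression lists, 14 tests for the SMR and KRP families and 11 tests for positions of the motif. The functions for overlap, nearest gene, promoter share, motif search and placement were tested on simulated data, where every planted item was found and 3 of 100 unrelated pairs of lists gave a p value below 0.05. The unrelated lists were spread evenly over the chromosomes, as the random placements are. The simulation therefore checks the code and does not show how the permutation tests behave for peaks that cluster near genes.

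The paper reports between 3638925 and 11860759 uniquely mapped reads per ChIP sample, and the depth of the input is not stated in its text. A list of peaks holds no counts, so that precision is given as exact (Clopper-Pearson) 95% confidence intervals of shares of peaks, which cover counting error only.

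The alternatives tried were each replicate left out, peaks found in both replicates, replicate 2 of both proteins, a −log10 q of at least 5, peaks that overlap an input peak left out, an overlap of 50% of both peaks, placements near a TSS, promoters of 500 bp and 2 kb, the peak midpoint, other rules for the target gene, protein-coding genes alone (27444), the whole peak for the motif, 1 mismatch, peaks of common target genes, pairs at common target genes, and any base at the last position of the motif. The genes named were fixed beforehand as the 17 SIM/SMR genes, the 7 KRP genes, the genes and promoters of the transgenes, every other gene that the paper names beside its ChIP-Seq, the common targets among the genes down in both mutants and up in SCL28OE, and the 5 genes with the largest mean SCL28 fold enrichment among targets in all 4 ChIP lists.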

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

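The tests on sequencing depth and on exchanged lists were chosen only after the results they measure were seen, and so was the test of replicate 1 peaks that replicate 2 lacks.

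The target genes of the paper come from replicate 1, and replicate 2 held peaks that it lacks. In replicate 2, 36 of the 396 SCL28 peaks (9.09%) overlapped no SCL28 peak of replicate 1, and 43 genes were SCL28 targets in replicate 2 alone. For AtSMOS1, 2697 of the 6934 peaks of replicate 2 (38.9%) overlapped no peak of replicate 1, and 1893 genes were targets in replicate 2 alone. They are given here because the paper does not report on them. Input peaks overlapped 1 and 9 of these peaks, which says little about them, because the input served as the control when they were called.

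An exchange of the replicate 2 lists of the proteins, which the names of their peaks could point to, is argued against by the overlap of 90.9% of the peaks labelled SCL28 replicate 2 with SCL28 replicate 1, while 61.1% of the peaks labelled AtSMOS1 replicate 2 overlapped AtSMOS1 replicate 1 and 4.53% overlapped SCL28 replicate 1. The wide peaks at the genes of the transgenes also lay in the list of their own line in both replicates. A difference in depth does not account for the lower number of SCL28 peaks in replicate 2, because the paper reports 2.84 times as many uniquely mapped reads for it as for replicate 1. For AtSMOS1, this ratio was 1.21, and its part in the additional peaks was not tested.

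A candidate explanation that stays open is that many of the peaks found in a single replicate lie near the threshold of the caller. Among the SCL28 peaks of replicate 2, 41.7% of those that replicate 1 lacks had a −log10 q below 5, compared with 5.56% of the others (two-sided Fisher's exact test, p = 1.13e-08). For AtSMOS1, the shares were 60.6% and 19.8% (same exact test, p = 1.55e-263). In the other direction, 50.8% of the SCL28 peaks of replicate 1 that replicate 2 lacks were below 5, compared with 4.72% of the others (same exact test, p = 3.13e-29), and the shares for AtSMOS1 were 89.6% and 55.3% (same exact test, p = 5.41e-107). The remaining peaks found in a single replicate reached 5 or more and are not covered by this explanation. The replicates share line, tissue and age, so no biological explanation was tested.

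The caller also gave 5695 peaks for the input on chromosomes 1 to 5, a signal in a sample that the paper uses only as a control. Of their summits, 35.2% lay in exons and 30.2% within 1 kb upstream of a TSS. In replicates 1 and 2, 1.02% and 1.01% of the SCL28 peaks and 0.497% and 0.534% of the AtSMOS1 peaks overlapped an input peak, and random placements gave 2.77%, 2.51%, 1.94% and 2.38%. This overlap leaves open whether regions with a high read density in any library contribute to the ChIP peaks, because the input served as the control when these were called, which by itself removes peaks where the input is high. What produced the input peaks stays open, since the control used for them is not stated in the paper's text and no second input was used here, and no biological explanation was tested.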

How the results depend on the processing

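The motif with any base at its last position was chosen after seeing the data, and no other alternative or test in this part was.

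The alternatives were set before the data were examined, except for this one, and together they numbered 76. For 15 of them the value could not change, because replicate 1 alone is what the main values use or because only the random placements were altered. The other 61 kept the direction of their result and, where a test was made, its side of the threshold, although many shares moved beyond the confidence interval of the main value. Among the counts of genes, 1 alternative changed the main count by more than 1.5 times. This was the number of common targets at a −log10 q of at least 5, which fell from 308 to 189, since 1851 in place of 4285 AtSMOS1 targets remained in the comparison. The excess over chance stayed past the threshold (one-sided exact hypergeometric test, p = 8.47e-131, with p values between 9.97e-158 and 1.17e-134 for the other alternatives that had a test).

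Across the fits that each left out one replicate of one protein, which are given without a test because a single replicate of that protein remained, and of which those without replicate 2 repeat the main value, the share of SCL28 peaks that overlap an AtSMOS1 peak was 59.2 to 63.3%, the common targets numbered 264 to 324, the motif share of common peaks was 20.1 to 24.2%, and the median distance between summits was 38.5 to 47 bp. The common targets among the genes down in both mutants and up in SCL28OE numbered 4 to 5, and the promoter shares were 45.5 to 46.5% for SCL28 and 47.3 to 47.5% for AtSMOS1.

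Under the other alternatives set beforehand, common targets ranged from 189 to 312, the share of SCL28 peaks with an AtSMOS1 peak from 35.7%, when 50% of both peaks had to overlap, to 66.9% in replicate 2, and the motif share from 20.4% to 47.8%, the highest with 1 mismatch allowed. The promoter share moved with the length taken for a promoter, from 29.1 to 62.7% for SCL28 and from 32.6 to 65.8% for AtSMOS1. With any base at the last position of the motif, the share was 31.5%.

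No paired analysis was possible because no result varied here is a difference between the proteins for a fit with the replicate number. The lists do hold a fold enrichment for each peak in each sample, but these values were not fitted in this way. The depth of the libraries was not varied here, so how far it limits the number of targets is not known.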

Differences from the paper's values

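The motif with any base at its last position, the windows and repeated draws used for its background, and the share of promoters among all bases were chosen after the values were seen, and the tests in this part were not. Values are listed as different when one is more than 1.5 times the other, and a gap is called closed when they come within this limit, which does not make them equal.

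The paper's share of common targets with the motif is 40.13%, while an exact match was found in 20.1% of the common peaks. The paper's share comes from a HOMER motif search in the common targets, whose way of counting is not described in its text, so that it and an exact match of the written motif need not measure the same thing. Of the alternatives set before the data were examined, the match with at most 1 mismatch (47.8%) closed the gap and the others, with 20.1 to 24.9%, did not. With any base at the last position, a setting chosen after seeing the values, the share was 31.5% (CI 26.2 to 37.2%), which came within the limit and stayed below the paper's value. For the background, the paper's value is about 0.60% in Fig. 6e, read by eye, against 0.363% of the GC-matched windows. No alternative set before the data were examined closed this gap, with 0.0566 to 4.81%, and for an exact match 100 further draws of windows, chosen after seeing the values, gave 0.104 to 0.363% with a median of 0.208%. With any base at the last position, chosen after seeing the values, the background was 0.450% in the windows of the main value, which is within the limit. These windows replaced the ones first drawn for this setting, which gave 0.329% and did not close the gap, and over 100 draws the share was 0.121 to 0.536% with a median of 0.329%, so that the call depends on the draw.

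For the classes of Supplementary Fig. 13, the values given here are shares of the 5 classes with promoters of 1 kb. The figure prints identical percentages for SCL28 and AtSMOS1, so that its values for AtSMOS1 cannot be taken as independent of those for SCL28. The paper's exon share of SCL28 peaks is about 3% in Supplementary Fig. 13, read by eye, against 6.80%. Promoters of 2 kb closed the gap (3.54%) and promoters of 500 bp did not (10.3%). For AtSMOS1, the paper's exon share is about 3% in Supplementary Fig. 13, read by eye, against 6.34%, and again 2 kb closed the gap (3.32%) and 500 bp did not (9.12%). The paper's intron share of AtSMOS1 peaks is about 8% in Supplementary Fig. 13, read by eye, against 5.10%, where 500 bp closed the gap (6.47%) and 2 kb did not (3.47%).

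For the genome, the paper's promoter share is about 13% in Supplementary Fig. 13, read by eye, against 35.0%. Neither promoters of 500 bp (20.0%) nor of 2 kb (57.3%) closed the gap. As a share of all bases of chromosomes 1 to 5, a comparison chosen after seeing the values, promoters of 500 bp made up 13.0%. The paper's 5′ UTR share of the genome is about 12% in Supplementary Fig. 13, read by eye, against 5.10%, and its 3′ UTR share is about 11% against 4.76%. With promoters of 500 bp and 2 kb, these shares were 6.25 and 3.56% for 5′ UTRs and 6.41 and 3.09% for 3′ UTRs, which did not close the gap. The paper's intron share of the genome is about 29% in Supplementary Fig. 13, read by eye, against 18.9%, where 500 bp closed the gap (22.8%) and 2 kb did not (12.6%).

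The paper states that the motif is rarer among targets of a single protein. This was the case for AtSMOS1 peaks without an SCL28 peak (0.0974%), but SCL28 peaks without an AtSMOS1 peak had the motif in 22.1% of windows, against 20.1% of the common peaks (two-sided Fisher's exact test, p = 0.651), and in replicate 2 in 26.0% against 24.9% (same exact test, p = 0.807).

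The paper places most binding sites in promoters. Over all summits, 45.5% of SCL28 and 47.5% of AtSMOS1 peaks lay within 1 kb upstream of a TSS. With 2 kb, 62.7 and 65.8% did so, and among the summits in the 5 classes the shares with 1 kb were 65.7 and 65.2%, so that these settings gave a majority.

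At SMR13, the paper describes peaks of both proteins from visual inspection of the profiles. The lists held 3 SCL28 peaks within 2 kb of this gene, and none of them overlapped an AtSMOS1 peak in either replicate. An AtSMOS1 peak was called within 2 kb of SMR13 in both replicates, at 23943346 to 23943554 with a fold enrichment of 4.26 and at 23943343 to 23943910 with 3.48, within AT5G59350.

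Supplementary Fig. 16 marks sites at SMR6, SMR9, SMR13 and SMR14 as perfect matches that had 1 mismatch to the written motif here. The mismatch was at position 12, counted from 1 at the 5′ end of the motif, for the sites under the peaks of both proteins at SMR6, SMR9 and SMR14, and at position 2 for the site at 23947843 on chromosome 5 near SMR13. With any base at the last position, a setting chosen after seeing the values, the sites at SMR6, SMR9 and SMR14 are matches as well.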

Other observations

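The tests on the SCL28 peak at the AtSMOS1 promoter, on YUC5, on AtSMOS1 peaks missed in replicate 1 and on the position of mismatches were chosen only after the result was seen, as were the counts of targets without CACGTG and of SCL28 targets without an overlapping AtSMOS1 peak, the comparison of common targets between the directions of change, and the count of matches far from a TSS on either side.

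Some of the longest peaks lay on stretches that the transgenes carry. A peak of 1577 bp covered 73.1% of the 2 kb upstream of RPS5A in SCL28-GFP replicate 1, a peak of 2007 bp covered 99.6% of the SCL28 coding sequence, and in AtSMOS1-GFP replicate 1 a peak of 4323 bp covered 98.7% of AtSMOS1 with its upstream 1.2 kb. The median length was 385 bp for SCL28 and 197 bp for AtSMOS1. These stretches had no input peak, and AtSMOS1-GFP had no peak on the SCL28 and RPS5A stretches. Extra copies of the transgene against a WT input are a candidate explanation. The peak upstream of RPS5A is what the promoter named in the Results would give, while the Methods name the SCL28 promoter for the ChIP-Seq line. Binding of SCL28 to its own gene is not excluded by these lengths, and no biological explanation was tested.

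The highest fold enrichment in all 4 ChIP lists was found at YUC5, with 33.2 and 22.3 for SCL28 and 25.0 and 29.1 for AtSMOS1 in replicates 1 and 2. The peaks were 1318 to 1622 bp long, their centres lay at most 7.5 bp from the centre of the coding sequence of 1275 bp, and the input had no peak there. In each ChIP list, exactly 2 peaks covered at least 90% of a coding sequence of at least 1 kb, the one at YUC5 and the one at the gene of the own transgene. DNA with the YUC5 coding sequence from outside the chromatin of the plants, such as a plasmid or an amplified fragment, may therefore be the source of this peak. Whether YUC5 is bound by either protein stays open, and no biological explanation was tested.

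An SCL28 peak of 528 bp, at 17403070 to 17403597 on chromosome 2, had its summit 281 bp upstream of the TSS of AtSMOS1 (AT2G41710). Its fold enrichment of 10.2 ranked 21 among 488 peaks, and replicate 2 had a peak of 525 bp there with 10.1. Extra copies of the AtSMOS1 transgene are argued against, since the SCL28-GFP line is not described as carrying it and the peak is much shorter than the 4323 bp in AtSMOS1-GFP. The peak is listed in Supplementary Data 2, where the gene nearest to it is EMB2654 (AT2G41720), 6 bp away. The replicate 2 peak has AtSMOS1 itself as its nearest gene, also 6 bp away, so that the site lies between the genes. A further SCL28 peak of replicate 1 lay within AtSMOS1 at 17401551 to 17402038, with a fold enrichment of 2.20 and no counterpart in replicate 2. Which of the genes the binding of SCL28 at this site may concern stays open, and the expression of AtSMOS1 was not analyzed here.

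The motif was as frequent in SCL28 peaks without an AtSMOS1 peak as in common peaks. AtSMOS1 peaks missed by the caller in replicate 1 are argued against as the whole cause, because 31 of the 159 SCL28 peaks that overlapped no AtSMOS1 peak in either replicate (19.5%, CI 13.6 to 26.5%) still had it. Taller peaks without AtSMOS1 are argued against as well. Their median fold enrichment was 3.59, compared with 4.89 for common peaks, and among SCL28 peaks above the median fold enrichment the motif was present in 31.9% without and 27.7% with an AtSMOS1 peak (two-sided Fisher's exact test, p = 0.533), and among those below it in 16.9% and 8.62% (same exact test, p = 0.0594). AtSMOS1 bound below the threshold of the caller in both replicates, and SCL28 recognizing the motif without AtSMOS1, may each account for the pattern and were not told apart here. The paper reports that SCL28 binding at the SMR2 promoter was lost in atsmos1 plants. It also reports that SMR13, with its exact match under an SCL28 peak without AtSMOS1, fell equally in scl28, atsmos1 and the double mutant. These results speak for a need for AtSMOS1 at these genes, and the other peaks were not tested. The GFP lines also differ in their promoters.

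Among SCL28 peaks of replicate 1 with a match that had 1 mismatch, 41.8% (56 of 134) had it at position 12 of the motif, counted from 1 at its 5′ end. Among AtSMOS1 peaks without SCL28, 2.65% did (5 of 189, two-sided Fisher's exact test, p = 9.21e-20, adjusted p = 1.01e-18 over 11 positions). In replicate 2 of SCL28, the share was 45.5% (60 of 132). A looser requirement for the base at the end of the motif than at its other positions is a candidate explanation, found and tested on the same peaks. The pattern was not confined to the end, because positions 2, 4 and 11 also had a higher share in SCL28 peaks, with 17.2%, 10.4% and 15.7% compared with 1.59%, 2.65% and 3.17% (same exact test, adjusted p = 1.73e-06, 0.00813 and 2.39e-04). These are the other positions at which the motif names a pair of bases. No biological explanation was tested.

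Of the 1207 exact matches of the motif on chromosomes 1 to 5, 115 (9.53%) lay within an SCL28 peak of either replicate. Matches within 1 kb upstream of a TSS were in a peak more often than the others, with 51 of 272 (18.8%) compared with 64 of 935 (6.84%, two-sided Fisher's exact test, p = 5.58e-08). Of the 717 matches more than 1 kb from any annotated TSS on either side, 44 lay within a peak (6.14%), which argues against a model in which only matches near a TSS are bound. Why the other matches had no peak stays open, since accessibility of chromatin was not analyzed here.

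At common peaks with the motif, the SCL28 summit was nearer to it in 40 and the AtSMOS1 summit in 22 peaks (two-sided exact sign test, p = 0.0300), and in replicate 2 in 49 and 18 (same exact test, p = 1.94e-04). This pattern is in line with a hypothesis in which the motif lies under the SCL28 summit and AtSMOS1 is placed beside it. It could also reflect less precise summits of AtSMOS1. Over all its replicated peaks, these lay a median of 50 bp apart between replicates, compared with 22 bp for SCL28.

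In 33 of the 308 common targets, no SCL28 peak of the gene overlapped an AtSMOS1 peak. Of the 182 SCL28 targets without such an overlap, 18.1% were AtSMOS1 targets, compared with 13.0% of all genes (one-sided exact hypergeometric test, p = 0.0283), and in replicate 2 the shares were 20.0% and 16.3% (same exact test, p = 0.163). Chance and a shared preference for the same genes cannot be told apart for these genes, because the excess was small and passed the threshold in a single replicate.

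Of the 155 targets of SCL28 that were not the nearest gene of an AtSMOS1 peak, 6 had an SCL28 peak that overlapped an AtSMOS1 peak assigned to another gene, and 149 did not. Of these 149, 19 were among the 617 genes up in SCL28OE (3.08%) and 0 among the 446 down (two-sided Fisher's exact test, p = 4.96e-05). In scl28, 6 were among the 214 genes down and 1 among the 467 up (same exact test, p = 0.00472), and in atsmos1, 8 were among the 485 down and 0 among the 321 up (same exact test, p = 0.0248). This is in line with the hypothesis that binding by SCL28 goes with activation also where no AtSMOS1 peak of replicate 1 overlapped the SCL28 peaks of the gene, and leaves open that AtSMOS1 acts at some of these genes below the threshold of the caller. Common targets were also more frequent among the genes down than among those up in scl28, with 16 of 214 and 10 of 467 (same exact test, p = 0.00180). Whether the 10 exceed chance is not settled, because the 4.35 expected rest on all annotated genes and not on those that could be measured, and direct repression and indirect changes cannot be told apart for them from lists of peaks and genes. The abundance of transcripts as a common cause of calls in both assays was not tested.

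Targets of AtSMOS1 and not of SCL28 were more frequent among genes with lower than among genes with higher expression in SCL28OE, with 180 of 446 (40.4%) and 137 of 617 (22.2%, two-sided Fisher's exact test, p = 2.23e-10). The shares were 34.9% of the genes up and 16.4% of those down in scl28 (same exact test, p = 4.75e-07), and 31.8% and 17.1% in atsmos1 (same exact test, p = 2.18e-06). CACGTG as the source of the excess among genes down in SCL28OE is argued against. Of the AtSMOS1 peaks at these genes, 14.6% had it (41 of 280), as did 14.6% at genes unchanged in the comparisons (608 of 4168, same exact test, p = 1). This reading of an equal share was settled after the result was seen, and a role of CACGTG at these peaks is not excluded. Targets without CACGTG numbered 141 among the genes down in SCL28OE, where 44.4 would be found by chance over all annotated genes, probably too low a number since genes that could not be measured are included (one-sided exact hypergeometric test, p = 4.92e-37). Open chromatin at genes that respond readily is a possible explanation that was not tested, and no biological explanation beyond CACGTG was tested.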
